# The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level

**DOI:** 10.1371/journal.pbio.3001837

**Published:** 2022-10-21

**Authors:** Ivana Jaric, Bernhard Voelkl, Melanie Clerc, Marc W. Schmid, Janja Novak, Marianna Rosso, Reto Rufener, Vanessa Tabea von Kortzfleisch, S. Helene Richter, Manuela Buettner, André Bleich, Irmgard Amrein, David P. Wolfer, Chadi Touma, Shinichi Sunagawa, Hanno Würbel

## Abstract

The phenotype of an organism results from its genotype and the influence of the environment throughout development. Even when using animals of the same genotype, independent studies may test animals of different phenotypes, resulting in poor replicability due to genotype-by-environment interactions. Thus, genetically defined strains of mice may respond differently to experimental treatments depending on their rearing environment. However, the extent of such phenotypic plasticity and its implications for the replicability of research findings have remained unknown. Here, we examined the extent to which common environmental differences between animal facilities modulate the phenotype of genetically homogeneous (inbred) mice. We conducted a comprehensive multicentre study, whereby inbred C57BL/6J mice from a single breeding cohort were allocated to and reared in 5 different animal facilities throughout early life and adolescence, before being transported to a single test laboratory. We found persistent effects of the rearing facility on the composition and heterogeneity of the gut microbial community. These effects were paralleled by persistent differences in body weight and in the behavioural phenotype of the mice. Furthermore, we show that environmental variation among animal facilities is strong enough to influence epigenetic patterns in neurons at the level of chromatin organisation. We detected changes in chromatin organisation in the regulatory regions of genes involved in nucleosome assembly, neuronal differentiation, synaptic plasticity, and regulation of behaviour. Our findings demonstrate that common environmental differences between animal facilities may produce facility-specific phenotypes, from the molecular to the behavioural level. Furthermore, they highlight an important limitation of inferences from single-laboratory studies and thus argue that study designs should take environmental background into account to increase the robustness and replicability of findings.

## Abstract 2

The phenotype of an organism results not only from its genotype but also the influence of its environment throughout development. This study shows that common environmental differences between animal facilities can induce substantial variation in the phenotype of mice, thereby highlighting an important limitation of inferences from single-laboratory studies in animal research.

## Introduction

The ability to replicate an observation by an independent study is a cornerstone of the scientific method to distinguish robust evidence from anecdote [1]. However, the replicability of original research findings was found to be poor across virtually all disciplines of research [2,3], including preclinical animal research. Thus, the prevalence of irreproducible findings in preclinical research was estimated to be greater than 50% of the published findings [4]. Poor replicability compromises the credibility of animal research, attenuates scientific advances and medical progress, harms animals for inconclusive research, and puts patients in clinical trials at risk. Irreproducibility in biomedical research has mostly been attributed to violations of good research practice, including poor study conduct (e.g., no blinding, no randomisation), small sample sizes resulting in low statistical power, analytical flexibility (including p-hacking and HARKing), selective reporting of findings, and publication bias [2,3,5–11].

In animal research, replicability of experimental findings is complicated by phenotypic plasticity, i.e., the ability of one genotype to exhibit different phenotypes under different environmental conditions [12]. Therefore, phenotypic plasticity increasingly receives attention as an important factor compromising the external validity and replicability of animal research [13–21]. Whereas genotypic differences can be eliminated by selective breeding [22–24], the environment in which laboratory animals are born and grow up may differ substantially between rearing facilities (RFs) [25–27]. As a result, genotype-by-environment interactions throughout ontogeny can lead to phenotypic differences in morphology, physiology, and behavior between animals reared in different environments. Due to such phenotypic plasticity, researchers may fail to replicate research findings, even when using genetically homogeneous (inbred) animals [28–30]. Therefore, phenotypic plasticity may contribute to replication failure and conflicting findings in the scientific literature [13,25,31]. However, the magnitude of this problem is as yet unknown, as existing evidence is generally based on single-laboratory studies [32–34] and experimentally induced environmental interventions. Here, we sought to determine the extent to which common differences in housing and husbandry conditions between RFs modulate the phenotype of the most commonly used inbred strain of laboratory mouse, C57BL/6J. To do so, we used a systematic multicentre approach, whereby C57BL/6J mice from the same breeding stock were allocated to and reared in 5 independent animal facilities, before being transported to a single test laboratory. This approach allowed us to assess the effect of the rearing environment on the phenotype of the mice independent of both genotype (e.g., genetic differences due to genetic drift when mice are obtained from different breeders or different breeding stocks) and test condition (i.e., environmental factors affecting the mice at the time of testing).

Thus, pregnant C57BL/6JRj female mice from a single breeding population (Janvier Labs, Le Genest-Saint-Isle, France) were randomly allocated and transported to 5 independent RFs, where their offspring were born and reared until 8 weeks of age under the facility-specific housing and husbandry conditions (S1A Table). In order to assess the effect of the rearing environment independently of genotype and test conditions, both male and female offspring from all 5 RFs were then transported to a single test laboratory that was new for all mice (S1B Table). Phenotypic differences were assessed at 2 time points (TPs), shortly before shipping the mice from the RF to the test laboratory (TP1) and after 2 weeks of habituation, over the course of a 4-week testing period in the test laboratory (TP2; Figs 1A and S1). Specifically, we examined the extent and persistence of variation in the composition of the gut microbiota associated with the different RFs and measured differences in phenotypic traits such as body weight, adrenal weight, neuroendocrine stress reactivity, and behaviour (Fig 1B). In addition, we assessed differences in neural chromatin accessibility to explore the potential biological basis of behavioural differences (Fig 1B). The study protocol was preregistered (10.17590/asr.0000201) and is further detailed in the Methods section.

**Fig 1:**
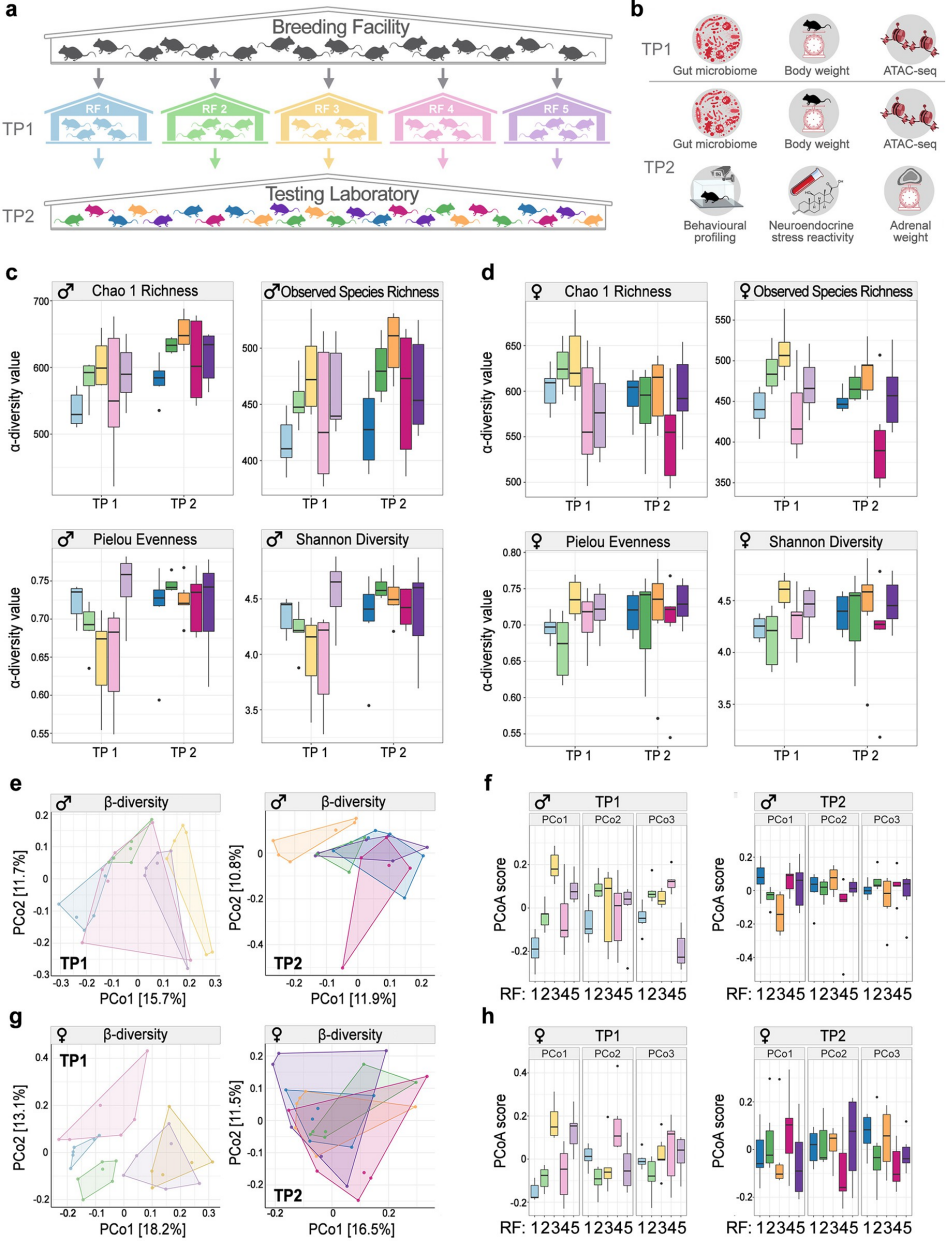
Study design and effects of RF on gut microbiota diversity and composition. **(a)** Schematic illustration of the multicentre study design—genetically homogeneous mice originating from a single inbred stock were reared until the age of 8 weeks in 5 different RFs before testing for phenotypic differences induced by the different rearing conditions in a single testing laboratory. (**b)** Effects of the RF were evaluated at 2 TPs, first, at the end of the rearing period in each of the 5 RFs (TP1) and during the testing period in the testing laboratory (TP2). Outcome measures assessed at both TP1 and TP2 included gut microbiota, body weight, and chromatin profiles using ATAC-seq, while behavioral tests (open field and light dark box tests) and physiological measures of stress (HPA axis reactivity test (SRT) and relative adrenal weight were limited to TP2). Values for α-diversity metrics for (**c)** male mice and (**d)** female mice from different RFs (*n*  =  6 mice/sex/RF/TP). (**e-g)** Ordination plots visualizing PCoA based on Bray–Curtis dissimilarity between samples of male **(e)** and female **(g)** mice from different RFs, split by TPs. (**f-h)** Differences between loadings of samples on the first 3 PCoA axes in male **(f)** and female **(h)** mice. Box plots show the first and third quartiles; horizontal line represents the median; whiskers represent the mean variability outside the upper and lower quartiles. Individual points represent outliers. TP1: 8 weeks of age (PND 56); TP2: 14.5 weeks of age (PND 104). The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21082195. The 16S rRNA gene sequencing data are available from the ENA under accession number PRJEB49361. ATAC-seq, assay for transposase-accessible chromatin using sequencing; ENA, European Nucleotide Archive; HPA, hypothalamus–pituitary–adrenal; PCoA, principal coordinate analysis; PND, postnatal day; RF, rearing facility; SRT, stress reactivity test; TP, time point.

We generated a comprehensive data set by exploring the extent and persistence of variation in the gut microbiome, associated variation in physiological and behavioural traits, and changes in neuronal chromatin organisation as a molecular substrate by which phenotypic differences in behaviour might be mediated. Our study demonstrates that the common environmental differences between RFs can produce facility-specific phenotypes, from the molecular to the behavioural level, thereby compromising replicability of research findings.

## Results

### Rearing facility shaped the gut microbiota composition

The gut microbiome has been reported to play an important role in shaping the host phenotype [35–39]. Therefore, we first examined the extent to which the composition of the gut microbiota varied in response to the macroenvironments of the different RFs, and whether these differences persisted after the transfer to the common macroenvironment of the test laboratory.

We first analysed whether the gut microbiome of mice from different RFs differed in α-diversity measures. In males, effects of the RF were significant for both predicted and observed taxa richness, but there was little effect on overall diversity and evenness (Fig 1C and S2 Table). At TP2, we observed an increase in all metrics of *α*-diversity, except for observed species richness (Fig 1C and S2 Table). Similar patterns in terms of differences between RFs for taxa richness were observed in females; however, there was no change in *α*-diversity metrics across TPs (Fig 1D and S2 Table). Taken together, these results suggest that the macroenvironment of the rRF can lead to significant differences in the richness of the gut microbiome community.

Next, we evaluated the differences in the microbiome composition (*β*-diversity) based on the Bray–Curtis dissimilarity between samples [40]. Overall, we found pronounced differences between mice reared in different RFs. When assessing the amount of variation in the data explained by RF at each TP, the effect was most pronounced at TP1, accounting for 28.7% of overall variation in males (Fig 1E and 1F and S3 Table) and 29% in females (Fig 1G and 1H and S3 Table). Importantly, the differences in microbiome composition persisted across TPs, although the amount of variation explained by RF dropped to 20.4% in males and 17% in females. This implies that a large part of the initial differences in the microbiomes of mice from different RFs persisted throughout the 6 weeks in the test laboratory, although they did converge to some extent once they were housed together at the same test facility. When further investigating how overall community composition varied across RFs, we found a clear separation along principal coordinate axis 1 (PCoA1) between RFs 3 and 5 and RFs 1, 2, and 4 in both males (both TPs) and females (TP1). Clustering analysis suggested that the type of mouse diet (specifically diet supplier; S1A Table) was driving the grouping of the mice into these 2 populations (S2A Fig and S1 Data). Interestingly, these 2 populations differed in abundance of *Firmicutes* and *Bacteroidetes* (S2B Fig), 2 phyla that are associated with numerous phenotypic differences in health and disease in animal and human studies [41–43]. Overall, these findings show that the rearing environment can lead to substantial and temporally persistent compositional differences in the gut microbiome community, which, in turn, may drive phenotypic variation [38].

### Rearing facility persistently affected body weight

To assess phenotypic differences between mice from different RFs, we first measured the body weight of the mice, which often correlates with other physiological variables and can potentially serve as latent variable in studies on mouse energy metabolism and metabolic diseases [44–46]. Although body weight is a highly heritable trait, we found that genetically homogeneous mice reared in different RFs differed markedly in body weight, and these differences persisted at the test laboratory throughout the experiment. RF was the only factor that had a strong and persistent effect on body weight in both males and females, while variation in litter size, litter sex ratio, and group size after weaning had no significant effects (Fig 2A and S4 Table). This finding is in line with the recent findings of Corrigan and colleagues [44], who found that the institution where experiments were conducted was among the main factors influencing metabolic rate and body weight in C57BL/6J mice.

**Fig 2:**
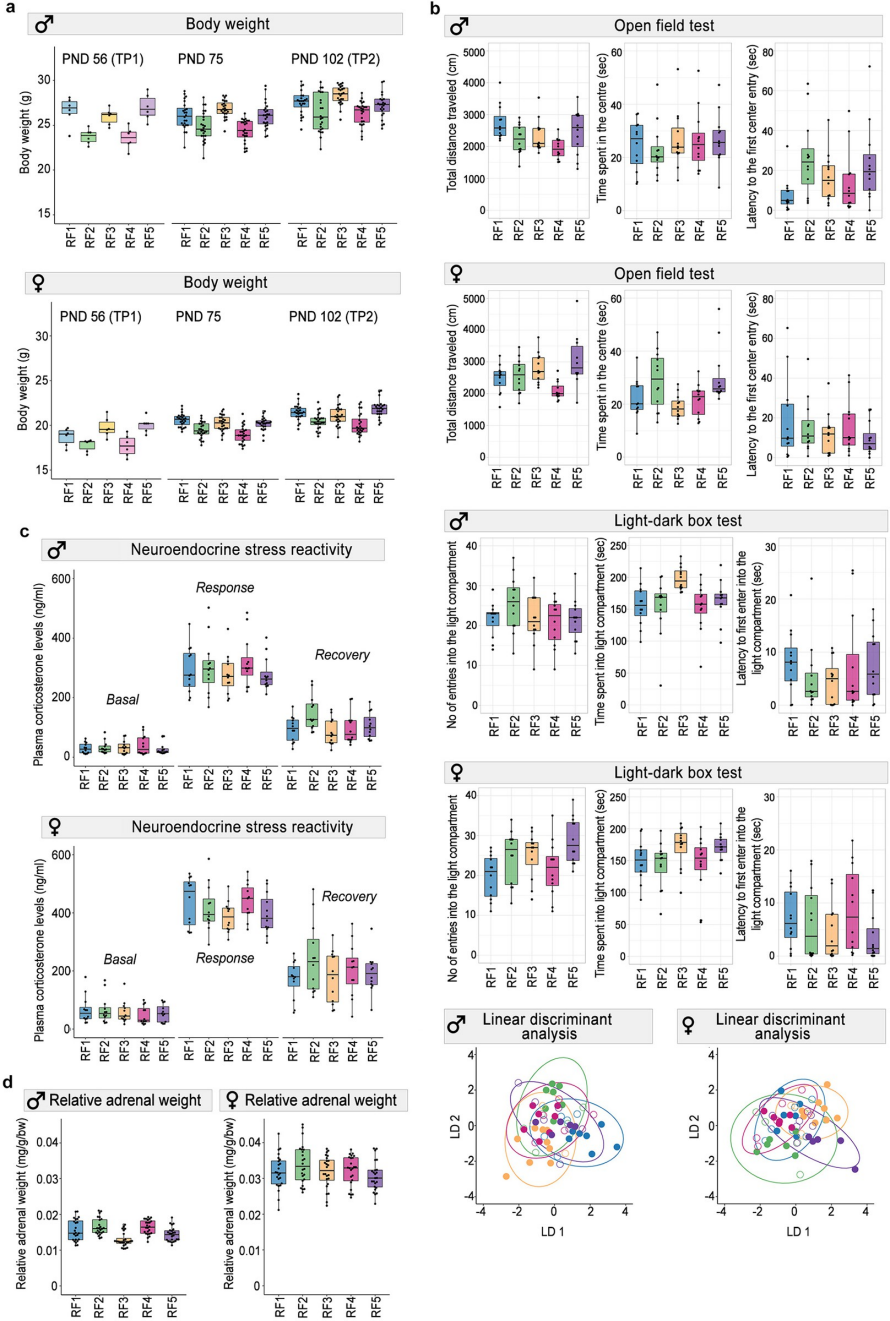
Effects of RF on the behavioral and physiological profile of the mice. **(a)** Body weight persistently varied by RF in both males and females (*n* = 6 mice/sex/RF for TP1; *n* = 24 mice/sex/RF for TP2). (**b)** Behavior of the mice varied consistently by RF both in males and females. In the LDA plots, color indicates RF, and the circles represent classification based on discriminant function analysis (*n* = 12 mice/sex/RF). (**c)** RF did not affect plasma corticosterone levels in the SRT both in males and females (*n* = 12/mice/sex/RF), while relative adrenal gland weights (*n* = 24/mice/sex/RF) were affected only in males **(d)**. Box plots include individual data points and show the first and third quartiles; horizontal line is the median; whiskers represent the variability outside the upper and lower quartiles. TP1: 8 weeks of age (PND 56); TP2: 14.5 weeks of age (PND 104). The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949. LDA, linear discriminant function analysis; PND, postnatal day; RF, rearing facility; SRT, stress reactivity test.

### Rearing facility modulated the behavioural phenotype

To analyse phenotypic differences in behaviour, we combined variables derived from 2 standard behavioural tests (open field (OF) and light–dark box (LDB)) in a multivariate analysis of variance (MANOVA). We found that RF had a strong effect on the behavioural phenotype, explaining 14.4% and 12.4% of the total variation in males and females, respectively. After controlling for fixed effects, RF even explained 23% and 25% of the remaining variation in behavioral outcomes (partial η2 estimate). Moreover, whereas variation in litter size, litter sex ratio, and group size after weaning had no effect on behaviour in both males and females, oestrous cycle stage on the test day had a strong effect in females (S5 Table and S3A–S3C Fig).

Using linear discriminant function analysis (LDA) on the combined behavioural data (S6 Table), we were able to correctly classify 58% of all male mice and 53% of all female mice according to their RF, which is substantially more than the 20% predicted by chance (*Χ*^2^ = 55.1, *p* = 1.14 × 10^−13^ and *Χ*^2^ = 41.7, *p* = 1.08 × 10^−10^, respectively, for males and females; Fig 2B and S7 Table). In males, the first 2 discriminant functions together explained 79% of the variation between RFs, whereby the coefficients of the discriminant functions indicate that distance travelled in the OF and time in the light compartment in the LDB, 2 main measures of exploration and emotionality, contributed most to the first function, while time in the light compartment and number of entries into the light compartment in the LDB contributed most to the second function. In females, the first 2 functions together explained even 90% of the between-facility variance. Distance travelled in the OF contributed most to the first function, while time in the centre in the OF contributed most to the second function. These findings demonstrate that common environmental differences between animal facilities during the first 8 weeks of postnatal development can substantially alter key aspects of the behavioural phenotype of mice, which persist into adulthood.

### Rearing facility did not affect neuroendocrine stress reactivity but adrenal weight

Further, we predicted that differences in the environmental conditions between RFs during the late prenatal, early postnatal, and adolescent period may differentially shape the reactivity of neuroendocrine systems, including the reactivity of the hypothalamus–pituitary–adrenal (HPA) axis to stressors later in life [47–50]. We, therefore, examined whether RF altered the animals’ HPA stress reactivity by measuring changes in plasma corticosterone during and after a brief period (20 minutes) of physical restraint in a plastic tube. However, we found no consistent differences in HPA stress reactivity between mice reared in different RFs (Fig 2C and S8 Table). In males, there was a strong effect of litter size on basal corticosterone levels, and group size after weaning strongly affected both basal levels and acute response levels of corticosterone (S8 Table). As expected, corticosterone levels in females were almost double those in males [51,52] (Fig 2C), and the oestrous cycle stage had a strong effect on basal corticosterone levels (S8 Table and S4 Fig). However, we found that RF had a strong effect on adrenal weight, at least in males (Fig 2D and S9 Table). These results suggest that the chronic stress engendered by standard housing conditions and husbandry procedures induced changes in adrenal gland morphology and function, which may have buffered the neuroendocrine stress response to acute stressors [53].

### Rearing facility influenced chromatin organisation in neuronal nuclei

We next explored at the molecular level whether environmental differences between RFs affect epigenetic mechanisms in brain areas involved in behavioural control. More specifically, we assessed chromatin plasticity since chromatin is considered as an interface between the environment and the genome and plays a key role in the regulation of gene expression, mediating various aspects of plastic behavioural responses to environmental perturbation [54,55]. 

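Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into DNA that is not packed in nucleosomes, in NeuN-positive nuclei sorted from the ventral hippocampus of 1 side of the brain. The data comprise 50 libraries, each from 1 male C57BL/6J mouse. For each of 5 RFs, 5 mice were killed in their RF at 8 weeks of age (TP1), and a test-naïve littermate of each was killed in the test laboratory (TP2). The paper's text places TP2 at PND 102 and a legend at PND 104, and the sample labels give 14 weeks. The nuclei of each TP were sorted in 5 batches that held 1 sample of every RF, whereas amplification and sequencing took 1 batch per TP, so that TP and sequencing batch cannot be separated.
The values used are the authors' raw counts of reads over merged peaks. Total counts per library ranged from 33663505 to 77396321 at TP1 (median 44453692) and from 5111223 to 36401717 at TP2 (median 26030443). At TP1, the range and median were 40340957 to 61769994 and 52949870 in RF1, 40517766 to 77396321 and 46629248 in RF2, 36808242 to 57801417 and 40567752 in RF3, 33663505 to 51214297 and 41670555 in RF4, and 34710141 to 54492271 and 44453692 in RF5. At TP2, they were 5111223 to 35510848 and 27142992 in RF1, 7287029 to 26085195 and 25660941 in RF2, 17761925 to 29361894 and 21653539 in RF3, 20022610 to 33572236 and 24616790 in RF4, and 30506119 to 36401717 and 33707384 in RF5. Over the 16647 peaks with 500 to 5000 counts on average, 18 of the 100 pairs of libraries of the same RF and TP differed by no more than the sampling noise of their counts, 6 at TP1 and 12 at TP2. This noise was set at 2 times the binomial variance, as each read pair was taken to give 2 counts. With a lower variance, fewer or no pairs would lie within it. Libraries were counted as 1 sample wherever a mean ± SD is given if every pair among them was within the noise, which leaves 5, 5, 3, 4 and 4 samples for RF1 to RF5 at TP1 and 5, 3, 3, 3 and 4 at TP2. By this rule 5 of the 18 pairs stayed apart, 3 of them in RF2 at TP2 and the others in RF3 at TP1 and RF4 at TP2. The number of independent samples is not known from the counts: it is 5 per group if each library is a separate mouse, as the labels give, and lower than the n given here if all pairs within the noise hold the same material. At TP2, 7 pairs of libraries from different RFs were also within the noise: RF1 replicate 3 with RF2 replicates 1, 2, 3 and 4, RF1 replicate 5 with RF2 replicate 5, and both of these with RF5 replicate 3. Sampling noise is larger in shallow libraries, so a real difference is more easily hidden there. RF1 replicate 3 and RF2 replicate 3 had the fewest counts at TP2, 5111223 and 7287029.

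**Figure D1:**
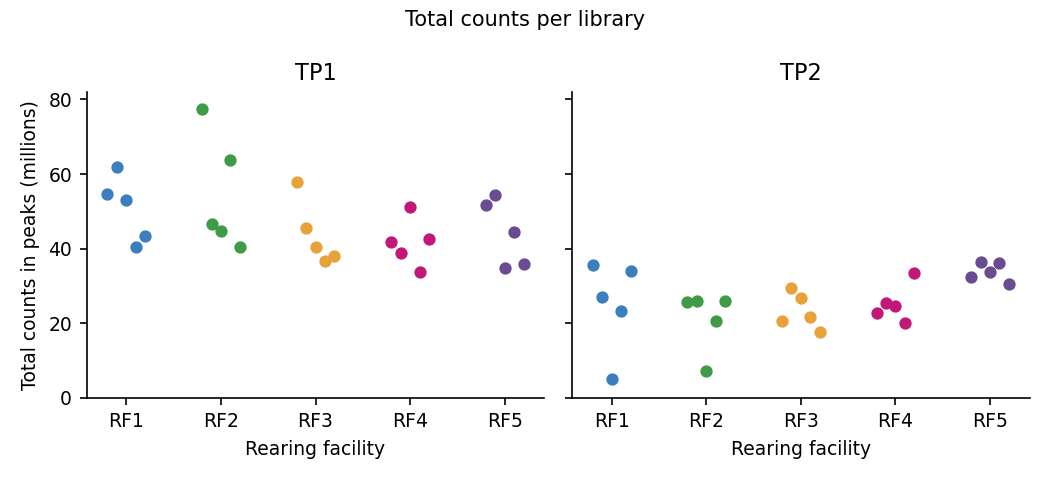
Total counts in peaks per library (y axis) by RF (x axis), with TP1 on the left and TP2 on the right. Each point is 1 library, and the 2 lowest points at TP2, in RF1 and RF2, hold 5111223 and 7287029 counts.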

Since chromatin organisation is tissue and cell type specific, we performed the assay for transposase-accessible chromatin using sequencing (ATAC-seq; [56]) on neuronal nuclei extracted from the ventral hippocampus, a brain area involved in modulating emotional behaviour and stress responses in mice [57,58]. This analysis was limited to males, as they showed more pronounced phenotypic variation, especially in behavioural traits.

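At TP1, each of the 25 libraries had a library of its own RF as its nearest neighbour by Pearson's correlation of log2 counts over all sites. At TP2, this held for 22 of 25 libraries. The exceptions were RF1 replicate 3, whose nearest library came from RF2, and RF1 replicate 5 and RF2 replicate 5, whose nearest libraries came from RF5. Permuting the RF labels gave 5.00 libraries on average at either TP and no more than 18 at TP1 and 17 at TP2 (permutation test, one-sided p = 1e-05 at both TPs, the smallest that 100000 permutations can give). Between RF1 and RF3, some whole chromosomes were shifted. At TP1, the median log2 fold change of RF1 over RF3 was -0.40 over the 7699 peaks of chromosome 7, which is rich in genes, and +0.46 over the 2305 peaks of the X chromosome, of which these males carry 1 copy. It was +0.26 on chromosome 3, -0.26 on chromosome 11, -0.01 on chromosome 2 and 0.00 on chromosome 8.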

We found that most samples clustered based on RF, indicating pronounced differences in chromatin accessibility. This pattern was observed by looking at both the overall dissimilarity of all ATAC-seq profiles and the 10% most variable peaks (Fig 3A). 

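Over the 14446 sites with the highest variance, the same RF again supplied the nearest library for every library at TP1, and the count at TP2 did not change. With the mean of each replicate number taken out, it was 19 at TP2. Among the promoters with the largest range between RF means at TP1 were those of Duxf3, a member of the Dux family of transcription factors that act in the early embryo, with a log2 fold change of +2.00 ± 0.12 (SE, n = 5 libraries per RF) in RF5 against the mean of the other RFs, and of Klk1b5, a kallikrein protease, with +1.03 ± 0.18 in RF5 and -1.25 ± 0.22 in RF1 (adjusted p = 3.6e-20, 9.7e-06 and 3.8e-06; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Duxf3 lies in an array of near-identical copies that share reads, so its value cannot be assigned to 1 copy. The peak upstream of Hoxb5, a homeobox gene that patterns the hindbrain and trunk, was higher in RF3 (+1.01 ± 0.17) and lower in RF4 (-1.17 ± 0.21; adjusted p = 9.2e-06 and 1.3e-05 in the same test). Sytl3, which acts in vesicle traffic, was higher in RF3 by +1.31 ± 0.15 (adjusted p = 3.8e-09). At TP2, the promoter of Muc3, an intestinal mucin, was higher in RF1 (+1.04 ± 0.22, adjusted p = 0.00051), a call lost without replicate 1, 2 or 4, and that of Mat1a, which makes S-adenosylmethionine, was lower in RF2 (-0.98 ± 0.22, adjusted p = 0.0063), a call lost without any of replicates 1 to 4.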

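Accessibility depended on RF at 85397 of the 144458 peaks tested at TP1 (59.1%) and at 44513 of 144449 at TP2 (30.8%; edgeR quasi-likelihood F-test, FDR below 0.01). The mice of RF1 stood furthest apart at TP1. Their peaks gave 32375 DARs against RF5, 29037 against RF4 and 28997 against RF3, but 6183 against RF2. The pairs among RF2 to RF5 gave 2820 to 8666. With the mean of each 1 Mb region taken out, RF1 had 3889 DARs against the mean of the other RFs at TP1 and RF5 had 4990. By pairs, RF1 then gave 13864 against RF4 and 11204 against RF5, but 4888 against RF3, where RF3 and RF5 gave 6250. At TP2, RF3 against RF4 gave 16036 DARs, RF1 against RF3 14643, RF1 against RF5 8350 and RF4 against RF5 7626. RF3 and RF5 then gave 380 and RF1 and RF4 gave 441. The numbers and their order at TP2 rest on few libraries: with libraries that differed by no more than the sampling noise summed into 1 sample and no replicate block, 21655 peaks depended on RF, RF1 and RF3 gave 10774 DARs, RF3 and RF4 8845, and RF1 and RF2 68 instead of 2067, while leaving out the block alone gave 44484 RF-dependent peaks. Without RF1 replicates 3 and 5 and RF2 replicate 5, 71504 peaks did, RF1 and RF3 gave 31689 DARs, RF1 and RF5 25596, RF3 and RF4 18234, and RF1 and RF4 5199. In the PERMANOVA on Manhattan distances behind the shares of variation, RF had p = 1e-04 at both TPs, the smallest that 9999 permutations can give.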

RF explained 55.33% and 36.79% of overall variation at TP1 and TP2, respectively (Figs 3B and S5 and S10 Table). Remarkably, variation explained by RF was much larger in the open chromatin sites (77.5% at TP1 and 70.9% at TP2) than in the closed sites (48.2% at TP1 and 28.4% at TP2), suggesting that these differences have functional consequences (Fig 3B and S10 Table).

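The 5979 open sites, most of them at promoters, and the 18460 closed sites differ first in depth, with a median of 1318 counts per open site against 37.1 per closed site. Across open sites, RF explained 77.5% of the variation at TP1 and 70.9% at TP2, and across closed sites 48.2% and 28.4% (PERMANOVA, permutation p = 1e-04 for each, the smallest possible). When the counts of the open sites were thinned at random to the mean count of the closed sites, RF explained 36.8% at TP1 and 26.8% at TP2 across open sites, below the closed sites at both TPs. Without the 3 libraries of RF1 and RF2 that lay closest to another RF at TP2, RF explained 86.1% across open and 40.8% across closed sites. They were picked for lying near another RF, so a rise in the share of RF follows from the choice itself.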

**Fig 3:**
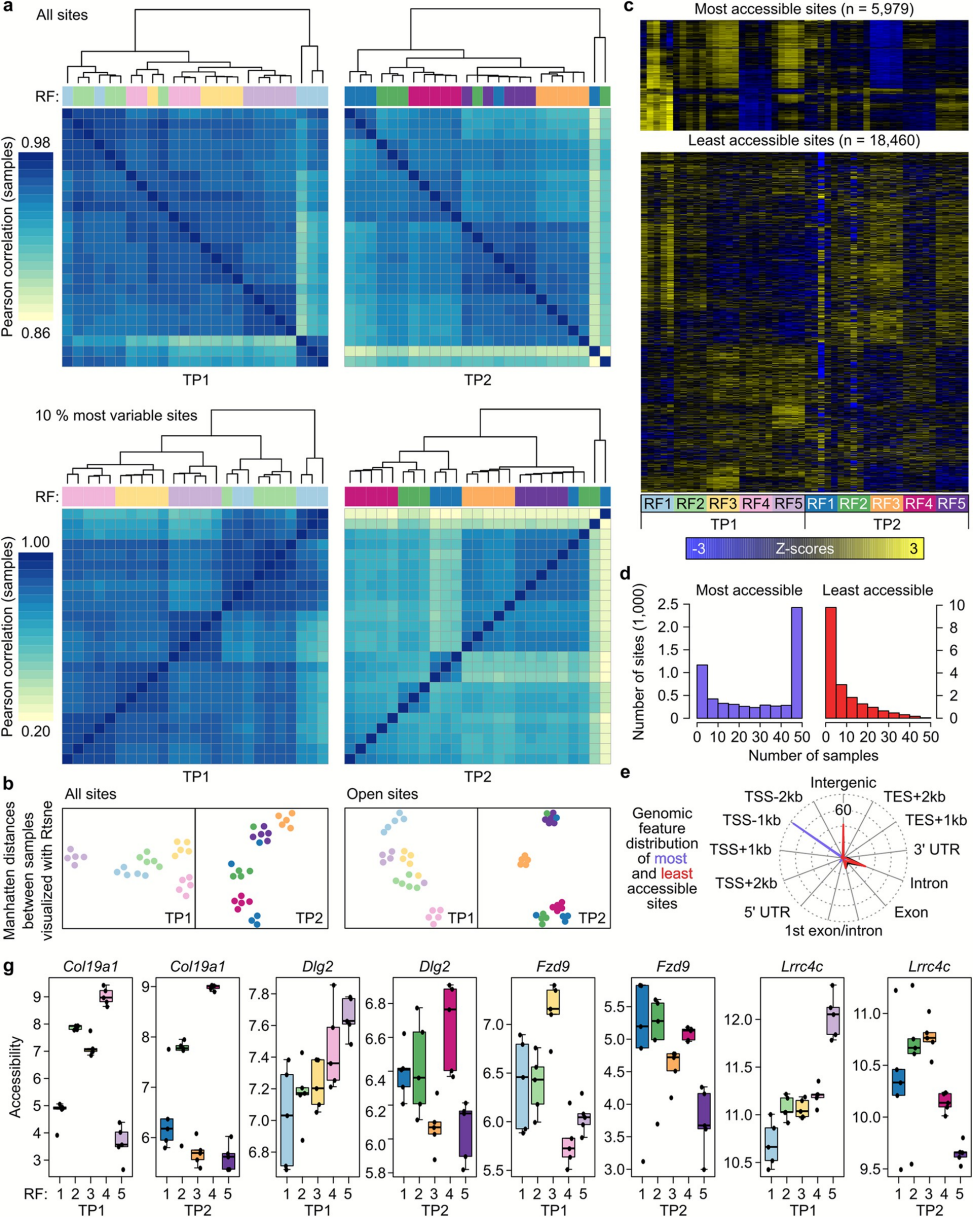
Differences in neuronal chromatin accessibility between males from different RFs. **(a)** Sample correlation matrices based on all sites and the 10% most variable ATAC-seq sites (*n* = 5 mice/RF/TP). (**b)** Manhatten distances between samples for all sites and open chromatin sites visualised by t-SNE. (**c)** ATAC-seq accessibility signal in response to the different RFs and TPs. Heatmap representation of the most and least accessible sites. The color represents the intensity of chromatin accessibility, from gain (yellow) to loss (dark blue), calculated by using row wise Z-scores (the values are scaled by subtracting the average across samples and by dividing by the standard deviation across samples). (**d)** Bar graphs representing the number of genes associated with the most and least accessible peaks. (**e)** Spidergraph representing the genomic features mapped by all (black), open (blue), or closed (red) sites. **(f)** Chromatin accessibility profiles of *Col19a1*, *Dlg 2*, *Fzd9*, and *Lrrc4c*. The raw data underlying this figure are available from the NCBI GEO database under accession number GSE191125. The *analysis script is available at* the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. ATAC-seq, assay for transposase-accessible chromatin using sequencing; GEO, Gene Expression Omnibus; RF, rearing facility; TP, time point.

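Of the most accessible sites, 4418 (73.9%) lay within 2 kb of an end of a protein-coding gene, 1081 (18.1%) further inside a gene and 480 (8.03%) outside genes. The least accessible sites had 860 (4.66%) at gene ends, 8170 (44.3%) inside genes and 9430 (51.1%) outside genes. Over all merged peaks, 13.1% lay at gene ends, which gives odds ratios of 24.3 for the most and 0.293 for the least accessible sites. The annotation used gives no strand, so both ends of a gene were counted. Where the strand is known, 278 of the most accessible sites lay at a transcription start site and 12 at the other end of these genes. The most accessible sites had a median width of 2127 bp and the least accessible 427 bp, against 1505 bp over all peaks. The DARs between RFs were spread differently: at TP1, 14.7% of the DARs lay at gene ends and 44.2% outside genes, against 12.0% and 28.9% of the other tested peaks. At TP2, 13.7% of the DARs lay at gene ends and 46.5% outside genes, against 12.9% and 31.7%.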

In terms of genomic features, the most accessible sites were preferentially located within the promoter regions, further corroborating the potential functional significance of the observed changes, while the less accessible sites were mainly located in the intergenic regions and introns (Fig 3C and 3E). In addition, the number of genes associated to the most accessible peaks were common between subjects, whereas less accessible sites and associated genes behaved much more randomly and decreased with the number of selected samples (Fig 3D).

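All 50 libraries had 1893 of the most accessible sites in common (31.7%), at 1998 genes, and 10 of the least accessible sites (0.0542%), at 2 genes. In at least 25 libraries, 3561 of the most accessible sites (59.6%) and 1792 of the least accessible sites (9.71%) were shared. In simulated libraries with the real depths and no difference between them, 57.7% of the most and 0.0734% of the least accessible sites were shared by all. Of the least accessible sites, 12 were shared by all simulated libraries, but 172 by at least 45 and 471 by at least 40, against 60 and 259 in the data, so that low counts account for part of the small overlap at closed sites and not for all of it. The number of shared closed sites was 0 with sites ranked by counts per kb and with all libraries thinned to the smallest total.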

Next, we generated lists of all differentially accessible regions (DARs) in the ventral hippocampus of mice from different RFs and mapped them to their adjacent genes for all comparisons at both TPs separately (S2 Data). 

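At least 1 pair of RFs gave a DAR at 55699 peaks at TP1 and 30337 at TP2 (FDR below 0.01 and an absolute log2 fold change of at least 0.5). Among promoters with the largest differences at TP1 were those of Krt8, a keratin of simple epithelia, lower in RF1 (-1.10 ± 0.20) and higher in RF3 (+1.15 ± 0.16), Cd163, the haemoglobin scavenger receptor of macrophages, higher in RF5 (+1.27 ± 0.15), and Slc22a22, a prostaglandin transporter of the kidney, higher in RF1 (+1.30 ± 0.17). Values are log2 fold changes of an RF against the mean of the other RFs ± SE, with n = 5 libraries per RF, and those given here had adjusted p from 5.2e-06 to 1.5e-09 in edgeR's quasi-likelihood test. Prl3c1, a placental prolactin relative, was higher in RF1 (+0.86 ± 0.11) and lower in RF5 (-0.81 ± 0.14; adjusted p = 5.1e-09 and 4.5e-06), and Ceacam15, an adhesion molecule, the other way (-0.82 ± 0.21 and +1.52 ± 0.17; adjusted p = 0.00078 and 3.6e-10). The promoter of Apoc1, an apolipoprotein that glia and liver release, was higher in RF3 at TP1 (+1.20 ± 0.09, adjusted p = 4.1e-16), and at TP2 it was lower in RF3 (-0.91 ± 0.21) and RF5 (-0.93 ± 0.19) and higher in RF1 (+0.83 ± 0.18; adjusted p from 0.00068 to 0.00099).
At TP2, the promoter of Ankrd22, an ankyrin repeat protein, was higher in RF3 (+1.31 ± 0.15, adjusted p = 3.4e-10). Olig2, which directs oligodendrocyte and motor neuron fate, was lower in RF5 (-0.99 ± 0.19, adjusted p = 0.00042) and Avpr1a, a vasopressin receptor, lower in RF4 (-0.90 ± 0.26, adjusted p = 0.0088). S100a16, a calcium-binding protein, and Shbg, which binds sex steroids, were higher in RF1 (+0.89 ± 0.24 and +0.86 ± 0.22) and lower in RF5 (-1.19 ± 0.27 and -1.07 ± 0.24; adjusted p from 0.0021 to 0.0058). With the libraries within sampling noise summed into 1 sample and no replicate block, Apoc1, Olig2 and Avpr1a did not pass at TP2 (adjusted p = 0.061, 0.04 and 0.037 for the RF3, RF5 and RF4 values), and neither did the RF5 values of S100a16 and Shbg (0.026 and 0.031).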

Among the genes with the highest fold change, we, for instance, found *Col19a1* (encoding collagen type XIX α1 chain), where chromatin accessibility differed between RFs and remained consistent across both TPs (Figs 3G and S5E). This indicates that persistent chromatin regulation occurred during the rearing period in response to the specific environment of the RF in genes necessary for hippocampal synapse formation [59–61]. 

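The peak assigned to Col19a1, which encodes a collagen that interneurons release during synapse formation, starts at position 24612661 of chromosome 1 (GRCm38) and spans 188 bp, 24739 bp upstream of the gene. At TP1, it held 12.1 ± 2.88 CPM (counts scaled to library size; SD, n = 4) in RF4, 5.23 ± 0.288 (n = 5) in RF2, 3.52 ± 1.15 (n = 3) in RF3, 0.596 ± 0.161 (n = 5) in RF1 and 0.298 ± 0.118 (n = 4) in RF5. At TP2, RF4 was again highest with 21.1 ± 0.497 (n = 3), followed by RF2 with 7.03 ± 4.09 (n = 3), RF1 with 4.03 ± 2.79 (n = 5), RF3 with 2.16 ± 0.118 (n = 3) and RF5 with 1.95 ± 0.325 (n = 4). Against the mean of the other RFs, the log2 fold change of RF4 was +3.17 ± 0.10 (SE) at TP1 and +2.73 ± 0.18 at TP2, and that of RF5 -3.56 ± 0.19 and -1.51 ± 0.26 (adjusted p = 2.1e-30, 1.1e-07, 1e-20 and 0.0012; edgeR quasi-likelihood test). RF2 stood at +1.73 ± 0.11 and +0.89 ± 0.22 (adjusted p = 1.7e-16 and 0.043), RF1 at -2.22 ± 0.17 and -0.66 ± 0.26 (6.6e-16 and 0.087), and RF3 was higher at TP1 (+0.88 ± 0.12, 4.7e-07) and lower at TP2 (-1.45 ± 0.27, 0.00075). The facility differences changed between TPs (interaction adjusted p = 1.2e-07). The spread in RF1 and RF2 at TP2 comes from RF1 replicate 3, with 8.96 CPM against 2.27 to 3.40 in the other RF1 libraries, and RF2 replicate 5, with 2.34 against 8.82 to 10.2. Inside Col19a1, 0 of 17 peaks differed between RF4 and RF5 at TP1 as this one did, but 10 depended on RF and 5 were DARs between RF1 and RF5. The peak lies beside the pseudogene Gm10222, where the nuclear genome is known to hold a copy of mitochondrial DNA, and reads that match both cannot be assigned to either.

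**Figure D2:**
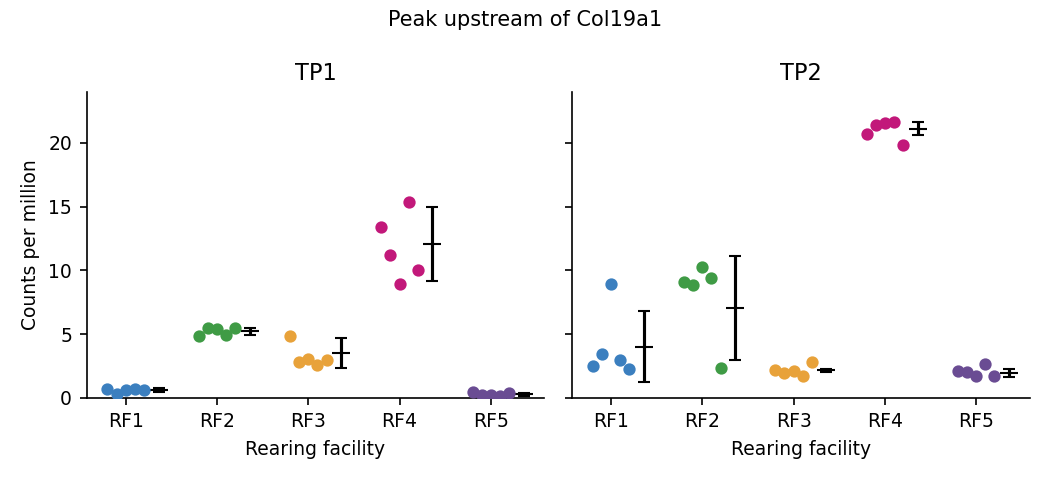
CPM at the peak upstream of Col19a1 by RF, with TP1 on the left and TP2 on the right; each point is 1 library, and the bar beside each group is the mean ± SD over its samples, with libraries taken as 1 where all pairs among them lie within sampling noise. RF4 is highest at both TPs, at 12.1 and 21.1 CPM.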

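For some pairs of RFs, the DARs found at both TPs kept their direction, for others they turned. RF1 and RF4 had 191 DARs in common at both TPs, of which 187 kept their direction, and RF2 and RF4 had 169, of which 168 did. RF1 and RF3 had 6236 in common, and 6221 of them had the opposite direction at TP2, as had 3384 of the 3603 DARs that RF1 and RF5 had in common. RF4 and RF5 went both ways, with 299 of 450 the same and 151 opposite. The promoter of Nomo1, a component of the ER translocon, was lower in RF1 at TP1 (log2 fold change -0.56 ± 0.06 (SE) against the other RFs) and higher in RF3 (+0.36 ± 0.05), and at TP2 lower in RF3 (-0.54 ± 0.06; adjusted p = 2.6e-12, 1.1e-06 and 1.1e-09, edgeR quasi-likelihood test, n = 5 libraries per RF). Hip1, a clathrin adaptor, was higher in RF3 at TP1 (+0.29 ± 0.05) and lower at TP2 (-0.37 ± 0.05; adjusted p = 4.8e-06 and 1.1e-08), and Hspb7, a small heat shock protein, likewise (+0.36 ± 0.05 and -0.49 ± 0.06; adjusted p = 4.6e-07 and 7.5e-10). Peg3, an imprinted zinc finger gene that acts in maternal behaviour, was lower in RF4 at TP1 (-0.56 ± 0.05, adjusted p = 4.3e-14), a difference of 0.00 with the loess offset, and lower in RF3 at TP2 (-0.48 ± 0.04, adjusted p = 3.7e-14).
Between RF1 and RF3, the turn ran along the genome. Over 2066 regions of 1 Mb, the mean log2 fold change of RF1 over RF3 at TP1 correlated with that at TP2 at Pearson's r = -0.946, a value across regions, which are not independent replicates. The other pairs ranged from -0.917 for RF1 and RF5 over -0.0753 for RF3 and RF5 to +0.462 for RF1 and RF4 and +0.792 for RF2 and RF4. At TP2, the median on chromosome 7 was +0.33 and that on the X chromosome -0.21, and chromosome 17 went from -0.25 at TP1 to +0.22. Over the 10 pairs of RFs, the mean correlation of the fold changes at TP1 with those at TP2 was -0.163. Of the 120 ways to match the 5 RFs of TP1 to those of TP2, 95 gave a value as high (exact permutation test, one-sided p = 0.792), and with the mean of each 1 Mb region taken out the mean correlation was +0.0185 (p = 0.467). A test of the interaction of RF and TP passed at 78606 of 144461 peaks (54.4%; FDR below 0.01), while TP is confounded with sequencing batch. Of the peaks that depended on RF at TP2, 37392 (84%) did so at TP1, against 26316 by chance.

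**Figure D3:**
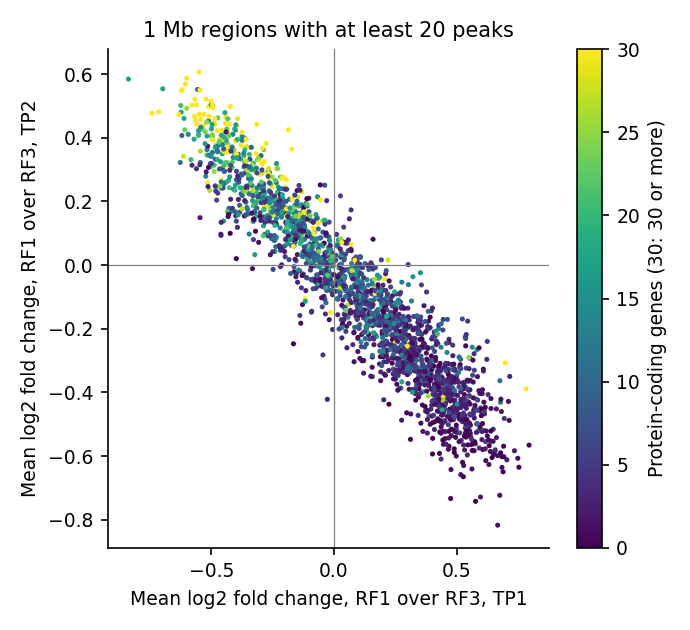
Mean log2 fold change of RF1 over RF3 at TP1 (x axis) and TP2 (y axis) for the 2066 regions of 1 Mb with at least 20 peaks, coloured by the number of protein-coding genes in the region. The points fall along a line from the upper left to the lower right, with gene-rich regions at the upper left.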

We also found DARs between RFs that changed between TP1 and TP2 and mapped them to genes such as *Dlg 2* (discs large homolog 2, also known as postsynaptic density protein-93 (PSD-93), *Fzd9* (encoding Frizzled9, one of the Wnt receptors), and *Lrrc4c* (encoding Leucine-Rich Repeat-Containing 4C). 

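The promoter of Dlg2, a scaffold of the postsynaptic density, was lower in RF4 (log2 fold change -0.48 ± 0.05 (SE) against the other RFs) and higher in RF5 (+0.34 ± 0.05) at TP1, and at TP2 higher in RF1 (+0.27 ± 0.05) and lower in RF3 (-0.32 ± 0.05; adjusted p = 4.2e-11, 1.6e-07, 3.2e-05 and 5.2e-07, edgeR quasi-likelihood test, n = 5 libraries per RF). Of its 233 peaks, 68 depended on RF at TP1 and 47 at TP2. Fzd9, a Wnt receptor at the postsynapse, was lower in RF1 at TP1 (-0.44 ± 0.07) and stood at +0.29 ± 0.09 in RF1 at TP2, while it was lower in RF3 at TP2 (-0.44 ± 0.09; adjusted p = 2.2e-07, 0.013 and 0.0001). Lrrc4c, a netrin-G ligand that organises excitatory synapses, was higher in RF1 at TP1 (+0.45 ± 0.05) and lower in RF1 at TP2 (-0.28 ± 0.06; adjusted p = 4.9e-10 and 0.001), with 39 of its 70 peaks dependent on RF at TP1 and 25 at TP2. With the mean of the 1 Mb region taken out, none of these values of Fzd9 and Lrrc4c passed.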

Changes in these genes, important for postsynaptic plasticity (Figs 3G and S5E) [62–65], indicate that mice from different RFs were using different chromatin regulation strategies to adapt to the new environment of the test laboratory.

### Rearing facility induced chromatin changes relevant to neuronal function

To assess the functional significance of environmentally induced chromatin changes, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, which focused on genes mapped to DARs located near transcription start site (TSS).

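Histone genes stood out at both TPs. Of the 72 histone genes with a promoter peak, which encode the proteins of the nucleosome, 63 had a promoter DAR at TP1, against 6797 of 15248 genes (44.6%), and 42 at TP2, against 3464 of 15247 genes (odds ratios 8.77 and 4.81; Fisher's exact test, adjusted p = 1.46e-12 and 2.53e-09 over 34 lists; 63 and 45 when adjusted over the list alone). At TP1, 48 were higher in RF1 and 48 lower in RF4, with none the other way, and at TP2, 15 were lower in RF4. The peak shared by H2ac7 and H2bc7, which encode core histones, was higher in RF1 by a log2 fold change of +0.87 ± 0.05 (SE) and lower in RF4 by -0.74 ± 0.06 at TP1 (adjusted p = 4e-21 and 1.5e-15, edgeR quasi-likelihood test, n = 5 libraries per RF), and that of H2bc9 and H3c7 was lower in RF4 (-0.52 ± 0.06) and higher in RF5 (+0.41 ± 0.05) at TP2 (adjusted p = 1.4e-08 and 3.7e-06). Neighbouring histone genes share peaks, and with each peak counted once, 39 of 48 peaks at TP1 and 25 at TP2 were DARs (odds ratios 5.31 and 3.92, adjusted p = 1.74e-05 and 0.000137). Most of these genes sit in 2 clusters, and with the mean of each 1 Mb region taken out, which also removes part of what neighbouring histone genes share, 25 had a promoter DAR at TP1 and 0 at TP2 (adjusted p = 1 and 0.643). With peaks that depended on RF in place of DARs, 71 of 72 histone genes did so at TP1 (adjusted p = 0.14), where 88.7% of all genes did, so that this test has little room to show an excess. With library size as the only scaling, 28 were lower in RF4 at TP1 and with the loess offset 17.
The signalling lists and the remodelling list did not pass (adjusted p from 0.228 to 1). Promoter DARs were found for 25 of 46 genes of TGF-beta and BMP signalling at TP1 and 10 at TP2, for 23 of 40 genes of EGF and ErbB signalling and 12, for 17 of 41 genes of Notch signalling and 15 (16 when adjusted over the list alone), and for 12 of 27 genes of nucleosome remodelling and histone chaperones and 8. TGF-beta and BMP signalling passed at TP1 with the mean of each 1 Mb region taken out (odds ratio 2.66, adjusted p = 0.0114). Hey1 and Hey2, targets of Notch, were higher in RF1 at TP1 (+0.73 ± 0.04 and +0.76 ± 0.05) and lower in RF4 (-0.68 ± 0.05 and -0.67 ± 0.06), as was Chd7, a chromatin remodeller (+0.77 ± 0.05 and -0.70 ± 0.06). Acvr2a, an activin receptor, and Braf, a kinase downstream of EGF, were higher in RF1 (+0.82 ± 0.05 and +0.73 ± 0.04). The adjusted p of these values lay between 2.4e-14 and 9.1e-21. At TP2, Notch4, a Notch receptor, Hras, the GTPase downstream of growth factor receptors, and Daxx, a histone chaperone, were lower in RF3 (-0.50 ± 0.05, -0.51 ± 0.05 and -0.49 ± 0.05; adjusted p = 3.7e-12, 2.5e-12 and 1.3e-11), and none of them passed with the mean of the region taken out (adjusted p = 0.021, 0.015 and 0.025).

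**Figure D4:**
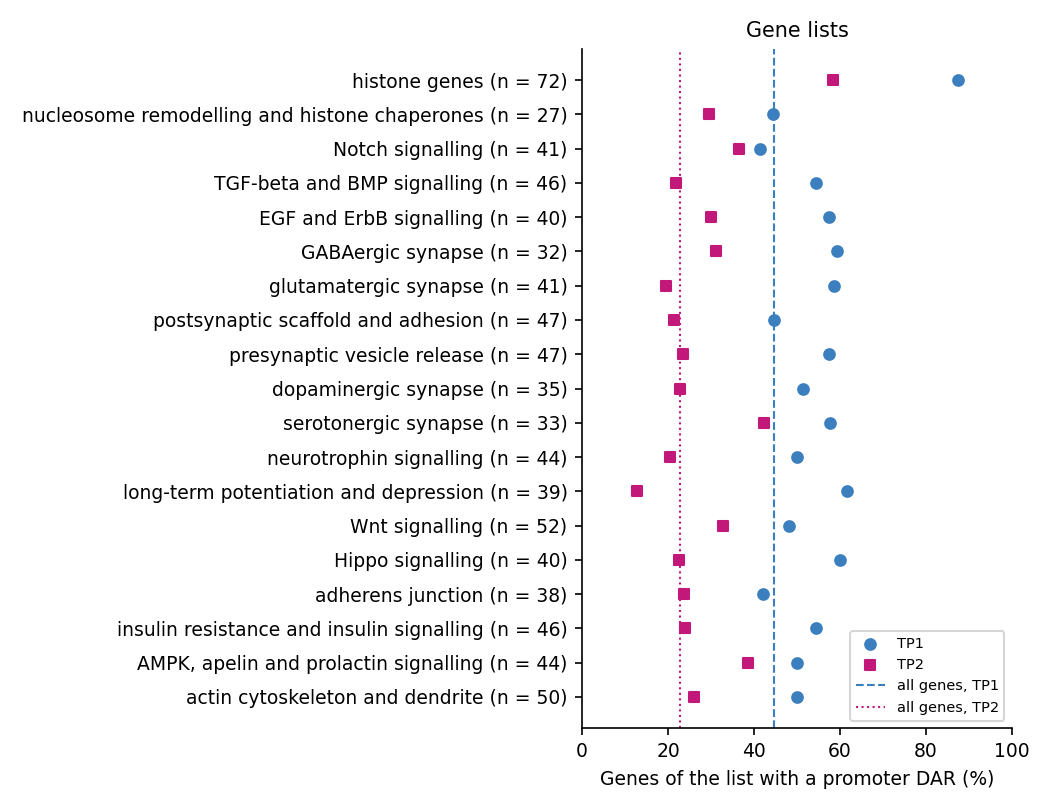
Share of the genes of each list with a promoter DAR (%) at TP1 (circles) and TP2 (squares), with the share of all genes as a dashed line (TP1) and a dotted line (TP2). The histone genes lie at 87.5% and 58.3%.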

The GO analysis revealed that differences between RFs persistently influenced nucleosome function and regulatory processes important for hippocampal synaptic plasticity and neurogenesis, such as the response to epidermal growth factor (EGF) [66], regulation of Notch [67–69], and Transforming growth factor beta (TGFβ) receptor signaling [70,71] (Fig 4A and 4B). There was also a clear effect of RF on genes involved in the regulation of various behavioural processes and presynaptic plasticity events, targeting mainly GABAergic and glutamatergic transmission (S3A and S3C Data). This effect was evident only at TP1, while at TP2, enriched terms were associated with the modification of postsynaptic structure, regulation of actin cytoskeleton, dendrite development, and neurotransmitter receptor complex (S4B and S4D Data and Fig 4A and 4B).

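At TP1, promoter DARs were found for 19 of 32 genes of the GABAergic synapse, 24 of 41 of the glutamatergic synapse and 27 of 47 of presynaptic vesicle release. Homer1, a scaffold of metabotropic glutamate receptors, was higher in RF1 (log2 fold change +0.67 ± 0.04 (SE) against the other RFs) and lower in RF4 (-0.66 ± 0.05; adjusted p = 5.6e-20 and 9.3e-17, edgeR quasi-likelihood test, n = 5 libraries per RF). Gabra2, a subunit of the GABA-A receptor, and Snap25, a SNARE protein of vesicle fusion, were also higher in RF1 (+0.71 ± 0.05 and +0.57 ± 0.04) and lower in RF4 (-0.55 ± 0.05 and -0.49 ± 0.05; adjusted p from 2.1e-12 to 2.9e-18). Slc12a2, a chloride importer that sets the direction of GABA currents, was higher in RF1 by +0.66 ± 0.05 (adjusted p = 3.2e-17). In RF1, 9 GABAergic genes were higher and none lower, 6 with the loess offset and 5 with library size as the only scaling. At TP2, the lists had 10, 8 and 11 genes with a promoter DAR (11, 8 and 11 when adjusted over the list alone; adjusted p of the lists from 0.272 to 1 over both TPs in Fisher's exact test). The shares at TP1 and TP2 differed for the glutamatergic and the presynaptic list (Fisher's exact test, adjusted p = 0.0049 and 0.00767; 0.0743 for the GABAergic list), but the odds ratios against all genes did not (adjusted p from 0.729 to 0.918). Both tests took the TPs as separate sets of genes, although they hold the same genes, so their p-values are approximate.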

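At TP2, 10 of 47 genes of the postsynaptic scaffold and adhesion list and 13 of 50 of the actin cytoskeleton and dendrite list had a promoter DAR, against 21 and 25 at TP1 (odds ratios 0.919 and 1.2 at TP2 and 1 and 1.24 at TP1; Fisher's exact test, adjusted p of 0.677 or more). With peaks that depended on RF in place of DARs, the postsynaptic scaffold and adhesion list and the actin cytoskeleton and dendrite list passed at TP2 (odds ratios 3.12 and 3.35, adjusted p = 0.0242 for each), as did presynaptic vesicle release (41 of 47 genes, the same adjusted p). The promoters of Git1, which organises actin at dendritic spines, and Cfl1, which severs actin filaments, were lower in RF3 at TP2 (log2 fold change -0.54 ± 0.05 and -0.47 ± 0.05 (SE); adjusted p = 7.1e-14 and 3e-12, edgeR quasi-likelihood test, n = 5 libraries per RF). So were those of Nlgn2, the adhesion molecule of inhibitory synapses (-0.47 ± 0.04), Grik5, a kainate receptor subunit (-0.46 ± 0.04), and Gabbr1, a subunit of the GABA-B receptor (-0.52 ± 0.06; adjusted p = 9.3e-13, 1.2e-12 and 7.2e-11). Over all genes, 359 promoters were lower and 51 higher in RF3 at TP2, and with library size as the only scaling 77 and 100. With the mean of the 1 Mb region taken out, Cfl1, Nlgn2 and Grik5 did not pass (adjusted p = 0.053, 0.24 and 0.63).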

**Fig 4:**
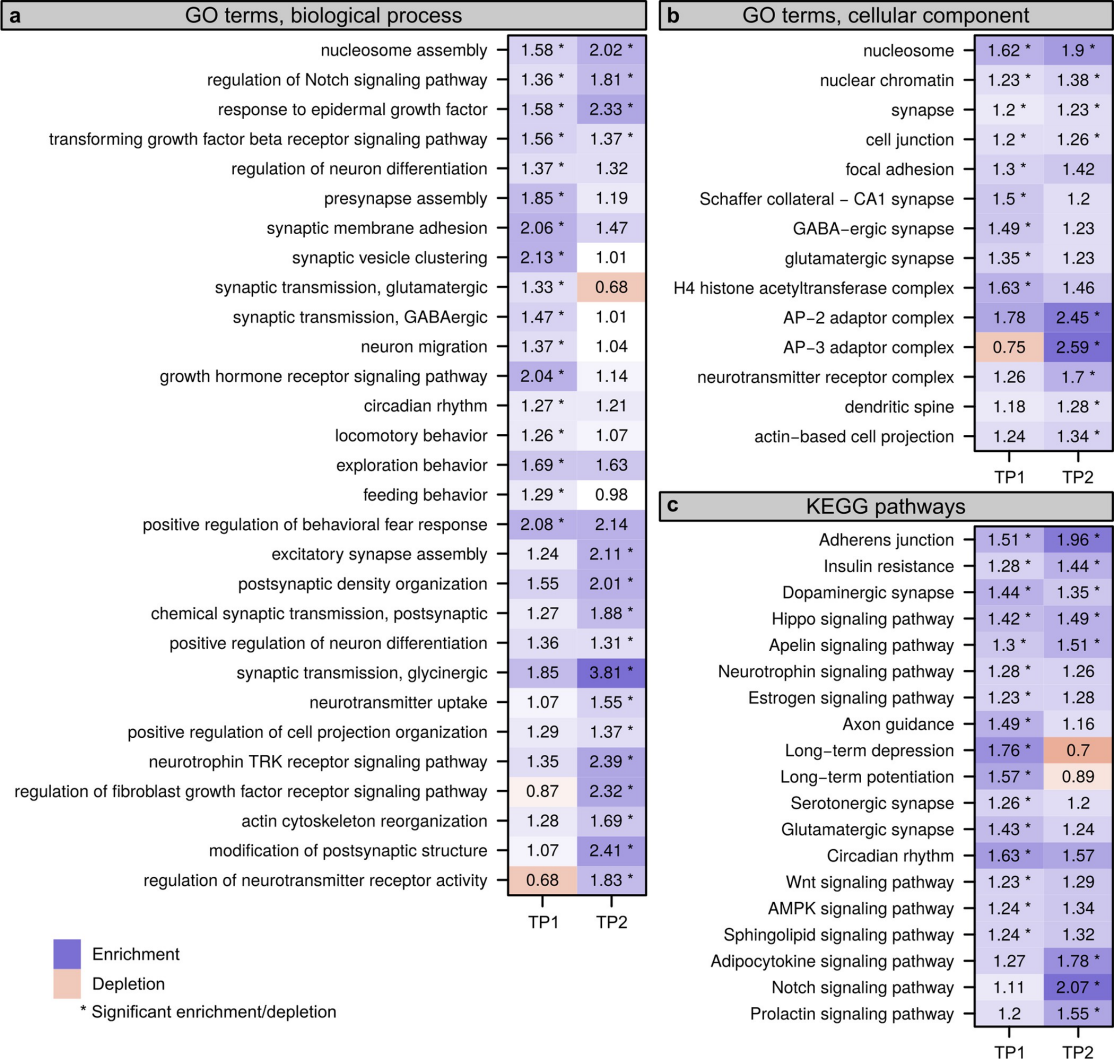
Predicted biological processes, cellular components, and KEGG pathways affected by differential rearing environment. GO analysis of genes showing differential chromatin accessibility between the different RF presented for each TP (**a-b**); KEGG pathway analysis of the genes showing differential chromatin accessibility between the different RFs for each TP. Fields marked with an asterisk depict comparisons that were statistically significant between TPs (two-sided Fisher’s exact test, adjusted for multiple testing, FDR < 0.05). FDR, false discovery rate; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; RF, rearing facility; TP, time point.

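Of 40 genes of Hippo signalling, 24 had a promoter DAR at TP1 and 9 at TP2, and of 35 genes of the dopaminergic synapse 18 and 8 (19 and 9 when adjusted over the list alone). The adherens junction list had 16 and 9 of 38 genes (16 and 10 over the list alone), insulin resistance and insulin signalling 25 and 11 of 46 (25 and 12), and Wnt signalling, fixed as a further list, 25 and 17 of 52 (25 and 18). At TP1, the promoters of Ssx2ip, an adherens junction protein, and Cdh2, the N-cadherin of synapses, were higher in RF1 (log2 fold change +0.76 ± 0.05 and +0.71 ± 0.05 (SE)) and lower in RF4 (-0.57 ± 0.05 and -0.62 ± 0.05; adjusted p from 1.2e-13 to 1.6e-20, edgeR quasi-likelihood test, n = 5 libraries per RF). Foxo1, a transcription factor that insulin switches off, Sirt1, a deacetylase, and Gnai1, an inhibitory G protein of dopamine receptors, were higher in RF1 too (+0.60 ± 0.04, +0.73 ± 0.05 and +0.74 ± 0.05; adjusted p = 2.2e-17, 2.1e-19 and 5.5e-17). None of these lists passed Fisher's exact test for an excess of genes with a promoter DAR (adjusted p of 0.272 or more). Their odds ratios against all genes were 0.904 to 1.87 at TP1 and 0.988 to 1.66 at TP2.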

The KEGG analysis highlighted an overrepresentation of genes belonging to adherens junction, dopaminergic synapses, hippo, apelin, and insulin resistance signaling pathway. These pathways, which have an important role in maintaining hippocampal development, morphology, and plasticity, were significantly affected by the RF at both TPs and likely have functional consequences for behavioural regulation [72–75]. 

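Past the thresholds for a DAR in RF3 against the other RFs at TP2, Hippo signalling had 1 gene lower, the dopaminergic synapse 2, insulin resistance and insulin signalling 3 and the adherens junction 0, with none higher, and with library size as the only scaling the 4 lists had none lower and 1 higher, in the dopaminergic synapse. At TP2 in RF3, the promoters of Nectin2, an adhesion molecule of adherens junctions, and Rhoa, a GTPase that acts on the actin cytoskeleton, had log2 fold changes of -0.47 ± 0.05 and -0.42 ± 0.04 (SE; adjusted p = 4.1e-12 and 1.8e-11, edgeR quasi-likelihood test, n = 5 libraries per RF). Calm3, a calmodulin gene, Gsk3a and Akt2, kinases of the insulin pathway, and Tead2, the DNA-binding partner of YAP, followed with -0.52 ± 0.05, -0.50 ± 0.05, -0.51 ± 0.05 and -0.51 ± 0.07 (adjusted p = 4.7e-13, 1e-11, 7.8e-11 and 7.6e-07). Genes with a promoter DAR at both TPs numbered 7 for Hippo signalling, 6 for insulin resistance, 5 for the dopaminergic synapse and 1 for the adherens junction. Except for Calm3, none of the named promoters passed with the mean of the 1 Mb region taken out (adjusted p from 0.029 to 0.93).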

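At TP1, 24 of 39 genes of long-term potentiation and depression, 22 of 44 of neurotrophin signalling and 19 of 33 of the serotonergic synapse had a promoter DAR. Ppp3ca and Ppp3r1, the catalytic and regulatory subunits of calcineurin, a phosphatase of synaptic depression, were higher in RF1 (log2 fold change +0.62 ± 0.04 and +0.59 ± 0.04 (SE) against the other RFs) and lower in RF4 (-0.68 ± 0.05 and -0.60 ± 0.05; adjusted p from 4e-15 to 3.2e-18, edgeR quasi-likelihood test, n = 5 libraries per RF). Kcnd2, the Kv4.2 potassium channel of dendrites, and Plcb4, a phospholipase downstream of glutamate and serotonin receptors, were higher in RF1 (+0.78 ± 0.06 and +0.57 ± 0.06) and lower in RF4 (-0.58 ± 0.07 and -0.63 ± 0.06; adjusted p from 4.3e-10 to 6.3e-16). Rap1b, a GTPase of neurotrophin signalling, was higher in RF1 by +0.54 ± 0.04 (adjusted p = 4.1e-15), and Creb1, a transcription factor of long-term memory, by +0.58 ± 0.05 (adjusted p = 3.7e-16). Against all genes, the odds ratios at TP1 were 1.99, 1.24 and 1.69 (Fisher's exact test, adjusted p = 0.247, 0.685 and 0.331). With the loess offset the serotonergic synapse passed (odds ratio 2.59, adjusted p = 0.0379), and with the mean of each 1 Mb region taken out long-term potentiation and depression did (2.42 and 0.0446).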

Enrichment of genes relevant to neurotrophin, long-term depression and potentiation, serotonergic and glutamatergic synapse pathways was evident only at TP1 (Figs 4C and S4A). These differences diminished after the mice had spent 6 weeks in the test laboratory. 

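At TP2, the same lists had 5 of 39, 9 of 44 and 14 of 33 genes with a promoter DAR. The share of the potentiation and depression list was lower than at TP1 (Fisher's exact test, adjusted p = 0.00051), as was that of the neurotrophin list (adjusted p = 0.0196), whereas the serotonergic list did not differ (adjusted p = 0.442). Against the lower share of all genes at TP2, the ratios of the odds ratios were 3.64, 1.37 and 0.66 (adjusted p = 0.604, 0.729 and 0.729). These comparisons of the TPs also took the same genes as separate sets, so their p-values are approximate. At TP2 the serotonergic synapse passed with the loess offset (odds ratio 3.86, adjusted p = 0.00928), with a distance limit of 1 kb and without replicate 3. Plcb3, another phospholipase of these receptors, and Bad, a cell death protein that neurotrophins restrain, were lower in RF3 at TP2 (log2 fold change -0.54 ± 0.05 and -0.47 ± 0.05 (SE); adjusted p = 1.5e-12 and 4.8e-11, edgeR quasi-likelihood test, n = 5 libraries per RF), and Ppp1ca, the catalytic subunit of protein phosphatase 1, by -0.47 ± 0.05 (adjusted p = 2.1e-10). With the mean of the 1 Mb region taken out, their adjusted p was 0.015, 0.23 and 0.2.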

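Of 44 genes of AMPK, apelin and prolactin signalling, 17 had a promoter DAR at TP2 (19 when adjusted over the list alone) and 22 at TP1, with odds ratios of 2.15 and 1.24 (Fisher's exact test, adjusted p = 0.121 and 0.685), and for Notch signalling the odds ratio at TP2 was 1.97. AMPK, apelin and prolactin signalling passed at TP2 without replicate 5 (odds ratio 2.65, adjusted p = 0.0271) and with peaks that depended on RF in place of DARs (3.57 and 0.0242). In the AMPK list, 12 genes had a promoter DAR at both TPs, and in the Notch list 9. Fasn, the fatty acid synthase, and Hdac5, a histone deacetylase that AMPK phosphorylates, were lower in RF3 at TP2 (log2 fold change -0.48 ± 0.05 and -0.55 ± 0.05 (SE); adjusted p = 5.4e-12 and 3.8e-12, edgeR quasi-likelihood test, n = 5 libraries per RF). At TP1, Prkaa1, the catalytic subunit of AMPK, was higher in RF1 (+0.54 ± 0.05, adjusted p = 3.1e-14). With the mean of the 1 Mb region taken out, Fasn did not pass (adjusted p = 0.088).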

At TP2, we noticed significant differences for Notch, prolactin, relaxin, and AMPK signaling pathways, indicating their potential role in behavioral adaption to the new environment (Figs 4C and S4A).

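Across the gene groups above, the histone genes were the group that passed the test for an excess of promoter DARs at both TPs. With the mean of the 1 Mb region taken out, they passed at neither. Among the genes named here, the largest range between RFs was at the peak upstream of Col19a1, highest in RF4 at TP1 and TP2. From the clustering of the samples by RF, the share of variation that RF explained and its excess at open sites, the paper reasons that rearing in different facilities changed neuronal chromatin accessibility in ways that may matter for gene function. The paper describes accessibility at Col19a1 as consistent across the TPs and that at Dlg2, Fzd9 and Lrrc4c as changed. From these genes it proposes that some changes of the rearing period persisted while others followed the move to the test laboratory. From its findings on chromatin taken together it concludes that the environment of a facility acted on developmental programs and shaped behaviour. In these data each RF is a single facility, so its diet, light cycle and other conditions are joined in 1 difference.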

Overall, these findings demonstrate that facility-specific macroenvironments influenced developmental programs during the late prenatal, early postnatal, and adolescent period, by affecting neuronal chromatin accessibility profiles and shaping the mice’s behavioural phenotypes.

## Discussion

In this study, we found that common differences in standard housing and husbandry practices between animal facilities modulated morphological, physiological, and behavioural traits in a genetically homogeneous (inbred) cohort of C57BL/6J mice from a single breeding colony, thereby producing facility-specific phenotypes. Phenotypic plasticity is ubiquitous in nature, and studies under controlled laboratory conditions have long shown that many aspects of housing and husbandry conditions can alter the phenotype of mice throughout ontogeny [76–83]. In fact, this is the main reason why textbooks of laboratory animal science recommend environmental standardisation to minimise variation in experimental results [22]. However, previous studies have shown that such standardised experiments characterizing the phenotype of mice may produce results that are idiosyncratic to the laboratory where the study was conducted [44,84]. Our findings corroborate and extend these findings. In previous multicentre studies [44,84], the effect of the rearing environment was confounded with the specific test conditions at the test centre. Thus, in these studies, phenotypic differences between animals tested in different facilities may reflect differences in the state of the animals while being tested. In contrast, in the present study, phenotypic differences between mice from different RFs must reflect differences in the underlying phenotypic traits. This is guaranteed by the fact that all mice were derived from a single breeding colony (minimizing the risk of genetic differences between mice from different RFs), that they were all tested in the same test laboratory under the same test conditions by the same experimenters, and that test order was counterbalanced for RF.

We also confirmed and extended previous findings demonstrating that variation in microbiome composition is strongly determined by the rearing site [37,85–88]. Previous studies found that although vendor-specific differences in the gut microbiome of C57BL/6J mice may decrease over time at a new site, they persisted throughout studies lasting for 12 weeks [37] and 24 weeks [27], respectively. However, these mice had been housed in individually ventilated cages (IVCs) or microisolater cages, preventing contamination between cages. Our results extend these findings by showing that such animal facility-dependent differences in microbiome composition persisted in the testing facility, even though our mice were housed together in 1 housing room in conventional open cages.

Further, our findings suggest that environmental differences between RFs influence neuronal developmental patterns by modulating gene regulatory networks involved in the regulation of hippocampal synaptic plasticity and neurogenesis. Such effects on the chromatin profile of functionally relevant genes may be responsible for persistent changes in behavioural traits [89,90]. However, we also found that some of the pathways affected by the rearing environment maintained plasticity, possibly to facilitate adaptation to environmental change, as shown by chromatin reorganisation in response to the transfer to the test laboratory at 8 weeks of age. This result deserves further investigation as chromatin plasticity is considered to provide a molecular mechanism for adaptive plasticity under different environmental conditions, as shown for example in *Drosophila melanogaster* [91].

Our findings raise important questions about the mechanism underlying the observed phenotypic differences that cannot be answered based on the present data but need to be tested independently in follow-up studies. For example, given the observed association between diet and microbiome composition, the question arises whether such differences would also occur if different diets were fed in the same facility, and whether diet might also explain some of the variation in epigenetic and behavioural profiles. Several studies have shown that gut microbiota can affect brain development and behavioral functions [92,93]. These effects might be mediated by gut-microbiota products that can cross the blood brain barrier and modulate the chromatin landscape in neurons, which, in turn, can influence behavior [94–96]. Controlled experiments with different diets, fecal transplants, and treatment with antibiotics would be needed to elucidate these potential causal mechanisms further.

In conclusion, our findings could help to explain replicability issues in animal research [2,97]. Poor replicability has mostly been attributed to publication bias, lack of statistical power, analytical flexibility, and other risks of bias [3,7,98–100], albeit empirical evidence has remained elusive [101]. In contrast, the large between-study heterogeneity caused by rigorous within-study standardisation has long been ignored as a cause of poor replicability, despite both theoretical and empirical evidence [13,14,25,31,83,102–106]. Our findings highlight an important limitation of inferences from single-laboratory studies and suggest that the (early) environmental background of animals—just like their genetic background [107–109]—should be accounted for by study design to produce more robust and replicable research findings. Thus, results from standardised single-laboratory studies might only be considered as preliminary evidence. Whether using animals from multiple breeding or RFs provides an effective solution to systematically heterogenise the environmental background of study populations remains to be tested. However, we hope that our findings will stimulate research to find other, perhaps more practicable ways to produce robust and replicable research results.

## Methods

### Study preregistration and ethical statement

Before data acquisition started, the study protocol was preregistered under the DOI number: 10.17590/asr.0000201 at the Animal Study Registry, operated by the German Centre for the Protection of Laboratory Animals (Bf3R) at the German Federal Institute for Risk Assessment (BfR).

All animal experiments were conducted in full compliance with the Swiss Animal Welfare Ordinance (TSchV 455.1) and were approved by the Cantonal Veterinary Office in Bern, Switzerland (permit number: BE12/19). RFs located in Hannover and Münster did not require separate approval by governmental authorities for an experimental animal study, because animals were only housed in those laboratories, while all experimental procedures were carried out in Bern under the abovementioned license.

### Animal subjects and study design

Nine-week-old, time-mated, primiparous pregnant C57BL/6JRj females in the last third of pregnancy (gestational day 14 or 15), all derived from the same breeding stock and colony room of a commercial breeder (Janvier Labs, Le Genest-Saint-Isle, France), were randomly allocated to 5 different rearing animal facilities (*n* = 18 per facility). The RFs were located at the following institutions: (**i)** Institute of Laboratory Animal Science, Hannover Medical School, Germany (RF 1 and RF2); (**ii)** Division of Animal Welfare, Vetsuisse Faculty, University of Bern, Switzerland (RF 3); (**iii)** Department of Behavioural Biology, University of Münster, Germany (RF 4); and (**iv)** Institute of Anatomy, University of Zürich, Switzerland (RF 5).

Pregnant dams were singly housed for approximately 5 days, from arrival at the RF until parturition. Dams were monitored daily for parturition and day of birth was defined as postnatal day 0 (PND 0). Litters were not culled during the lactation period and all healthy pups were weaned at PND 22 according to predefined weaning criteria (S6 Fig). At weaning, in each RF from the 18 possible litters, all litters that contained at least 3 male and/or female pups were used to randomly select 12 groups of 3 littermates for each sex. If fewer than 12 groups with at least 3 littermates of a sex were available, these were complemented by litters with at least 2 pups of that sex. This strategy resulted in a total of 326 weaned mice. Litter size, litter sex ratio, as well as the final number of weaned males and females from each litter are presented in S11 Table.

From each litter, 3 (or 2) pups per sex were selected randomly and reared together until the age of 8 weeks (PND 56) according to the specific protocols of housing and husbandry of each of the 5 RFs (e.g., type of cages, handling method, bedding, nesting material, diet, light regime). Detailed housing and husbandry conditions are reported in S1A Table. The first 8 weeks of postnatal life were selected because they cover 2 sensitive developmental periods (i.e., early life and adolescence) in mice [110]. These periods represent a critical stage of brain [111–115], HPA axis [48,116], and gut microbiome development [39,117] when environmental inputs may shape the later-life phenotype of mice at different levels of organisation.

The effect of rearing environment was evaluated at 2 TPs (Figs 2B and S1). At TP1, 1 mouse per sex and cage of all cages with 3 mice was weighed and killed within each of the 5 RFs and brain and cecal samples were harvested for epigenomic and microbiome analyses. To ensure that observed differences are attributed only to the differential rearing environments, we standardised the tissue collection procedure. All mice were killed at the beginning of the light cycle (within the first 3 hours after the lights were turned on) by the same person who was not in contact with those animals before and who was using the same equipment in each of the 5 RFs. Blinding with regard to RF was not possible for weighing and organ collection since the experimenter needed to travel to each RF.

At PND 58, the remaining pairs of male and female offspring (*n* = 240; 24 mice per sex per RF) were transferred from the 5 RFs to the testing laboratory, located at the Vetsuisse Faculty of the University of Bern (testing laboratory). The testing lab in Bern was separate from the RF in Bern. To ensure that all animals experienced approximately the same treatment during transport to the testing facility, the driver of the car transporting the animals from the RF in Bern to the adjacent test laboratory in Bern was asked to take a 2-hour detour. Special efforts were made to reduce any possible transport-induced stress. The same-sex cage mates were placed into 4 compartment transport boxes (Type 500005L; Bio Services BV, Uden, the Netherlands), with 2 mice per compartment and shipped by a professional company using an environmentally controlled vehicle. Each compartment contained 1 cm of bedding, nesting material from the home cage, food pellets, and hydrogel.

Upon arrival, animals were checked for health and pair housed in freshly bedded Type 3 cages (floor area 820 cm^2^) and habituated to the new animal facility for 2.5 weeks. Each Type 3 cage contained 3 cm of bedding (OSafe Premium Bedding, SAFE FS 14, Safe-Lab, Rosenberg, Germany), a red mouse house (Tecniplast, Indulab, Gams, Switzerland), a medium-size cardboard tunnel (Play tunnel, #CPTUN00016P, Plexx B.V., the Netherlands), and 10 g of nesting material (Sizzle Nest #SIZNEST00016P, Plexx B.V., the Netherlands). Standard rodent chow (Kliba Nafag #3430, Switzerland) and tap water were available ad libitum. Females and males were housed in separate rooms, and all animals were kept on a 12:12 light/dark cycle, with lights on at 12:00 h. Detailed housing and husbandry conditions in the testing facility are reported in S1B Table.

The day after arrival in the testing facility, animals were individually marked by ear tattoo, after which cages were assigned new identification numbers, and positions of cages within and between cage racks were randomly reshuffled as part of the blinding procedure. Further information on blinding is available as a supporting text.

Behavioural and physiological phenotyping commenced after an acclimatisation period of 2.5 weeks. We focused on phenotypic traits of exploration, emotionality, and stress reactivity that are known to be sensitive to environmental variation during early ontogeny [48,112,118,119]. Two common tests for exploration and emotionality, the OF test and the LDB test, were conducted in that order, with a break of 7 days in between, followed by an SRT after another break of 7 days. For these tests, 1 mouse per cage, sex, and RF (*n* = 120) was used. After 1 additional week (around 14.5 weeks of age; PND 102; TP2), all mice (*n* = 240) were killed for postmortem analyses. Body weights were also recorded for each mouse during cage changes throughout the acclimatisation period and prior to killing. To avoid possible influences of the circadian rhythm on behaviour, corticosterone secretion, and molecular readouts, all procedures were performed during the light phase (from 12:00 h to 16:30 h).

### Tissue sampling procedure

All animals were killed by cervical dislocation. Whole brains were immediately removed and quickly frozen in a hexane bath on dry ice before being stored at −80°C. The brain region of interest, i.e., ventral hippocampus, was dissected later for subsequent molecular analyses. Adrenal glands were removed, dissected from fat, and weighed using a precision scale (Mettler AE160, Mettler-Toledo, Switzerland). The mouse cecum together with its content was isolated, snap frozen in liquid nitrogen, and kept at −80°C for microbial DNA extraction and sequencing.

### Gut microbiota composition analysis

For gut microbiota analysis, samples of mouse caeca were taken at both TPs, at each RF, and at the end of the experiment at the testing laboratory. Six cages per sex and RF were randomly selected from all cages containing 3 littermates after weaning (*n* = 180). One mouse from each selected cage was killed in the RF at 8 weeks of age (TP1; PND 56; *n* = 60), while the other 2 cage mates (*n* = 120; one underwent behavioural testing and one remained naïve) were killed in the testing laboratory at TP2 (14.5 weeks of age; PND 102).

Microbial DNA was extracted from cecal content using the Allprep DNA/RNA mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instruction. DNA was eluted and concentrations were assessed using the QuantiFluor dsDNA system (Promega).

The 16S rRNA V4 region was amplified using the following primers 515f-Y: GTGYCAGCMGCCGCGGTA and 806r-N: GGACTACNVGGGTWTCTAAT and The Q5 high-fidelity DNA polymerase kit (New England BioLabs, UK). In a total volume of 25 μL, 2 μl of extracted DNA was added to a PCR reaction mix prepared by mixing a final concentration of 1X Q5 reaction buffer, 200 μM of dNTPs, 0.5 μM of each primer, 0.02 U/μL of Q5 5 High-Fidelity DNA Polymerase, and 1X of Q5 High GC enhancer. The first PCR reaction was carried out using the following conditions: (i) first denaturation: 95°C for 30 s; (ii) denaturation in each PCR cycle: 98°C for 10 s; (iii) annealing: 56°C for 30 s; (iv) extension: 72°C for 30 s; (v) final extension at the end of the reaction: 72°C for 2 min, followed by a hold step at 4°C. The cycles 2 to 4 were repeated 8 times. The PCR products were purified using CleanNA CleanNGS purification beads (CNGS0050; LabGene Scientific SA), resuspended in 15 μl of EB buffer, and served as templates in the second PCR reaction. In the second PCR step, unique dual index barcodes of length 2 × 8 nt were added to each sample, which allowed equimolar pooling of samples after quantification of the target product using the Agilent fragment analyzer (Agilent). In total, the final library pool contained 176 samples, 3 bacterial mock communities, and 20 DNA extraction blanks. The finished library pool was sequenced using the NovaSeq 6000 platform (Illumina, USA) in a single lane of SP flow cell at the Functional Genomics Center Zürich.

The raw sequencing data were analysed using the DADA2 pipeline (version 1.14 16), and individual reads were grouped into amplicon sequence variants (ASVs). The final table contained 1,560 ASVs. After removal of the blank and mock samples from the data, the individual library sizes ranged from 47,910 to 1,616,753, with a median of 843,361 (S6A Fig). To mitigate the effect of variation in library size across samples, we performed random down-sampling of reads within each sample to an even library size across samples. Given the minimum read count in the data, counts were rarefied to a depth of 47,000 reads per sample (S6B Fig). We calculated both α diversity (within sample diversity) and β diversity (between-sample diversity) in order to assess the effect of RF on microbial community composition within and between mice.

For α diversity, the following metrics were calculated: (i) observed species richness, which represents the total number of species counted within a sample; (ii) Chao1 richness, for estimation of the “true” species diversity, which is calculated using the following formula: ${Chao}_{1}=S_{obs}+\frac{F_{1}^{2}}{{2F}_{2}}$, where *S*_*obs*_ stands for the observed number of species, and *F*_*1*_ and *F*_*2*_ stand for the number of species with 1 or 2 observed reads, respectively; (iii) Shannon diversity index, which illustrates the diversity within a sample, taking both richness and evenness into account. It is calculated using the following formula: $H^{t^{\prime }}=-\sum_{i=1}^{s}p_{i}ln(p_{i})$, where *S* represents the total number of species and *p* represents the proportion (n/N) of individuals of 1 particular species found (n), divided by the total number of individuals found (N); and (iv) Pielou evenness for estimation of how similar in numbers each species in a sample is. It is calculated using the formula $J=\frac{H^{t^{\prime }}}{ln(S)}$, where *H*^*t*′^ is the Shannon index and *S* is the total number of species in a sample. ANOVA was used to test the effect of RF and TP on α-diversity measures.

To analyse changes in microbiota composition between mice reared at different TPs or RFs, the Bray–Curtis dissimilarity between samples was calculated using the formula ${BC}_{ij}=1-\frac{{2C}_{ij}}{S_{i}+S_{j}}$, where *i* and *j* are the 2 samples, *S*_*i*_ is the total number of species counted in sample *i*, *S*_*j*_ is the total number of species counted in sample site *j*, and *C*_*ij*_ is the sum of only the lesser counts for each species found in both samples. Principal coordinate analysis (PCoA) was used to visualise the similarity in microbiome composition between samples and to retrieve sample loadings onto the first 3 PCoA axes. A permutational analysis of variance (PERMANOVA) was used to assess the proportion of variation in microbiome composition explained by RF and age (i.e., TP).

Based on our study design, there were 3 groups of cecal samples: (i) samples collected at TP1 (within each of RFs); (ii) samples collected at TP2 from mice that underwent behavioural testing; and (iii) samples collected at TP2 from mice that did not undergo behavioural testing and that were used for chromatin profiling. To balance the study design (there were double number of samples collected at TP2 comparing to the number of samples collected at TP1), we assessed whether the 2 sets of samples (from behaviourally tested BT mice and mice used for molecular analysis, i.e., chromatin profiling MA mice) collected at TP2 differ in terms of species richness, diversity, and overall community composition. Our analysis showed that there were no statistically significant differences in either α diversity (assessed using Wilcoxon signed-rank test) or β diversity (assessed using PERMANOVA) in any of the tested parameters between BT and MA mice (S7 Fig). Therefore, only MA mice were considered for the final analyses. Differential abundance analysis was performed by using an adjusted *p*-value threshold of 0.05 and a log2-fold change threshold of 1.

All analyses related to the gut microbiome were done in R (version 4.1.0) using the libraries vegan (2.5–7) for down-sampling, PERMANOVA, and calculation of observed/chao1 species richness, microbiome (1.14.0) for calculation of Shannon diversity and Pielou evenness, ampvis2 (2.7.2) for PCoA ordination, stats (4.1.0) for ANOVA calculations and hierarchical clustering, fpc (2.2–9) for definition of cluster number, factoextra (1.0.7) and ggdendro (0.1.22) for dendrogram creation, DESeq2 (1.32.0) for differential abundance analysis, and ggplot2 (2.2.1) and patchwork (1.1.1) for visualisation.

### Testing for behavioural and physiological responses

The set of behavioural outcomes belongs to the confirmatory part of the study, and appropriate sample size was determined a priori by a power analysis using simulated sampling for a two-way ANOVA design. The power analysis was done for the main outcome variable, plasma corticosterone levels in the SRT. Based on historical data [120,121], we expected to observe an effect of medium size (i.e., means estimates for 2 randomly chosen RFs are expected to be in the range of 20%, equivalent to a ratio of between-facility: within-facility variation of 1:2). This resulted in a required minimal sample size of 12 mice per RF and sex. Further information on the sample size calculation is available in the supporting information file (S8 Fig). The same sample size (*n* = 12 per RF and sex) was also used for behavioural testing.

The order of behavioural test trials for all mice was randomised using the random number generator of the Mathematica software (version 11; Wolfram Research, Champaign, Illinois, USA). Forty mice (20 males and 20 females) were randomly assigned to each of 3 experimenters. Mice were handled by the same experimenter during the habituation period, cage change, and behavioural testing. Animals were tested in parallel (at the same time, but in separate apparatuses) by 2 experimenters, with 3 different combinations of 2 experimenters each day. Testing was carried out in batches during 4 consecutive days. Males were tested on the first and third day, while females were tested on the second and fourth day. Each day’s testing was done by each experimenter in 3 blocks of 5 animals, each. The randomisation and allocation procedures were restricted so that, in each block for each experimenter, there was exactly 1 mouse from each RF in random order, with the addition that in no case animals tested at the same time were from the same RF.

### Open field test

The OF test was performed in a polycarbonate box (45 × 45 × 45 cm; illumination set to 120 lux) with grey walls and a white base plate. Each mouse was placed in the left (close to the experimenter) corner, facing the wall, and allowed to freely explore the open field for 10 min. Recording started immediately after placing the animal in the box. The behaviour of the first 5 min of the test was analysed.

The behaviour was video recorded using an infrared camera system, and mice were automatically tracked from videos using EthoVision XT software (version 11.5; Noldus, Wageningen, the Netherlands). The space was virtually divided into a centre zone (20 × 20 cm) and an outer zone. The total distance traveled, the average velocity, the number of entries into the centre area, the time spent in the centre, and the latency to the first centre entry were scored.

### Light–dark box test

The LDB test was conducted in a box (37.5 × 21.5 × 15 cm) consisting of a small, closed dark compartment (12.5 × 21.5 × 15 cm; illumination set to 5 lux) and a larger light compartment (25 × 21.5 × 15 cm; illumination set to 200 lux) connected by a sliding door. Each mouse was placed in the dark compartment of the apparatus and testing began after the delay of 5 s as the sliding door to the light side of the box was raised, and the duration of the test was 10 min. The behaviour of the first 5 min of the test was analysed. The total distance traveled, the average velocity in the light compartment, the time spent in the light compartment, the number of entries into the light compartment, and the latency to enter the light compartment were measured from video recordings using EthoVision XT software (version 11.5; Noldus, Wageningen, the Netherlands).

### Stress reactivity test

The SRT was performed according to established protocols [122] with slight modifications. In brief, each mouse was taken out of its home cage and a first blood sample was collected by incision of the ventral tail vessel with a scalpel blade (Paragondisposable sterile scalpels No. 10, Paragon Medical, Lausanne, Switzerland). The procedure was limited to 2 min to obtain basal levels of corticosterone unaffected by the sampling procedure. Immediately after blood collection, the mouse was restrained for 20 min in a 50-ml plastic conical tube (11.5 cm × 2.5 cm; Fisherbrand Easy Reader, Fisher Scientific AG, Reinach, Switzerland) with custom-made holes for breathing and for the tail. At the end of the 20-min restraint period, a second blood sample was taken from a fresh incision rostral to the first one, followed by placing the mouse back in its home cage. A third blood sample was taken from a third incision rostral to the second one, 90 min after the onset of restraint. Each blood sample was collected by using a dipotassium-EDTA capillary blood collection system (Microvette CB 300 K2E, Sarstedt, Nümbrecht, Germany). Immediately after sampling, the blood samples were placed on ice. Within 60 min, the samples were centrifuged for 10 min at 4,000*g* and 4°C. Plasma samples were transferred to new, labeled microcentrifuge tubes and stored at −80°C until assayed. Plasma concentrations of corticosterone were determined by a commercial ELISA kit (EIA 4164, DRG Instruments GmbH, Marburg, Germany) in duplicates according to the manufacturers’ instructions. Intra- and inter-assay coefficients of variation were below 10% and 12%, respectively.

### Oestrous cycle determination

The oestrous cycle stage was assessed by cytological analysis of vaginal smears to estimate the sex hormone status of the female mice. Vaginal smears were taken immediately after testing and postmortem after killing. Briefly, after each test, the female was placed on the cage lid with its hind end towards the experimenter. The rounded tip of a disposable pipette with 50 μl of sterile distilled water was gently placed at the opening of the vaginal canal, and vaginal smear cells were collected by lavage. Smears were placed on microscopic slides, allowed to dry, stained with 0.1% crystal violet solution, washed, and then analysed using light microscopy. The stage of the oestrous cycle was determined based on the relative ratio of nucleated epithelial cells, cornified squamous epithelial cells, and leukocytes. Since there were uneven distributions of oestrous cycle stages across groups on any given testing day [123], the vaginal smears data were combined into high-oestrogen state (proestrus, dioestrus-proestrus transition, and proestrus-oestrus transition) and low-oestrogen state (dioestrus, oestrus, metoestrus, oestrus-metoestrus transition, and metoestrus/dioestrus transition) and were included in the analysis as a linear binary factor.

### Statistical analysis of behavioural and physiological responses

All statistical analyses were performed using the statistical software R (version 3.6.2). A detailed R script is available as a supporting file. Data of male and female animals were analysed separately. Statistical tests and models employed for each analysis together with information on fixed and random factors are reported in S4–S9 Tables.

In brief, linear models without interaction terms and with identity link function were run for the body weight data collected at TP1 (i.e., right before killing within each RF; *n* = 6 mice per rearing lab and sex; sample size was limited by the minimal number of cages with 3 mice per sex and RF) and for plasma corticosterone levels measured in the SRT (*n* = 12 mice per RF and sex). Linear mixed models without interaction terms and with identity link function were run for body weight data and for relative adrenal weights (*n* = 24 per RF and sex) collected at TP2.

Satterthwaite approximation was used for determination of *p*-values in the mixed models. A Dunn–Sidak Bonferroni correction method was applied to correct for multiple testing where necessary. For the physiological measures, such as body weight and plasma corticosterone levels, the threshold was set to α′ = 1 − (1 − 0.05)^1/3^ = 0.0169.

The distribution of the observed values for behavioural outcomes was inspected for deviations from normality with Q–Q plots. The data set of the physiological measures (body weights, relative adrenal weights, and corticosterone responses in the SRT) were normally distributed (S10–S12 Figs). Due to skewed distributions, transformations of behavioural data were necessary for 7 variables (S12 Fig). In the male cohort, OF latency, LDB latency, and LDB time in the light of males were square root transformed (S13A Fig). In the female cohort, OF distance was log transformed, OF time in the centre, OF latency, and LDB time in the light were square root transformed, while LDB latency was arcsine transformed (S13B Fig).

For the analysis of behavioural outcomes, we used a MANOVA without nesting and interaction terms and with identity link function. To check for correlation between recorded variables, we calculated Pearson’s product moment correlation coefficient. We first excluded variables that were highly correlated (S12 Table), which resulted in the final list of 6 dependent behavioural variables (OF distance, OF time centre, OF latency, LDB time light, LDB entries into light, and LDB latency). Pillai’s Trace was used to evaluate the MANOVA differences, while the robustness of the findings was confirmed by 3 other test statistics: the Wilk’s Lambda, Hotelling–Lawley Trace, and Roy’s Largest Root.

Multivariate outliers were identified by using the squared Mahalanobis distance (mvoutlier.CoDA version 2.0.9; [124]). The analysis suggested the existence of 6 outliers in the male cohort and 6 in the female cohort; S14 Fig), which were not removed for the further analysis. To investigate whether the outliers had an impact on the results, we rerun the analysis with the outliers removed and could confirm that results were not markedly different.

### ATAC-seq analysis on purified neuronal nuclei

#### Nuclei isolation and fluorescence-activated nuclei sorting (FANS)

The ATAC-seq analysis was performed on ventral hippocampi isolated from male mice at TP1 (PND 56) and TP2 (PND 102). For this, test-naïve male mice were used to avoid effects of testing on the chromatin profile. Five cages per RF were selected randomly from all cages containing 3 male littermates after weaning. One mouse from the selected cages was killed in the RF at TP1 (total *n* = 25, i.e., 5 biological replicates per rearing laboratory), while its test-naïve littermate was killed in the testing laboratory at the end of the experiment (TP2; total *n* = 25, i.e., 5 biological replicates per RF).

The analysis has been restricted to males because they showed the most pronounced phenotypic differences in behaviour. Furthermore, in the female cohort, we would not be able to distinguish between the differences in chromatin organisation induced by hormonal fluctuations [125] and differences induced by differential rearing environments.

Total nuclei isolation and purification of neuronal nuclei were performed as described elsewhere [125,126] with slight modifications. In brief, the ventral hippocampus was dissected from one side of the brain at −20°C, cut into small pieces, and stored in Eppendorf DNA LoBind 2 mL tubes at −80°C until nuclei preparation. Nuclei preparation and sorting was performed in 5 batches per each TP, with each batch having exactly 1 sample from each facility in random order.

To obtain fresh nuclei, frozen tissue samples were resuspended in 4 ml of tissue lysis buffer (0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(CH3COO)_2,_ 0.1 mM EDTA, 10 mM Tris-HCl (pH 8), 1 mM DTT, 0.1% Triton X-100) and dissociated by 30 strokes of pestle A (loose pestle) and then 20 strokes of pestle B (tight pestle) in a glass douncer (7 ml Dounce tissue grinder set, KIMBLE, DWK Life Sciences). The lysate was transferred to an ultracentrifuge tube, followed by adding 6 ml of sucrose buffer (1.8 M Sucrose, 3 mM Mg(CH_3_COO)_2_, 1 mM DTT, 10 mM Tris-HCl (pH 8)) underlaid beneath the solution. The samples were then spun at 171,192.8×*g* in a Hitachi Ultracentrifuge (CP100NX; with Sorvall TH-641 swing bucket rotor) for 1 h at 4°C. Next, the nuclei pellet was resuspended with 500 μl of 0.1% BSA in DPBS with glucose, sodium pyruvate, calcium, and magnesium. The nuclei solution was then incubated with monoclonal antibody against neuronal marker NeuN conjugated to AlexaFluor 488 (1:1,000; Merk Millipore, MAB377X) for 1 h at 4°C on rotation protected from light. After incubation, DAPI (1:1,000; Thermo Fisher Scientific, 62248) was added to the reaction. The nuclei suspension was immediately taken to be processed on a FACSAria instrument (BD Biosciences, USA) at the Flow Cytometry and Cell Sorting Core Facility (FCCS CF) of the Department for BioMedical Research, University of Bern.

Prior to sorting, samples were filtered through a 35-μm cell strainer. To set up the gating protocol, we used 4 controls: (i) unstained nuclei only; (ii) DAPI only; (iii) IgG1 isotype control-AlexaFluor 488 and DAPI; and (iv) NeuN-AlexaFluor 488 only; in addition to a sample containing NeuN-AlexaFluor 488 and DAPI stain (S15 Fig), which allowed us to eliminate debris and any clumped nuclei effectively, resulting in an apparent separation of the NeuN + (neuronal) nuclei populations. From each individual ventral hippocampus, we collected 80,000 NeuN+ (neuronal) nuclei in BSA-precoated tubes filled with 200 μL of DPBS. The purity of the sorted nuclei was confirmed by resorting a small fraction of NeuN+ nuclei using the same protocol (showed more than 98% purity).

#### Transposition reaction, ATAC-seq libraries preparation, and sequencing

ATAC-seq was performed according to Buenrostro and colleagues [56], with some modifications. Following FANS, neuronal nuclei from the ventral hippocampus were spun down (2,900×*g*, 10 min at 4°C). The supernatant was carefully removed, avoiding the visible nuclei pellet. The nuclei pellet was resuspended in 50 μl of the transposase reaction mix including 25 μL 2×TD reaction buffer and 3 μl Tn5 Transposase, (Illumina Tagment DNA TDE1 Enzyme and Buffer Kits, 2003419) and 22 μl of nuclease free water (NFW; Ambion, AM9937). The transposition reaction was performed at 37°C for 30 min in a thermomixer with 500 RPM mixing, followed by purification using a MinElute PCR Purification Kit (Qiagen, 28004). The purified, transposed DNA was eluted in 10 μl of EB elution buffer and stored at −20°*C* until amplification.

To amplify transposed DNA fragments, the following procedure was performed in 2 batches of 25 samples (1 batch per each TP) with equal group distribution (*n* = 5 samples from each RF). For indexing and amplification of transposed DNA, we combined the following for each sample: 10 μl transposed DNA, 25 μl NEBNext High-Fidelity 2× PCR Master Mix (New England Biolabs, M0541S), 9 μl of unique, dual-indexed primer (IDT for Illumina Nextera DNA UD Indexes; 20026930), and 6 μl of NFW (Ambion, AM9937). The PCR reaction was carried out using the following conditions: 1 cycle of 72°C for 5 min and 98°C for 30 s, followed by 5 cycles of 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min, and a hold step at 4°C.

We then performed a qPCR side reaction to manually assess the amplification profiles and determine the required number of additional PCR cycles [127]. The reaction mix was prepared by combining 5 μL of a previously PCR-amplified DNA with, 7.5 μl of SYBR Green PCR Master Mix (Applied Biosystems, 4344463), and 2.5 μl of NFW, and cycling conditions were set as follows: 1 cycle of 98°C for 30 s, followed by 20 cycles of 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min. Under our experimental conditions, 2 to 4 PCR cycles were added to the initial set of 5 cycles. The amplified libraries were purified using MinElute PCR Purification Kit (Qiagen, 28004) and eluted in *20* μL of the EB elution buffer. Library quality was monitored using the Advanced Analytics Fragment Analyzer CE12 (Agilent, USA; S15 Fig), and the concentration was determined by Qubit HS DNA kit (Life Technologies, Q32851) and quantitative PCR with the library quantification kit from Bioline Jet Set Library Quantification Kit LoROX (Meridian Bioscience, BIO-68029).

A total of 50 ATAC-seq libraries was sequenced in 2 batches with equal group distribution (25 libraries/batch/NovaSeq S1 Flow Cell; *n* = 5 per each rearing laboratory) on the Illumina NovaSeq 6000 instrument with 2 × 100 bp pair-end protocol at the Next Generation Sequencing (NGS) Core Platform of the University of Bern.

#### ATAC-seq data analysis

Sequencing reads were trimmed and quality checked with fastp (version 0.20.1; [128]) with CTGTCTCTTATACACATCT as adapter sequence and a minimal read length of 30 bp. Reads were aligned to the mouse reference genome (ensembl build 102) with Bowtie2 in paired end mode (version 2.3.5.1; [129]) keeping only concordant and unique alignments.

Duplicate read pairs were marked using the *MarkDuplicates* command from the Picard software suite (version 1.140; broadinstitute.github.io/picard/). Peaks were then called in each sample separately with MACS2 (version 2.1.4, with the parameters -*f BAMPE -g mm—nomodel -q 0*.*05—broad—broad-cutoff 0*.*1—keep-dup all*) as previously reported [130]. 

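Counted from the authors' peak lists with bedtools, the regions found in at least 3 of the 5 libraries of a group numbered 114467 in RF1, 121106 in RF2, 97889 in RF3, 95809 in RF4 and 100434 in RF5 at TP1. At TP2, they numbered 83771, 86130, 97706, 86137 and 109875. Their union over the 10 groups held 149212 regions, and each of the merged peaks the authors deposited overlapped it. In all 5 libraries, 35841 regions remained in RF1 and 41264 in RF2 at TP2, the groups with the shallowest libraries, against 70833 in RF5. With a -log10 q-value of at least 5 per peak, every group fell further, to 50048 in RF1 at TP1 and to 25615 in RF1, 24042 in RF2 and 37612 in RF5 at TP2.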

For each TP and RF, peaks were intersected with multovl (version 1.3; [131] and only peaks found in at least 3 samples per group (i.e., rearing laboratory) were kept (S16 Fig). Finally, peaks from all groups were merged with multovl (union of all peaks within groups). The number of reads within peak intervals was obtained with featureCounts (version 2.0.1; [132]) with the parameters—*primary—ignoreDup—minOverlap 30*. The peak set was further used to build a distance matrix using the aligned reads of the individual samples per each TP. The sample correlation matrices were generated for by using all sites and 10% of the most variable sites and visualised by correlation heatmaps, PCA, and t-SNE distance plots. Within each sample, the most and least accessible sites were defined as the peaks with the 2.5% highest and 2.5% lowest sequence counts. Sites from all samples and TPs were merged to generate the heatmap shown in Fig 3C.

The distance matrix was also used as an input for the PERMANOVA. By using PERMANOVA (function adonis() from the R-package vegan version 2.5–7 [133], we tested whether and to what extent the variation between samples can be explained by the RF within each TP. Since the test was based on 9,999 permutations, the lowest possible *p*-value was set to “<0.0001” instead of “0”.

Variation in read counts was analysed with a general linear model in R (version 3.6.1) with the package DESeq2 (version 1.24.0; [134]) according to a factorial design with the 2 explanatory factors “RF” and “processing batch”, within each TP. For the annotation of peaks, we used the ChiPseeker annotation for the plot with genomic features and the Homer annotation for TSS distance and candidate, protein coding, genes. Following specific conditions were compared with linear contrasts: (i) one-to-one (oto) comparison of each pair of laboratories (RF1 versus RF2, RF1 versus RF3, etc.) for each TP; (ii) one-to-many (otm) comparison of 1 laboratory to all other laboratories for each TP (RF1 versus all other RFs, RF2 versus all other RFs, etc.); and (iii) a global test for the factor “RF” (LRT_RF), i.e., do different rearing laboratories differ in general.

Within each comparison, *p-*values were adjusted for multiple testing (Benjamini–Hochberg), and regions with an adjusted *p-*value (false discovery rate (FDR)) below 0.01 and a minimal log2 fold-change (i.e., the difference between the log2-transformed, normalised sequence counts) of 0.5 were considered to be differentially accessible. Normalised sequence counts were calculated accordingly with DESeq2 and log2 (x + 1) transformed. GO and KEGG pathway analyses were performed on the significant peaks located 2 kb up- and downstream of the transcriptional start site. Functional annotation for enrichment of GO terms was performed using topGO (version 2.28; [135]) in conjunction with the GO annotation from Ensembl available through biomaRt [136]. Analysis was based on gene counts using the “weight” algorithm with Fisher’s exact test (both implemented in topGO). Only GO terms with more than 5 genes were tested, and terms were identified as significant if the *p*-value was below 0.05. Enrichment of KEGG pathways in gene sets was tested with clusterProfiler (version 3.12.0; [137]) using the gene to pathway mappings available through biomaRt [136] and the package org.Rn.eg.db (version 3.8.2; [138]). Integrative Genome Viewer (IGV, version 2.8.9) was used to visualise and extract representative ATAC-seq tracks.

## Supporting information

S1 Table Detailed housing and husbandry conditions in each rearing facility (a) and testing laboratory (b). https://doi.org/10.6084/m9.figshare.21088783.
(XLSX) Click here for additional data file.

S2 Table ANOVA results for the effect of rearing facility (RF) and time point (TP) on α-diversity for males and females separately. (PDF) Click here for additional data file.

S3 Table PERMANOVA partitioning variation in microbiome microbial community composition (β-diversity) between rearing facilities (RF), for each time point (TP) and sex separately. (PDF) Click here for additional data file.

S4 Table Phenotypic variation in body weight of mice is induced by common differences between the rearing conditions in different facilities. The effect of rearing environment on body weight was evaluated at 3 TPs throughout the study: right before killing within each RF (PND 56; TP1), after the acclimatisation period in the testing facility (PND 75), and at the end of the experiment (PND 102; TP2). Linear models were used to analyse data collected on mouse body weight at PND 56 (TP1) within each RF for males and females **(a)**. RF, litter size, and sex ratio at weaning were used as predictor variables. Linear mixed effect models with the same list of predictor variables as fixed effects were used for the body weight data collected in the testing facility for males and females **(b)**. Cage identification number (cage ID) in the testing facility was used as a random factor. (**a)** Linear regression model outcomes for body weight data collected in each RF; (**b)** Linear mixed effect model with type III ANOVA with Satterthwaite’s approximation for body weight data collected at the testing facility. PND, postnatal day; RF, rearing facility; TP, time point.
(PDF) Click here for additional data file.

S5 Table Phenotypic variation in behavior of mice is modified by common differences between the rearing conditions in different facilities. MANOVA outcomes and statistics for males and females. The RF was defined as a main independent (predictor) variable. Additional covariates were included in the model based on the published evidence, which suggests that they might affect behavioral phenotype. List of the nuisance variables includes: litter size at weaning [1,2], sex ratio at weaning [3,4], and number of cage mates after weaning [5]. In addition, we included the stage of oestrous cycle at the time of testing (OF ECS and LDB ECS) in females, because of its effects on behaviour [6–8]. The results were confirmed by comparing the Pillai’s Trace outcome with outcomes of 3 different test statistics. The proportion of variation in behaviour of mice, which is solely attributed to differences in rearing environments, was calculated by dividing the Pillai’s trace by the degrees of freedom. MANOVA outcomes and statistics for behavioural parameters. LDB, light–dark box; MANOVA, multivariate analysis of variance; OF, open field; RF, rearing facility.
(PDF) Click here for additional data file.

S6 Table Loadings of an LDA for male and female behaviour. The rearing facility was defined as a grouping variable, while the 6 behavioral measures served as predictor variables. (OF = open field test, LDB = light–dark box test).
(PDF) Click here for additional data file.

S7 Table Classification based on LDA of behaviour of males and females. (PDF) Click here for additional data file.

S8 Table Phenotypic differences of the HPA stress profile in mice cannot be explained by common differences between the rearing conditions in different facilities. Statistical outcomes of plasma corticosterone measures for males and females. We applied linear models, with the covariates rearing facility, litter size at weaning, sex ratio at weaning, and number of cage mates after weaning. In females, the stage of oestrous cycle on the testing day was also included, and data were grouped into high- and low-oestrogen state.
(PDF) Click here for additional data file.

S9 Table Phenotypic variation in relative adrenal weight of mice is induced by common differences between the rearing conditions in different facilities. Statistical outcomes for relative adrenal gland weight data collected at the testing laboratory (TP1; PND 56) for males and females. Linear mixed effect models were used with rearing facility, litter size at weaning, sex ratio at weaning, and number of cage mates after weaning as fixed effect, while the cage ID in the testing facility was defined as a random factor. Linear mixed effect model with type III ANOVA with Satterthwaite’s approximation for relative adrenal gland weight for males.
(PDF) Click here for additional data file.

S10 Table PERMANOVA partitioning variation in chromatin accessibility profile between rearing facilities and processing batches. **Manhattan distance between all samples was used as input**.
(PDF) Click here for additional data file.

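With the replicate number as the batch, since each sorting batch held 1 sample of every RF, batch explained 11.1% of the variation over all sites at TP1 and 12.9% at TP2, 10.0% and 6.50% over open sites, and 11.8% and 14.4% over closed sites. The permutation p was 0.0071 for open sites at TP1 and between 0.139 and 0.429 for the others.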

S11 Table The litter size, the litter sex ratio, and number of pups weaned from each litter across rearing facilities. (PDF) Click here for additional data file.

S12 Table Pearson product moment correlations for behavioural measures for males (a) and females (b). **Several highly correlated variables were removed before a multivariate analysis. Only variables with moderated correlations amongst each other were used. (a)** Pearson product moment correlations for behavioural measures for males. Mean absolute correlation coefficient for males was 0.20. (**b)** Pearson product moment correlations for behavioural measures for females. Mean absolute correlation coefficient for females: 0.29.
(PDF) Click here for additional data file.

S1 Fig Timeline of the study. BT mice, mice used for behavioural testing; GD, gestational day; LDB, light–dark box test; MA mice, mice that were not behaviourally tested and used for chromatin profiling and gut microbiome composition analysis; OF, open field test; PND, postnatal day; SRT,: stress reactivity test; TP, time point.
(PDF) Click here for additional data file.

S2 Fig Diet suppliers: Differentially abundant taxa. **(a)** Dendrogram representing relationship between samples from mice at TP1 following hierarchical clustering (average linkage). Horizontal bars below the dendrogram represent sample identity in relation to rearing facility (first bar) or diet supplier (second bar). (**b)** Mean abundance of amplicon sequence variants (ASVs) identified as differentially abundant between the 2 diet suppliers aggregated by phylum (left) and order (right). Significance symbols represent results from Wilcoxon paired-rank test. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087688. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.
(PDF) Click here for additional data file.

S3 Fig Oestrous cycle–dependent effects on behavioral phenotype in female mice from different rearing facilities. Results of the open field **(a, b)** and light-dark box **(c)** tests are presented in females depending on the oestrous cycle stage determined immediately after behavioral testing. There was a significant effect of oestrogen status on time spent in the centre **(b)** and time spent in the light compartment **(c)** with high-oestrogenic females showing marginally higher activity than low-oestrogenic females. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087718.
(PDF) Click here for additional data file.

S4 Fig Oestrous cycle–dependent effects on basal corticosterone levels in female mice from different rearing facilities. Results are presented depending on the oestrous cycle stage determined after HPA reactivity tests. There was a significant effect of oestrogen status on basal corticosterone levels, with high-oestrogenic females showing lower basal corticosterone levels than low estrogenic females. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087799.
(PDF) Click here for additional data file.

S5 Fig Neuronal chromatin accessibility differs in males from different rearing facilities. **(a)** PCoA of the ATAC-seq data. (**b)** Manhatten distances between samples for closed chromatin sites visualised by t-SNE. (**c)** The number of significant differentially accessible peaks associated to each of rearing environments in a given TP (one-to-many comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5. (**d)** The number of significant differentially accessible peaks between groups in a given TP (one-to-one comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5). (**e)** Chromatin accessibility profiles of the Col19a1, Dlg 2, Fzd9, and Lrrc4c. Shown are genomic coordinates of differential ATAC-seq peaks. The raw data underlying this figure are available from the NCBI GEO database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. ATAC-seq, assay for transposase-accessible chromatin using sequencing; Dlg 2, discs large homolog 2; FDR, false discovery rate; Fzd9, Frizzled9; GEO, Gene Expression Omnibus; Lrrc4c, Leucine-Rich Repeat-Containing 4C; PCoA, principal coordinate analysis; TP, time point.
(PDF) Click here for additional data file.

S6 Fig Weaning strategy. Each pup from a litter is sexed, weighed, and placed in a separate cage/container. After all animals from the litter are checked, it resulted in X number of separate cages/containers with males and Y number of separate cages/containers with females. If the number of males/females in a litter is 1, the animal is not weaned (female in Litter 1); if the number of males/females is 2 or 3, they are all weaned into same sex groups and taken to the housing room (Litter 2 and males in Litter 3); and if the number of males/females is >3, the 3 animals to be housed together are chosen using a random number generator (males in Litter 1 and females in Litter 3). Unweaned pups (female in Litter 1), extra pups, and dams were killed after the pups have been weaned.
(PDF) Click here for additional data file.

S7 Fig Random down-sampling of 16S sequencing reads. **(a)** Histogram of individual library sizes. (**b)** Example rarefaction plots of 8 randomly selected samples. The red line indicates rarefaction depth. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087877. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.
(PDF) Click here for additional data file.

S8 Fig Evaluation of differences in microbiome between samples from behaviorally tested BT mice and mice used for chromatin profiling MA mice. **(a)** Mean values for α-diversity metrics for MA mice and BT mice. Top left: Chao1 richness; bottom left: observed species richness; top right: Pielou evenness, bottom right: Shannon diversity index. (**b)** Results of Wilcoxon signed-rank test for each α-diversity metric between MA and BT mice. (**c)** Ordination plot visualizing PCoA based on Bray–Curtis dissimilarity between samples from MA and BT mice collected at TP2. (**d)** Result of PERMANOVA partitioning variation in microbiome composition between mice used for MA and BT. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087931. The 16S rRNA gene sequencing data are available from the ENA under accession number PRJEB49361. ENA, European Nucleotide Archive; PCoA, principal coordinate analysis; PERMANOVA, permutational analysis of variance.
(PDF) Click here for additional data file.

S9 Fig Power analysis. Power curve for a one-way ANOVA with α = 0.05, k = 5 rearing facilities and *n* = 6 to 30 subjects, assuming an average means difference between 2 randomly chosen labs of 10% (blue), 20% (orange), or 30% (green). Power estimates are based on 10,000 repeated samples. To generate differences between labs we sampled distribution means from a normal distribution with the reported mean (10,000 square units) and standard deviation of 890, 1,780, and 2,260 square units, which resulted in samples, where the difference in the effect size between 2 randomly chosen labs was on average 10%, 20%, or 30%. The numerical data and code underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087931.
(PDF) Click here for additional data file.

S10 Fig Q–Q (quantile–quantile) a probability plots for the body weight data points. The data points of the body weights were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Fig 2 Data (Fig 2A MALES; Fig 2A FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.
(PDF) Click here for additional data file.

S11 Fig Q–Q (quantile–quantile) a probability plots for the corticosterone response data points in the stress reactivity tests. The data points of the corticosterone response were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Fig 2 Data (Fig 2C MALES; Fig 2C FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.
(PDF) Click here for additional data file.

S12 Fig Q–Q (quantile–quantile) a probability plots for the relative adrenal gland weight at TP2. The data points of the relative adrenal gland weights were normally distributed both in males (left plot) and females (right plot). The underlying numerical data are available in Fig 2 Data (Fig 2D MALES; Fig 2D FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.
(PDF) Click here for additional data file.

S13 Fig Q–Q (quantile–quantile) a probability plots for the behavioral data sets. Q–Q plots are presented before and after transformation of individual data points for both males **(a)** and **(b)** females. The underlying numerical data are available in Fig 2 Data (Fig 2B MALES; Fig 2B FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.
(PDF) Click here for additional data file.

S14 Fig Multivariate outliers. Results of the test for multivariate outliers indicated the existence of 3 outliers in males **(a)** and 3 outliers in the female data **(b)**. Outliers are shown in red. The underlying numerical data are available in Fig 2 Data (Fig 2B MALES; Fig 2B FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.
(PDF) Click here for additional data file.

S15 Fig Gating strategy for separation of neuronal nuclei using fluorescence-activated nuclei sorting (FANS). Sorting plots from 3 negative controls (nuclei only, DAPI only, and Isotype control + DAPI) processed without primary antibody (neuron-specific marker NeuN), positive control containing NeuN antibody conjugated with Alexa 488 only (NeuN-Alexa 488 only control) and our sample processed with NeuN-Alexa 488 antibody and DAPI are shown. Representative FANS reports showing the gating strategy for the checking the size and granularity, removal of debris, and ensuring a successful separation of NeuN+ (neuronal) from nonneuronal single nuclei.
(PDF) Click here for additional data file.

S16 Fig ATAC-seq library quality control. The quality control of ATAC-seq libraries was performed by using Fragment Analyzer (FA). The representative FA trace with nucleosomal banding pattern is shown.
(PDF) Click here for additional data file.

S17 Fig ATAC peak count statistics. The number of peaks drops quite strongly with the minimal number of samples required for merging peaks. (**a**) Representative scatter plots showing log2 (x + 1) transformed, normalised values averaged in RF1 and RF2 at TP1. (**b**) Only high-confidence broad peaks, shared across at least 3 biological replicates of 1 group are used for all downstream analyses. The raw data underlying this figure are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022.
(PDF) Click here for additional data file.

S1 Data Differentially abundant amplicon sequence variants (ASVs) between the 2 diet suppliers. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361. The supporting data are available at the Figshare repository https://doi.org/10.6084/m9.figshare.21088432.
(XLSX) Click here for additional data file.

S2 Data Significant peaks and the gene annotations for TP1 (a) and TP2 (b). The ATAC-seq data are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. The supporting data are available at the Figshare repository https://doi.org/10.6084/m9.figshare.21088489.
(XLSX) Click here for additional data file.

S3 Data Gene Ontology (GO). **(a)** BP terms, which differ between rearing laboratories at TP1_one to one (oto) comparison; (**b)** BP terms, which differ between rearing laboratories at TP2_one to one (oto) comparison; (**c)** CC; terms that differ between rearing laboratories at TP1_one-to-one (oto) comparison; (**d)** CC; terms that differ between rearing laboratories at TP2_one-to-one (oto) comparison; (**e)** MF; terms that differ between rearing laboratories at TP1_one-to-one (oto) comparison; (**f)** MF; terms that differ between rearing laboratories at TP2_one-to-one (oto) comparison. The ATAC-seq data are available from the NCBI GEO database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. The supporting data are available at the Figshare repository https://doi.org/10.6084/m9.figshare.21088504. ATAC-seq, assay for transposase-accessible chromatin using sequencing; BP, Biological Process; CC, cellular components; GEO, Gene Expression Omnibus; MF, molecular function.
(XLSX) Click here for additional data file.

S4 Data KEGG pathways. **(a)** KEGG pathways, which differ significantly in abundance between rearing facilities at TP1_one-to-one (oto) comparison; (**b)** KEGG pathways, which differ significantly in abundance between rearing facilities at TP2_one-to-one (oto) comparison. The ATAC-seq data are available from the NCBI GEO database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. The supporting data are available at the Figshare repository https://doi.org/10.6084/m9.figshare.21088564. ATAC-seq, assay for transposase-accessible chromatin using sequencing; GEO, Gene Expression Omnibus; KEGG, Kyoto Encyclopedia of Genes and Genomes.
(XLSX) Click here for additional data file.

S1 Text Sample size, Data exclusion, Replication, Randomisation, Blinding, ATAC-Seq Data deposition. (PDF) Click here for additional data file.

## Abbreviations

ASV: amplicon sequence variant
ATAC-seq: assay for transposase-accessible chromatin using sequencing
*Col19a1*: collagen type XIX α1 chain
DAR: differentially accessible region
*Dlg 2*: discs large homolog 2
EGF: epidermal growth factor
FANS: fluorescence-activated nuclei sorting
FDR: false discovery rate
*Fzd9*: Frizzled9
GEO: Gene Expression Omnibus
GO: Gene Ontology
HPA: hypothalamus–pituitary–adrenal
IVC: individually ventilated cage
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDA: linear discriminant function analysis
LDB: light–dark box
*Lrrc4c*: Leucine-Rich Repeat-Containing 4C
MANOVA: multivariate analysis of variance
OF: open field
PCoA: principal coordinate analysis
PCoA1: principal coordinate axis 1
PERMANOVA: permutational analysis of variance
PND: postnatal day
PSD-93: postsynaptic density protein-93
RF: rearing facility
SRT: stress reactivity test
TGFβ: Transforming growth factor beta
TP: time point
TSS: transcription start site

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S2 Table

**S2 Table:** ANOVA results for the effect of rearing facility (RF) and time point (TP) on  $\alpha$ -diversity for males and females separately.

| Sex     | Response value            | Covariate | Df | SumSq    | MeanSq   | F       | p                         |
|---------|---------------------------|-----------|----|----------|----------|---------|---------------------------|
| Males   | Shannon diversity         | RF        | 4  | 0.6656   | 0.16639  | 1.44    | 0.2343                    |
|         |                           | TP        | 1  | 0.6791   | 0.67908  | 5.8769  | 0.0189*                   |
|         |                           | Residuals | 51 | 5.8931   |          |         |                           |
|         | Chao1 richness            | RF        | 4  | 32444    | 8110.9   | 3.9072  | 0.0076*                   |
|         |                           | TP        | 1  | 25840    | 25839.7  | 12.4477 | 8.959×10 <sup>-04</sup> * |
|         |                           | Residuals | 51 | 105869   | 2075.9   |         |                           |
|         | Observed species richness | RF        | 4  | 29390    | 7347.6   | 4.6617  | 0.0028*                   |
|         |                           | TP        | 1  | 4636     | 4636     | 2.9413  | 0.0924                    |
|         |                           | Residuals | 51 | 80384    | 1576.2   |         |                           |
|         | Pielou's evenness         | RF        | 4  | 0.019379 | 0.004845 | 1.8004  | 0.1431                    |
|         |                           | TP        | 1  | 0.013766 | 0.013766 | 5.1158  | 0.0280*                   |
|         |                           | Residuals | 51 | 0.137234 | 0.002691 |         |                           |
| Females | Shannon diversity         | RF        | 4  | 0.7651   | 0.191279 | 1.9047  | 0.1229                    |
|         |                           | TP        | 1  | 0.0059   | 0.005884 | 0.0586  | 0.8096                    |
|         |                           | Residuals | 54 | 5.4228   | 0.100423 |         |                           |
|         | Chao1 richness            | RF        | 4  | 21502    | 5375.6   | 2.9983  | 0.0263*                   |
|         |                           | TP        | 1  | 4302     | 4301.9   | 2.3995  | 0.1272                    |
|         |                           | Residuals | 54 | 96815    | 1792.9   |         |                           |
|         | Observed species richness | RF        | 4  | 49045    | 12261.2  | 9.928   | 4.276×10 <sup>-06</sup> * |
|         |                           | TP        | 1  | 3604     | 3603.7   | 2.918   | 0.0933                    |
|         |                           | Residuals | 54 | 66690    | 1235     |         |                           |
|         | Pielou's evenness         | RF        | 4  | 0.012973 | 0.003243 | 1.4114  | 0.2426                    |
|         |                           | TP        | 1  | 0.000714 | 0.000714 | 0.3105  | 0.5797                    |
|         |                           | Residuals | 54 | 0.124094 | 0.002298 |         |                           |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S3 Table

**S3 Table:** PERMANOVA partitioning variation in microbiome microbial community composition ( $\beta$ -diversity) between rearing facilities (RF), for each timepoint (TP) and sex separately.

| Sex     | Time point (TP) | Covariate | Df | SumSq  | R2     | F      | p                         |
|---------|-----------------|-----------|----|--------|--------|--------|---------------------------|
| Males   | TP1             | RF        | 4  | 1.3324 | 0.2872 | 2.5179 | 9.999×10 <sup>-05</sup> * |
|         |                 | Residual  | 25 | 3.3073 | 0.7128 |        |                           |
|         |                 | Total     | 29 | 4.6397 | 1      |        |                           |
|         | TP2             | RF        | 4  | 0.7666 | 0.2038 | 1.4079 | 0.0004 *                  |
|         |                 | Residual  | 22 | 2.9947 | 0.7962 |        |                           |
|         |                 | Total     | 26 | 3.7613 | 1      |        |                           |
| Females | TP1             | RF        | 4  | 1.107  | 0.2908 | 2.5628 | 9.999×10 <sup>-05</sup> * |
|         |                 | Residual  | 25 | 2.6996 | 0.7092 |        |                           |
|         |                 | Total     | 29 | 3.8066 | 1      |        |                           |
|         | TP2             | RF        | 4  | 0.6665 | 0.1699 | 1.2791 | 0.0444 *                  |
|         |                 | Residual  | 25 | 3.2567 | 0.8301 |        |                           |
|         |                 | Total     | 29 | 3.9231 | 1      |        |                           |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S4 Table — The effect of rearing environment on body weight was evaluated at 3 TPs throughout the study: right before killing within each RF (PND 56; TP1), after the acclimatisation period in the testing facility (PND 75), and at the end of the experiment (PND 102; TP2). Linear models were used to analyse data collected on mouse body weight at PND 56 (TP1) within each RF for males and females (a). RF, litter size, and sex ratio at weaning were used as predictor variables. Linear mixed effect models with the same list of predictor variables as fixed effects were used for the body weight data collected in the testing facility for males and females (b). Cage identification number (cage ID) in the testing facility was used as a random factor. (a) Linear regression model outcomes for body weight data collected in each RF; (b) Linear mixed effect model with type III ANOVA with Satterthwaite’s approximation for body weight data collected at the testing facility. PND, postnatal day; RF, rearing facility; TP, time point.

**S4 Table: Phenotypic variation in body weight of mice is induced by common differences between the rearing conditions in different facilities.**

The effect of rearing environment on body weight was evaluated at three time points throughout the study: right before euthanasia within each rearing facility (PND 56; TP1), after the acclimatization period in the testing facility (PND 75) and at the end of the experiment (PND 102; TP2).

Linear models were used to analyze data collected on mouse body weight at PND 56 (TP1) within each rearing facility for males and females (a). Rearing facility, litter size and sex ratio at weaning were used as predictor variables.

Linear mixed effect models with the same list of predictor variables as fixed effects were used for the body weight data collected in the testing facility for males and females (b). Cage identification number (cage ID) in the testing facility was used as a random factor.

**a)** Linear regression model outcomes for body weight data collected in each rearing facility.

| Sex            | Variables              | Df | Sum Sq  | Mean Sq | F value | p                         |
|----------------|------------------------|----|---------|---------|---------|---------------------------|
| <b>Males</b>   | Rearing Facility       | 4  | 62.619  | 15.6525 | 9.7496  | $9.185 \times 10^{-05} *$ |
|                | Litter size at weaning | 1  | 0.577   | 0.5769  | 0.3593  | 0.5547 <sup>ns</sup>      |
|                | Sex ratio at weaning   | 1  | 0.014   | 0.0141  | 0.0088  | 0.9263 <sup>ns</sup>      |
|                | Residuals              | 23 | 36.925  | 1.6055  |         |                           |
| <b>Females</b> | Rearing Facility       | 4  | 28.6847 | 7.1712  | 8.4225  | $2.447 \times 10^{-04} *$ |
|                | Litter size at weaning | 1  | 4.1711  | 4.1411  | 4.8989  | 0.0371 <sup>ns</sup>      |
|                | Sex ratio at weaning   | 1  | 0.371   | 0.371   | 0.4357  | 0.5158 <sup>ns</sup>      |
|                | Residuals              | 23 | 19.583  | 0.8514  |         |                           |

**b) Linear mixed effect model with type III ANOVA with Satterthwaite's approximation for body weight data collected at the testing facility.**

| Sex                                             | PND                                            | Fixed factors                                   | Sum Sq        | Mean Sq        | num Df        | den Df        | F value        | p                         |
|-------------------------------------------------|------------------------------------------------|-------------------------------------------------|---------------|----------------|---------------|---------------|----------------|---------------------------|
| Males                                           | BW after acclimatization period (PND 75)       | Rearing Facility                                | 20.5856       | 5.1464         | 4             | 52            | 5.1178         | 0.0015*                   |
|                                                 |                                                | Litter size at weaning                          | 1.0737        | 1.0737         | 1             | 52            | 1.0677         | 0.3062 <sup>ns</sup>      |
|                                                 |                                                | Sex ratio at weaning                            | 0.5034        | 0.5034         | 1             | 52            | 0.5006         | 0.4824 <sup>ns</sup>      |
|                                                 |                                                | Number of cage mates after weaning              | 0.1953        | 0.1953         | 1             | 52            | 0.1943         | 0.6612 <sup>ns</sup>      |
|                                                 |                                                | Random factor: Cage ID in the testing lab       |               |                |               |               |                |                           |
|                                                 |                                                | REML criterion at convergence: 399.7            |               |                |               |               |                |                           |
|                                                 |                                                | marginal R2 0.3071549; conditional R2 0.6517345 |               |                |               |               |                |                           |
|                                                 | BW at the end of the experiment (PND 102; TP2) | <b>Fixed factors</b>                            | <b>Sum Sq</b> | <b>Mean Sq</b> | <b>num Df</b> | <b>den Df</b> | <b>F value</b> | <b>p</b>                  |
|                                                 |                                                | Rearing Facility                                | 19.1941       | 4.7985         | 4             | 52            | 3.5935         | 0.0116*                   |
|                                                 |                                                | Litter size at weaning                          | 0.2587        | 0.2587         | 1             | 52            | 0.1938         | 0.6616 <sup>ns</sup>      |
|                                                 |                                                | Sex ratio at weaning                            | 0.8734        | 0.8734         | 1             | 52            | 0.6541         | 0.4223 <sup>ns</sup>      |
|                                                 |                                                | Number of cage mates after weaning              | 1.0087        | 1.0087         | 1             | 52            | 0.7554         | 0.3888 <sup>ns</sup>      |
|                                                 |                                                | Random factor: Cage ID in the testing lab       |               |                |               |               |                |                           |
|                                                 |                                                | REML criterion at convergence: 429.4            |               |                |               |               |                |                           |
| marginal R2 0.2106322; conditional R2 0.5912489 |                                                |                                                 |               |                |               |               |                |                           |
| Females                                         | <b>PND</b>                                     | <b>Fixed factors</b>                            | <b>Sum Sq</b> | <b>Mean Sq</b> | <b>num Df</b> | <b>den Df</b> | <b>F value</b> | <b>p</b>                  |
|                                                 | BW after acclimatization period (PND 75)       | Rearing Facility                                | 18.1681       | 4.542          | 4             | 52            | 9.0795         | 1.221×10 <sup>-05</sup> * |
|                                                 |                                                | Litter size at weaning                          | 0.1548        | 0.1548         | 1             | 52            | 0.3095         | 0.5804 <sup>ns</sup>      |
|                                                 |                                                | Sex ratio at weaning                            | 0.074         | 0.074          | 1             | 52            | 0.1479         | 0.7022 <sup>ns</sup>      |
|                                                 |                                                | Number of cage mates after weaning              | 0.0361        | 0.0361         | 1             | 52            | 0.0722         | 0.7892 <sup>ns</sup>      |
|                                                 |                                                | Random factor: Cage ID in the testing lab       |               |                |               |               |                |                           |
|                                                 |                                                | REML criterion at convergence: 399.7            |               |                |               |               |                |                           |
|                                                 |                                                | marginal R2 0.3071549; conditional R2 0.6517345 |               |                |               |               |                |                           |
|                                                 | BW at the end of the experiment (PND 102; TP2) | <b>Fixed factors</b>                            | <b>Sum Sq</b> | <b>Mean Sq</b> | <b>num Df</b> | <b>den Df</b> | <b>F value</b> | <b>p</b>                  |
|                                                 |                                                | Rearing Facility                                | 17.5852       | 4.3963         | 4             | 52            | 6.9142         | 1.533×10 <sup>-04</sup> * |
|                                                 |                                                | Litter size at weaning                          | 0.0314        | 0.0314         | 1             | 52            | 0.0494         | 0.8250 <sup>ns</sup>      |
|                                                 |                                                | Sex ratio at weaning                            | 0.0118        | 0.0118         | 1             | 52            | 0.0186         | 0.8921 <sup>ns</sup>      |
|                                                 |                                                | Number of cage mates after weaning              | 0.2106        | 0.2106         | 1             | 52            | 0.3312         | 0.5674 <sup>ns</sup>      |
|                                                 |                                                | Random factor: Cage ID in the testing lab       |               |                |               |               |                |                           |
| REML criterion at convergence: 429.4            |                                                |                                                 |               |                |               |               |                |                           |
| marginal R2 0.2106322; conditional R2 0.5912489 |                                                |                                                 |               |                |               |               |                |                           |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S5 Table — MANOVA outcomes and statistics for males and females. The RF was defined as a main independent (predictor) variable. Additional covariates were included in the model based on the published evidence, which suggests that they might affect behavioral phenotype. List of the nuisance variables includes: litter size at weaning [1,2], sex ratio at weaning [3,4], and number of cage mates after weaning [5]. In addition, we included the stage of oestrous cycle at the time of testing (OF ECS and LDB ECS) in females, because of its effects on behaviour [6–8]. The results were confirmed by comparing the Pillai’s Trace outcome with outcomes of 3 different test statistics. The proportion of variation in behaviour of mice, which is solely attributed to differences in rearing environments, was calculated by dividing the Pillai’s trace by the degrees of freedom. MANOVA outcomes and statistics for behavioural parameters. LDB, light–dark box; MANOVA, multivariate analysis of variance; OF, open field; RF, rearing facility.

**S5 Table: Phenotypic variation in behavior of mice is modified by common differences between the rearing conditions in different facilities.**

MANOVA outcomes and statistics for males and females. The rearing facility was defined as a main independent (predictor) variable. Additional covariates were included in the model based on the published evidence, which suggests that they might affect behavioral phenotype. List of the nuisance variables includes: litter size at weaning (1,2), sex ratio at weaning (3,4) and number of cage mates after weaning (5). In addition, we included the stage of oestrous cycle at the time of testing (OF ECS and LDB ECS) in females, because of its effects on behaviour (6–8). The results were confirmed by comparing the Pillai's Trace outcome with outcomes of three different test statistics. The proportion of variation in behaviour of mice, which is solely attributed to differences in rearing environments, was calculated by dividing the Pillai's trace by the degrees of freedom.

MANOVA outcomes and statistics for behavioural parameters.

| Sex     | Variables                          | Df | Test statistic        | approx. F        | num Df        | den Df                   | p                        |
|---------|------------------------------------|----|-----------------------|------------------|---------------|--------------------------|--------------------------|
| Males   | Rearing Facility                   | 4  | 0.86346               | 2.29409          | 24            | 200                      | 9.85×10 <sup>-04</sup> * |
|         | Litter size at weaning             | 1  | 0.14918               | 1.37344          | 6             | 47                       | 0.2450 <sup>ns</sup>     |
|         | Sex ratio at weaning               | 1  | 0.08369               | 0.71544          | 6             | 47                       | 0.6390 <sup>ns</sup>     |
|         | Number of cage mates after weaning | 1  | 0.1701                | 1.60553          | 6             | 47                       | 0.1667 <sup>ns</sup>     |
|         | <b>Rearing Facility</b>            |    | <b>Test statistic</b> | <b>approx. F</b> | <b>Df (F)</b> | <b>p</b>                 |                          |
|         | Pillai's Trace                     |    | 0.86346               | 2.29409          | 24, 200       | 9.85×10 <sup>-04</sup> * |                          |
|         | Wilk's Lambda                      |    | 0.35883               | 2.35026          | 24, 165       | 8.72×10 <sup>-04</sup> * |                          |
|         | Hotelling-Lawley Trace             |    | 1.23437               | 2.34015          | 24, 182       | 8.29×10 <sup>-04</sup> * |                          |
| Females | Roy's Largest Root                 |    | 0.52668               | 4.389            | 6, 1950       | 0.0012 <sup>ns</sup>     |                          |
|         | <b>Rearing Facility</b>            |    | <b>Test statistic</b> | <b>approx. F</b> | <b>Df (F)</b> | <b>p</b>                 |                          |
|         | Pillai's Trace                     |    | 0.74167               | 1.821            | 24, 192       | 0.0144*                  |                          |
|         | Wilk's Lambda                      |    | 0.4207                | 1.5877           | 24, 158       | 0.0132*                  |                          |
|         | Hotelling-Lawley Trace             |    | 1.02484               | 1.8575           | 24, 174       | 0.0125*                  |                          |
|         | Roy's Largest Root                 |    | 0.53902               | 4.3122           | 6, 48         | 0.0015*                  |                          |
|         | Rearing Facility                   | 4  | 0.74167               | 1.821            | 24            | 192                      | 0.0144 *                 |
|         | Litter size at weaning             | 1  | 0.17471               | 1.5877           | 6             | 45                       | 0.1728 <sup>ns</sup>     |
|         | Sex ratio at weaning               | 1  | 0.05987               | 0.4776           | 6             | 45                       | 0.8214 <sup>ns</sup>     |
|         | Number of cage mates after weaning | 1  | 0.06705               | 0.539            | 6             | 45                       | 0.7757 <sup>ns</sup>     |
|         | OF ECS                             | 1  | 0.40478               | 5.1005           | 6             | 45                       | 0.0005*                  |
|         | LDB ECS                            | 1  | 0.50042               | 7.5127           | 6             | 45                       | 1.30×10 <sup>-05</sup> * |

1. Tanaka T. Effects of litter size on behavioral development in mice. *Reproductive Toxicology*. 1998 Nov;12(6):613–7.
2. Salari AA, Samadi H, Homberg JR, Kosari-Nasab M. Small litter size impairs spatial memory and increases anxiety- like behavior in a strain-dependent manner in male mice. *Sci Rep*. 2018 Dec;8(1):11281.
3. Namikas J, Wehmer F. Gender composition of the litter affects behavior of male mice. *Behav Biol*. 1978 Jun;23(2):219–24.
4. Laviola G, Alleva E. Sibling effects on the behavior of infant mouse litters (*Mus domesticus*). *Journal of Comparative Psychology*. 1995;109(1):68–75.
5. Horii Y, Nagasawa T, Sakakibara H, Takahashi A, Tanave A, Matsumoto Y, et al. Hierarchy in the home cage affects behaviour and gene expression in group-housed C57BL/6 male mice. *Sci Rep*. 2017 Dec;7(1):6991.
6. Jaric I, Rocks D, Grealley JM, Suzuki M, Kundakovic M. Chromatin organization in the female mouse brain fluctuates across the oestrous cycle. *Nat Commun*. 2019 Dec;10(1):2851.
7. Jaric I, Rocks D, Cham H, Herchek A, Kundakovic M. Sex and Estrous Cycle Effects on Anxiety- and Depression-Related Phenotypes in a Two-Hit Developmental Stress Model. *Front Mol Neurosci*. 2019;12:74.
8. Chen W, Shields J, Huang W, King JA. Female fear: influence of estrus cycle on behavioral response and neuronal activation. *Behav Brain Res*. 2009 Jul 19;201(1):8–13.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S6 Table — The rearing facility was defined as a grouping variable, while the 6 behavioral measures served as predictor variables. (OF = open field test, LDB = light–dark box test).

**S6\_Table:** Loadings of a LDA for male and female behaviour. The rearing facility was defined as a grouping variable, while the six behavioral measures served as predictor variables. (OF=open field test, LDB=light-dark box test).

| Sex            | Test                   | LD1     | LD2     | LD3     | LD4     |
|----------------|------------------------|---------|---------|---------|---------|
| <b>Males</b>   | OF distance            | 0.854   | -0.3871 | -0.7171 | -0.1959 |
|                | OF time center         | -0.4286 | 0.3425  | 0.0036  | -0.7893 |
|                | OF latency             | -0.5578 | 0.5945  | -0.7424 | -0.5394 |
|                | LDB time light         | 0.7345  | 0.8493  | 0.1656  | -0.2777 |
|                | LDB entries into light | 0.1125  | 0.6679  | -0.1703 | 0.7091  |
|                | LDB latency            | 0.277   | 0.1903  | 0.0283  | -0.1056 |
| Sex            | Test                   | LD1     | LD2     | LD3     | LD4     |
| <b>Females</b> | OF distance            | 0.8961  | -0.204  | 0.8567  | -0.0828 |
|                | OF time center         | -0.6191 | -1.0171 | 0.2796  | 0.2336  |
|                | OF latency             | -0.2851 | -0.0715 | 0.3807  | -0.4671 |
|                | LDB time light         | -0.4893 | -0.4805 | -0.1006 | -0.4322 |
|                | LDB entries into light | 0.1472  | -0.2259 | -1.3008 | 0.0167  |
|                | LDB latency            | -0.2132 | 0.0024  | -0.1594 | 0.8519  |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S7 Table

**S7 Table:** Classification based on LDA of behaviour of males and females.

| Males                        |      | Predicted Rearing Facility (RF) |      |      |      |      |
|------------------------------|------|---------------------------------|------|------|------|------|
| Actual Rearing Facility (RF) | RF 1 | RF 1                            | RF 2 | RF 3 | RF 4 | RF 5 |
|                              | RF 1 | 7                               | 1    | 2    | 1    | 1    |
|                              | RF 2 | 0                               | 7    | 2    | 2    | 1    |
|                              | RF 3 | 1                               | 1    | 9    | 1    | 0    |
|                              | RF 4 | 2                               | 2    | 1    | 7    | 0    |
|                              | RF 5 | 2                               | 2    | 1    | 2    | 5    |

  

| Females                      |      | Predicted Rearing Facility (RF) |      |      |      |      |
|------------------------------|------|---------------------------------|------|------|------|------|
| Actual Rearing Facility (RF) | RF 1 | RF 1                            | RF 2 | RF 3 | RF 4 | RF 5 |
|                              | RF 1 | 6                               | 1    | 1    | 3    | 1    |
|                              | RF 2 | 1                               | 6    | 2    | 1    | 2    |
|                              | RF 3 | 1                               | 0    | 8    | 2    | 1    |
|                              | RF 4 | 2                               | 2    | 2    | 6    | 0    |
|                              | RF 5 | 1                               | 1    | 2    | 2    | 6    |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S8 Table — Statistical outcomes of plasma corticosterone measures for males and females. We applied linear models, with the covariates rearing facility, litter size at weaning, sex ratio at weaning, and number of cage mates after weaning. In females, the stage of oestrous cycle on the testing day was also included, and data were grouped into high- and low-oestrogen state.

**S8 Table: Phenotypic differences of the HPA stress profile in mice cannot be explained by common differences between the rearing conditions in different facilities.**

Statistical outcomes of plasma corticosterone measures for males and females. We applied linear models, with the covariates rearing facility, litter size at weaning, sex ratio at weaning and number of cage mates after weaning. In females, the stage of oestrous cycle on the testing day was also included, and data were grouped into high- and low-oestrogen state.

| Sex     | Value    | Variables                          | Df | Sum Sq  | Mean Sq | F value | p                         |
|---------|----------|------------------------------------|----|---------|---------|---------|---------------------------|
| Males   | Basal    | Rearing Facility                   | 4  | 1089.3  | 272.3   | 0.7134  | 0.5865 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 2820.5  | 2820.5  | 7.3891  | 0.0089*                   |
|         |          | Sex ratio at weaning               | 1  | 83.2    | 83.2    | 0.2179  | 0.6426 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 8152.7  | 8152.7  | 21.3581 | 2.549×10 <sup>-05</sup> * |
|         |          | Residuals                          | 52 | 19849.2 | 381.7   |         |                           |
|         | Response | Rearing Facility                   | 4  | 15273   | 3818    | 0.6879  | 0.6036 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 475     | 475     | 0.0856  | 0.7710 <sup>ns</sup>      |
|         |          | Sex ratio at weaning               | 1  | 598     | 598     | 0.1078  | 0.7440 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 39812   | 39812   | 7.1723  | 0.0099*                   |
|         |          | Residuals                          | 52 | 288646  | 5551    |         |                           |
|         | Recovery | Rearing Facility                   | 4  | 29750   | 7437.6  | 2.9757  | 0.0275 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 27      | 27.4    | 0.011   | 0.9170 <sup>ns</sup>      |
|         |          | Sex ratio at weaning               | 1  | 1137    | 1136.8  | 0.4548  | 0.5030 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 1277    | 1276.8  | 0.5109  | 0.4780 <sup>ns</sup>      |
|         |          | Residuals                          | 52 | 129971  | 2499.4  |         |                           |
| Sex     | Value    | Variables                          | Df | Sum Sq  | Mean Sq | F value | p                         |
| Females | Basal    | Rearing Facility                   | 4  | 3128    | 782     | 0.6902  | 0.6021 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 1296    | 1295.5  | 1.1433  | 0.2900 <sup>ns</sup>      |
|         |          | Sex ratio at weaning               | 1  | 46      | 46.1    | 0.0407  | 0.8409 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 73      | 73      | 0.0644  | 0.8006                    |
|         |          | CORT ESC                           | 1  | 26958   | 26957.9 | 23.7911 | 1.093×10 <sup>-05</sup> * |
|         |          | Residuals                          | 51 | 57788   | 1131.1  |         |                           |
|         | Response | Rearing Facility                   | 4  | 39010   | 9752.5  | 1.7054  | 0.1632 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 17      | 17.5    | 0.0031  | 0.9561 <sup>ns</sup>      |
|         |          | Sex ratio at weaning               | 1  | 471     | 471.2   | 0.0824  | 0.7752 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 4331    | 4330.6  | 0.7573  | 0.3883 <sup>ns</sup>      |
|         |          | CORT ESC                           | 1  | 1542    | 1541.9  | 0.2696  | 0.6058 <sup>ns</sup>      |
|         |          | Residuals                          | 51 | 288646  | 5551    |         |                           |
|         | Recovery | Rearing Facility                   | 4  | 41128   | 10281.9 | 1.2577  | 0.2987 <sup>ns</sup>      |
|         |          | Litter size at weaning             | 1  | 18892   | 18892   | 2.3109  | 0.1346 <sup>ns</sup>      |
|         |          | Sex ratio at weaning               | 1  | 1943    | 1942.9  | 0.2377  | 0.6280 <sup>ns</sup>      |
|         |          | Number of cage mates after weaning | 1  | 2       | 1.6     | 0.0002  | 0.9891 <sup>ns</sup>      |
|         |          | CORT ESC                           | 1  | 7510    | 7510.1  | 0.9186  | 0.3424 <sup>ns</sup>      |
|         |          | Residuals                          | 51 | 416938  | 8175.3  |         |                           |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S9 Table — Statistical outcomes for relative adrenal gland weight data collected at the testing laboratory (TP1; PND 56) for males and females. Linear mixed effect models were used with rearing facility, litter size at weaning, sex ratio at weaning, and number of cage mates after weaning as fixed effect, while the cage ID in the testing facility was defined as a random factor. Linear mixed effect model with type III ANOVA with Satterthwaite’s approximation for relative adrenal gland weight for males.

**S9 Table: Phenotypic variation in relative adrenal weight of mice is induced by common differences between the rearing conditions in different facilities.**

Statistical outcomes for relative adrenal gland weight data collected at the testing laboratory (TP1; PND 56) for males and females. Linear mixed effect models were used with rearing facility, litter size at weaning, sex ratio at weaning and number of cage mates after weaning as fixed effect, while the cage ID in the testing facility was defined as a random factor.

Linear mixed effect model with type III ANOVA with Satterthwaite's approximation for relative adrenal gland weight for males.

| Sex     | Fixed factors                                   | Sum Sq               | Mean Sq                  | num Df | den Df | F value | p                        |
|---------|-------------------------------------------------|----------------------|--------------------------|--------|--------|---------|--------------------------|
| Males   | Rearing Facility                                | 6.06e <sup>-05</sup> | 1.5138×10 <sup>-05</sup> | 4      | 52     | 5.4086  | 1.02×10 <sup>-03</sup> * |
|         | Litter size at weaning                          | 2.48e <sup>-06</sup> | 2.4788×10 <sup>-06</sup> | 1      | 52     | 0.8857  | 0.3510 <sup>ns</sup>     |
|         | Sex ratio at weaning                            | 1.26e <sup>-06</sup> | 1.2639×10 <sup>-06</sup> | 1      | 52     | 0.4516  | 0.5045 <sup>ns</sup>     |
|         | Number of cage mates after weaning              | 9.61e <sup>-07</sup> | 9.6140×10 <sup>-07</sup> | 1      | 52     | 0.3435  | 0.5603 <sup>ns</sup>     |
|         | Random factor: Cage ID in the testing lab       |                      |                          |        |        |         |                          |
|         | REML criterion at convergence: -1032.6          |                      |                          |        |        |         |                          |
|         | marginal R2 0.2589189; conditional R2 0.3630702 |                      |                          |        |        |         |                          |
| Females | Rearing Facility                                | 5.56e <sup>-05</sup> | 1.39e <sup>-05</sup>     | 4      | 52     | 0.9054  | 0.4677*                  |
|         | Litter size at weaning                          | 6.99e <sup>-07</sup> | 6.99e <sup>-06</sup>     | 1      | 52     | 0.0456  | 0.8318 <sup>ns</sup>     |
|         | Sex ratio at weaning                            | 3.50e <sup>-05</sup> | 3.50e <sup>-06</sup>     | 1      | 52     | 2.2827  | 0.1369 <sup>ns</sup>     |
|         | Number of cage mates after weaning              | 1.02e <sup>-05</sup> | 1.02e <sup>-05</sup>     | 1      | 52     | 0.6636  | 0.4190 <sup>ns</sup>     |
|         | Random factor: Cage ID in the testing lab       |                      |                          |        |        |         |                          |
|         | REML criterion at convergence: -1032.6          |                      |                          |        |        |         |                          |
|         | marginal R2 0.2589189; conditional R2 0.3630702 |                      |                          |        |        |         |                          |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S10 Table — Manhattan distance between all samples was used as input.

**S10 Table:** PERMANOVA partitioning variation in chromatin accessibility profile between rearing facilities and processing batches. Manhattan distance between all samples was used as input.

| Chromatin accessibility profile | Rearing Laboratory |                        | Processing Batch |        |
|---------------------------------|--------------------|------------------------|------------------|--------|
|                                 | Sum Sq             | p                      | Sum Sq           | p      |
| all sites TP1                   | 55.33              | 1.00e <sup>-04</sup> * | 11.13            | 0.1431 |
| all sites TP2                   | 36.79              | 1.00e <sup>-04</sup> * | 12.93            | 0.3862 |
| open chromatin sites TP1        | 77.53              | 1.00e <sup>-04</sup> * | 10.01            | 0.0063 |
| open chromatin sites TP2        | 70.91              | 1.00e <sup>-04</sup> * | 6.5              | 0.3343 |
| closed chromatin sites TP1      | 48.24              | 1.00e <sup>-04</sup> * | 11.83            | 0.1998 |
| closed chromatin sites TP2      | 28.44              | 1.00e <sup>-04</sup> * | 14.37            | 0.4184 |

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S11 Table

**S11 Table:** The litter size, the litter sex ratio and number of pups weaned from each litter across rearing facilities.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S12 Table — Several highly correlated variables were removed before a multivariate analysis. Only variables with moderated correlations amongst each other were used. (a) Pearson product moment correlations for behavioural measures for males. Mean absolute correlation coefficient for males was 0.20. (b) Pearson product moment correlations for behavioural measures for females. Mean absolute correlation coefficient for females: 0.29.

**S12 Table:** Pearson product moment correlations for behavioural measures for males **(a)** and females **(b)**. Several highly correlated variables were removed before a multi-variate analysis. Only variables with moderated correlations amongst each other were used.

**a)** Pearson product moment correlations for behavioural measures for males. Mean absolute correlation coefficient for males was 0.20.

[illegible]

**b)** Pearson product moment correlations for behavioural measures for females. Mean absolute correlation coefficient for females: 0.29.

[illegible]

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S1 Fig — BT mice, mice used for behavioural testing; GD, gestational day; LDB, light–dark box test; MA mice, mice that were not behaviourally tested and used for chromatin profiling and gut microbiome composition analysis; OF, open field test; PND, postnatal day; SRT,: stress reactivity test; TP, time point.

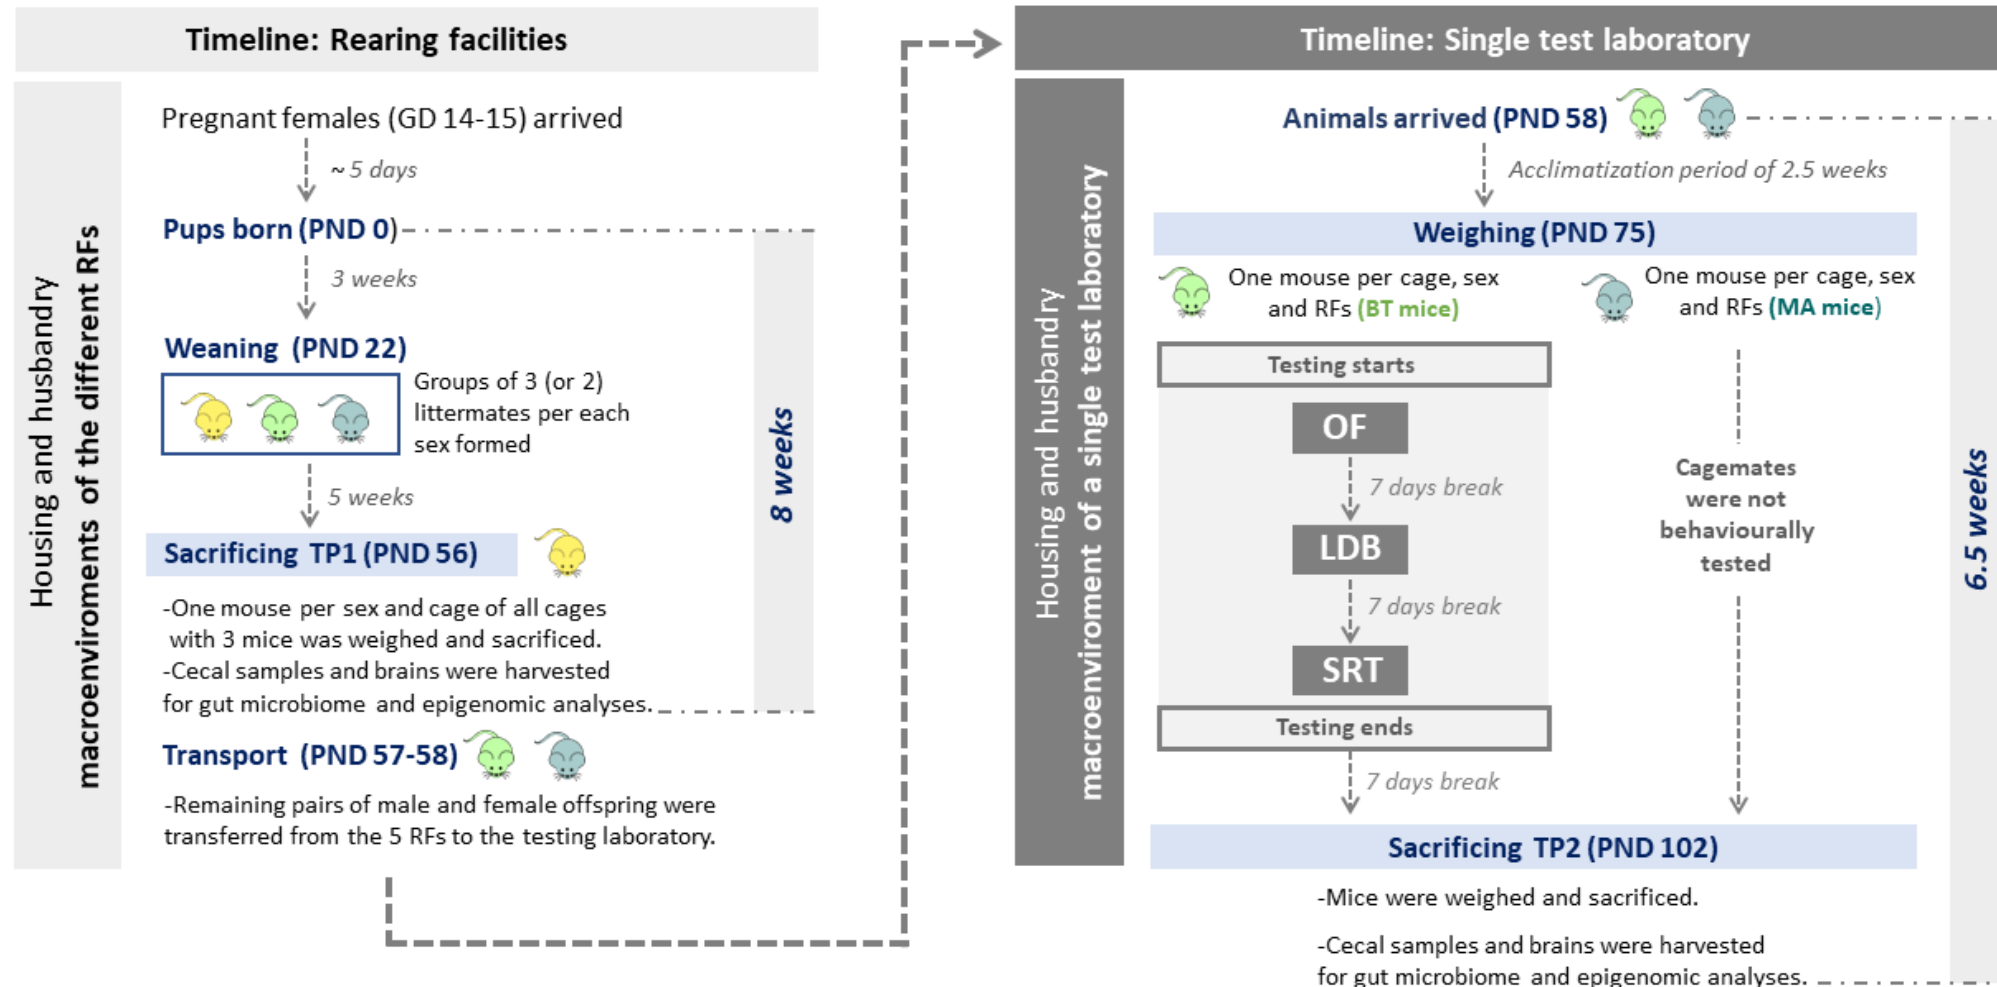

**S1 Figure: Timeline of the study.** GD: gestational day; PND: postnatal day; TP: time point; BT mice: mice used for behavioural testing mice; MA mice: mice that were not behaviourally tested and used for chromatin profiling and gut microbiome composition analysis. OF: open field test; LDB: light-dark box test; SRT: Stress reactivity test.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S2 Fig — (a) Dendrogram representing relationship between samples from mice at TP1 following hierarchical clustering (average linkage). Horizontal bars below the dendrogram represent sample identity in relation to rearing facility (first bar) or diet supplier (second bar). (b) Mean abundance of amplicon sequence variants (ASVs) identified as differentially abundant between the 2 diet suppliers aggregated by phylum (left) and order (right). Significance symbols represent results from Wilcoxon paired-rank test. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087688. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.

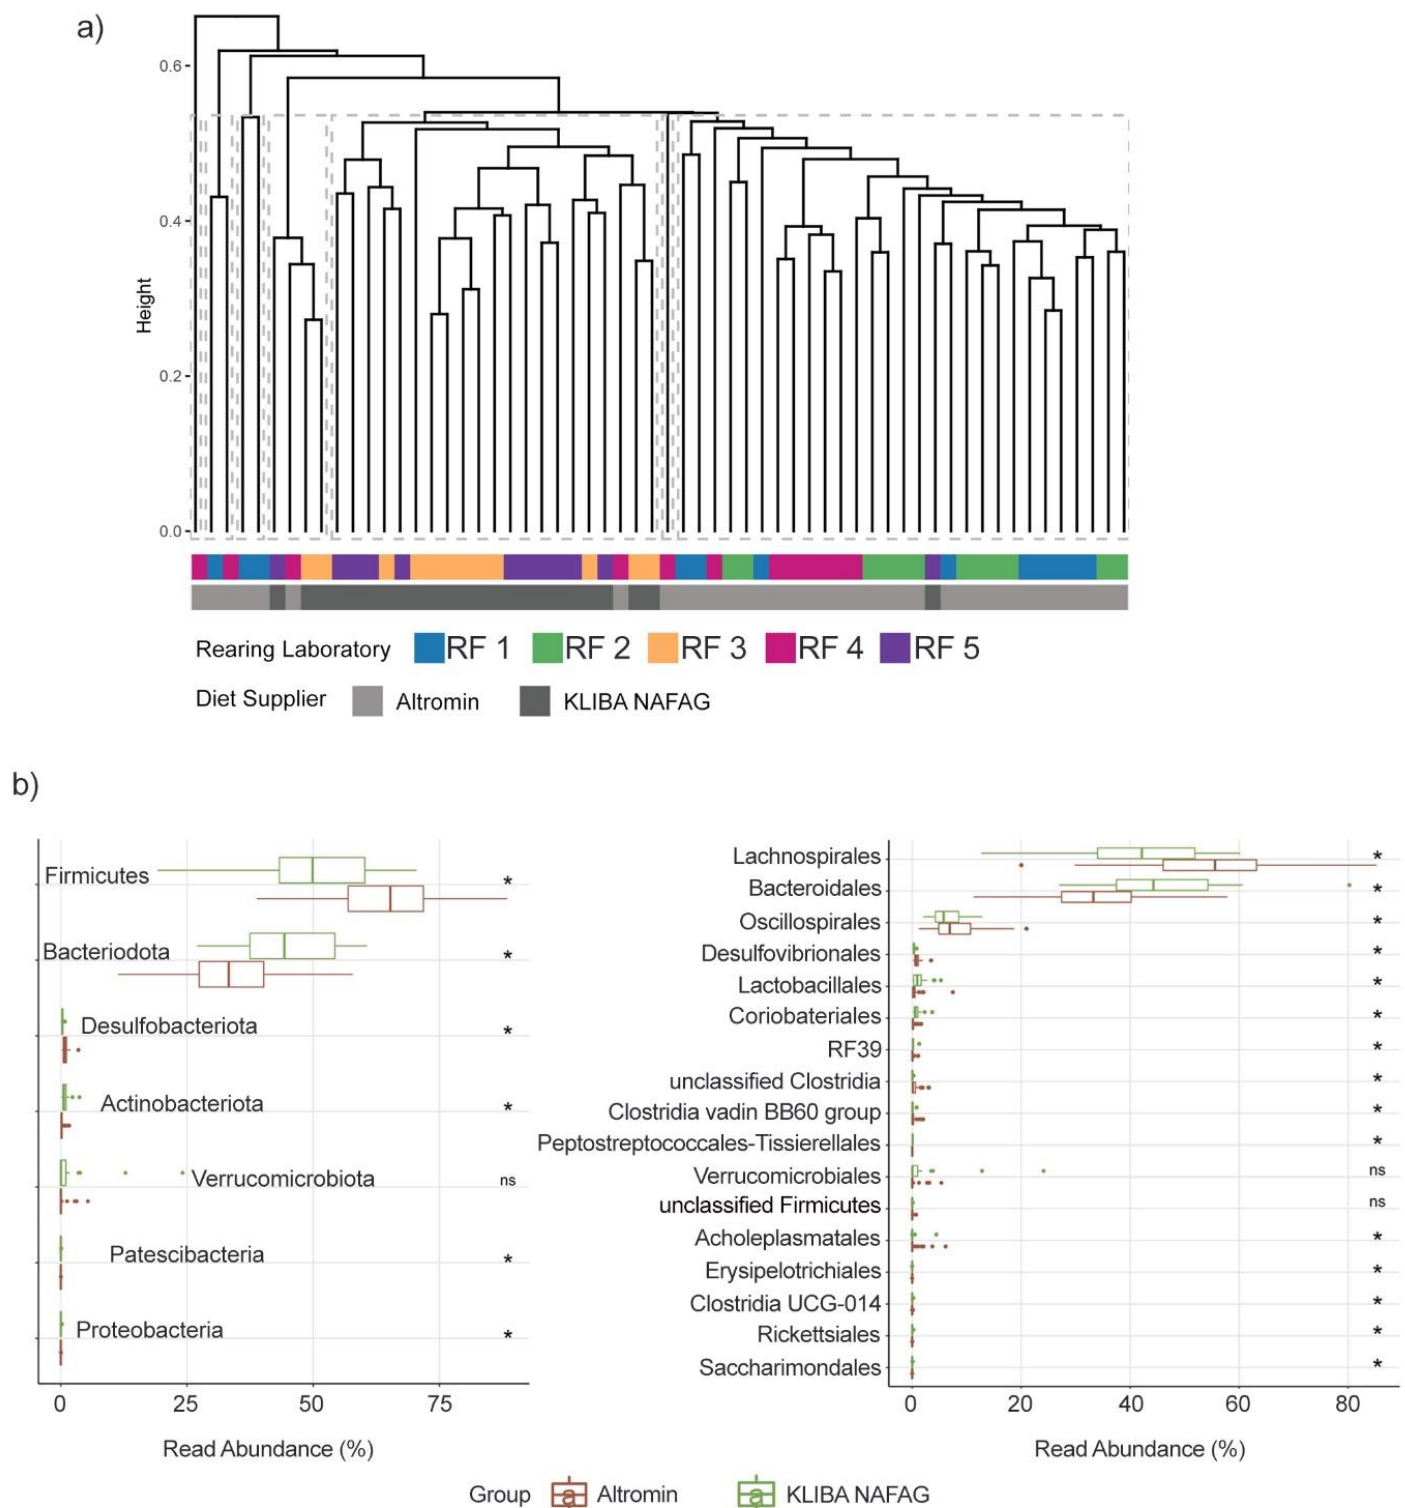

**S2 Figure: Diet suppliers: Differentially abundant taxa. a)** Dendrogram representing relationship between samples from mice at TP1 following hierarchical clustering (average linkage). Horizontal bars below the dendrogram represent sample identity in relation to rearing facility (first bar) or diet supplier (second bar). **b)** Mean abundance of amplicon sequence variants (ASVs) identified as differentially abundant between the two diet suppliers aggregated by phylum (left) and order (right). Significance symbols represent results from Wilcoxon paired-rank test. The raw data underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087688>. The 16S rRNA gene sequencing data available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S3 Fig — Results of the open field (a, b) and light-dark box (c) tests are presented in females depending on the oestrous cycle stage determined immediately after behavioral testing. There was a significant effect of oestrogen status on time spent in the centre (b) and time spent in the light compartment (c) with high-oestrogenic females showing marginally higher activity than low-oestrogenic females. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087718.

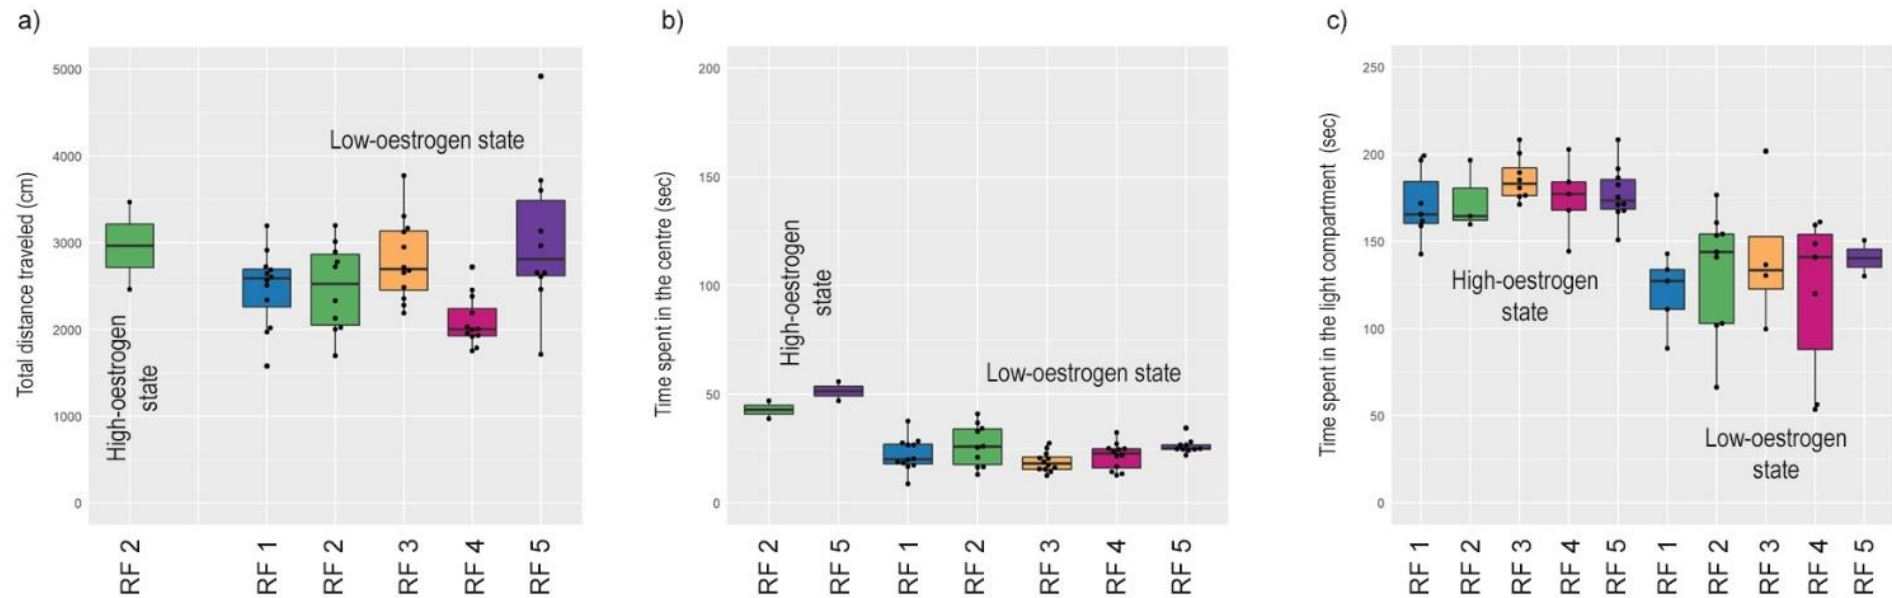

**S3 Figure: Oestrous cycle-dependent effects on behavioral phenotype in female mice from different rearing facilities.** Results of the open field (**a**, **b**) and light-dark box (**c**) tests are presented in females depending on the oestrous cycle stage determined immediately after behavioral testing. There was a significant effect of oestrogen status on time spent in the center (**b**) and time spent in the light compartment (**c**) with high-oestrogenic females showing marginally higher activity than low-oestrogenic females (**a**). The raw data underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087718>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S4 Fig — Results are presented depending on the oestrous cycle stage determined after HPA reactivity tests. There was a significant effect of oestrogen status on basal corticosterone levels, with high-oestrogenic females showing lower basal corticosterone levels than low estrogenic females. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087799.

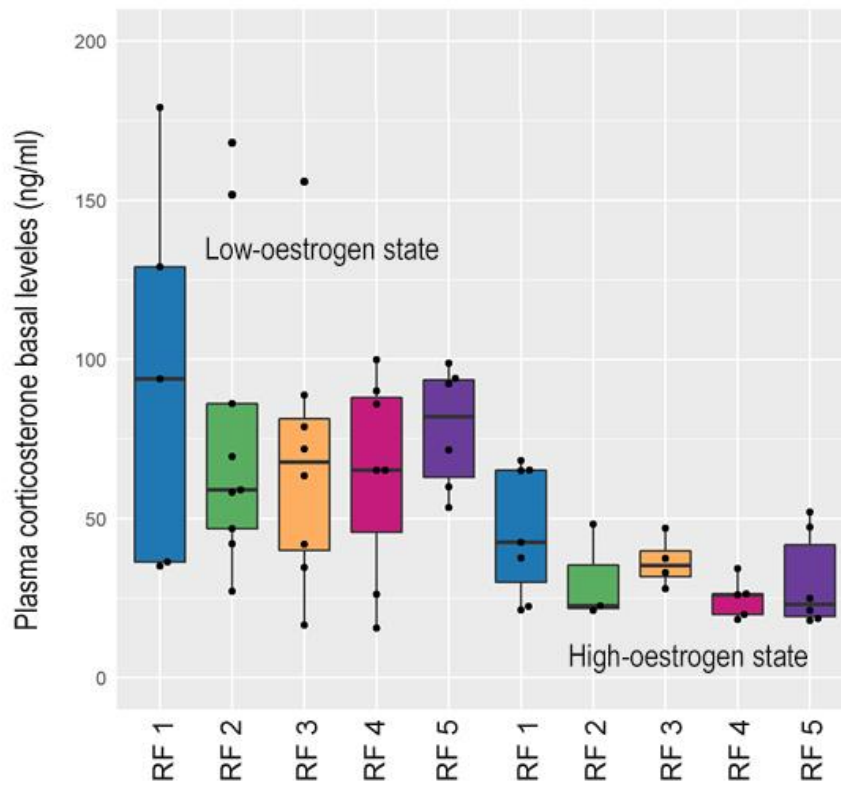

**S4 Figure: Oestrous cycle-dependent effects on basal corticosterone levels in female mice from different rearing facilities.** Results are presented depending on the oestrous cycle stage determined after HPA reactivity tests. There was a significant effect of oestrogen status on basal corticosterone levels, with high-oestrogenic females showing lower basal corticosterone levels than low estrogenic females. The raw data underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087799>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S5 Fig — (a) PCoA of the ATAC-seq data. (b) Manhatten distances between samples for closed chromatin sites visualised by t-SNE. (c) The number of significant differentially accessible peaks associated to each of rearing environments in a given TP (one-to-many comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5. (d) The number of significant differentially accessible peaks between groups in a given TP (one-to-one comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5). (e) Chromatin accessibility profiles of the Col19a1, Dlg 2, Fzd9, and Lrrc4c. Shown are genomic coordinates of differential ATAC-seq peaks. The raw data underlying this figure are available from the NCBI GEO database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022. ATAC-seq, assay for transposase-accessible chromatin using sequencing; Dlg 2, discs large homolog 2; FDR, false discovery rate; Fzd9, Frizzled9; GEO, Gene Expression Omnibus; Lrrc4c, Leucine-Rich Repeat-Containing 4C; PCoA, principal coordinate analysis; TP, time point.

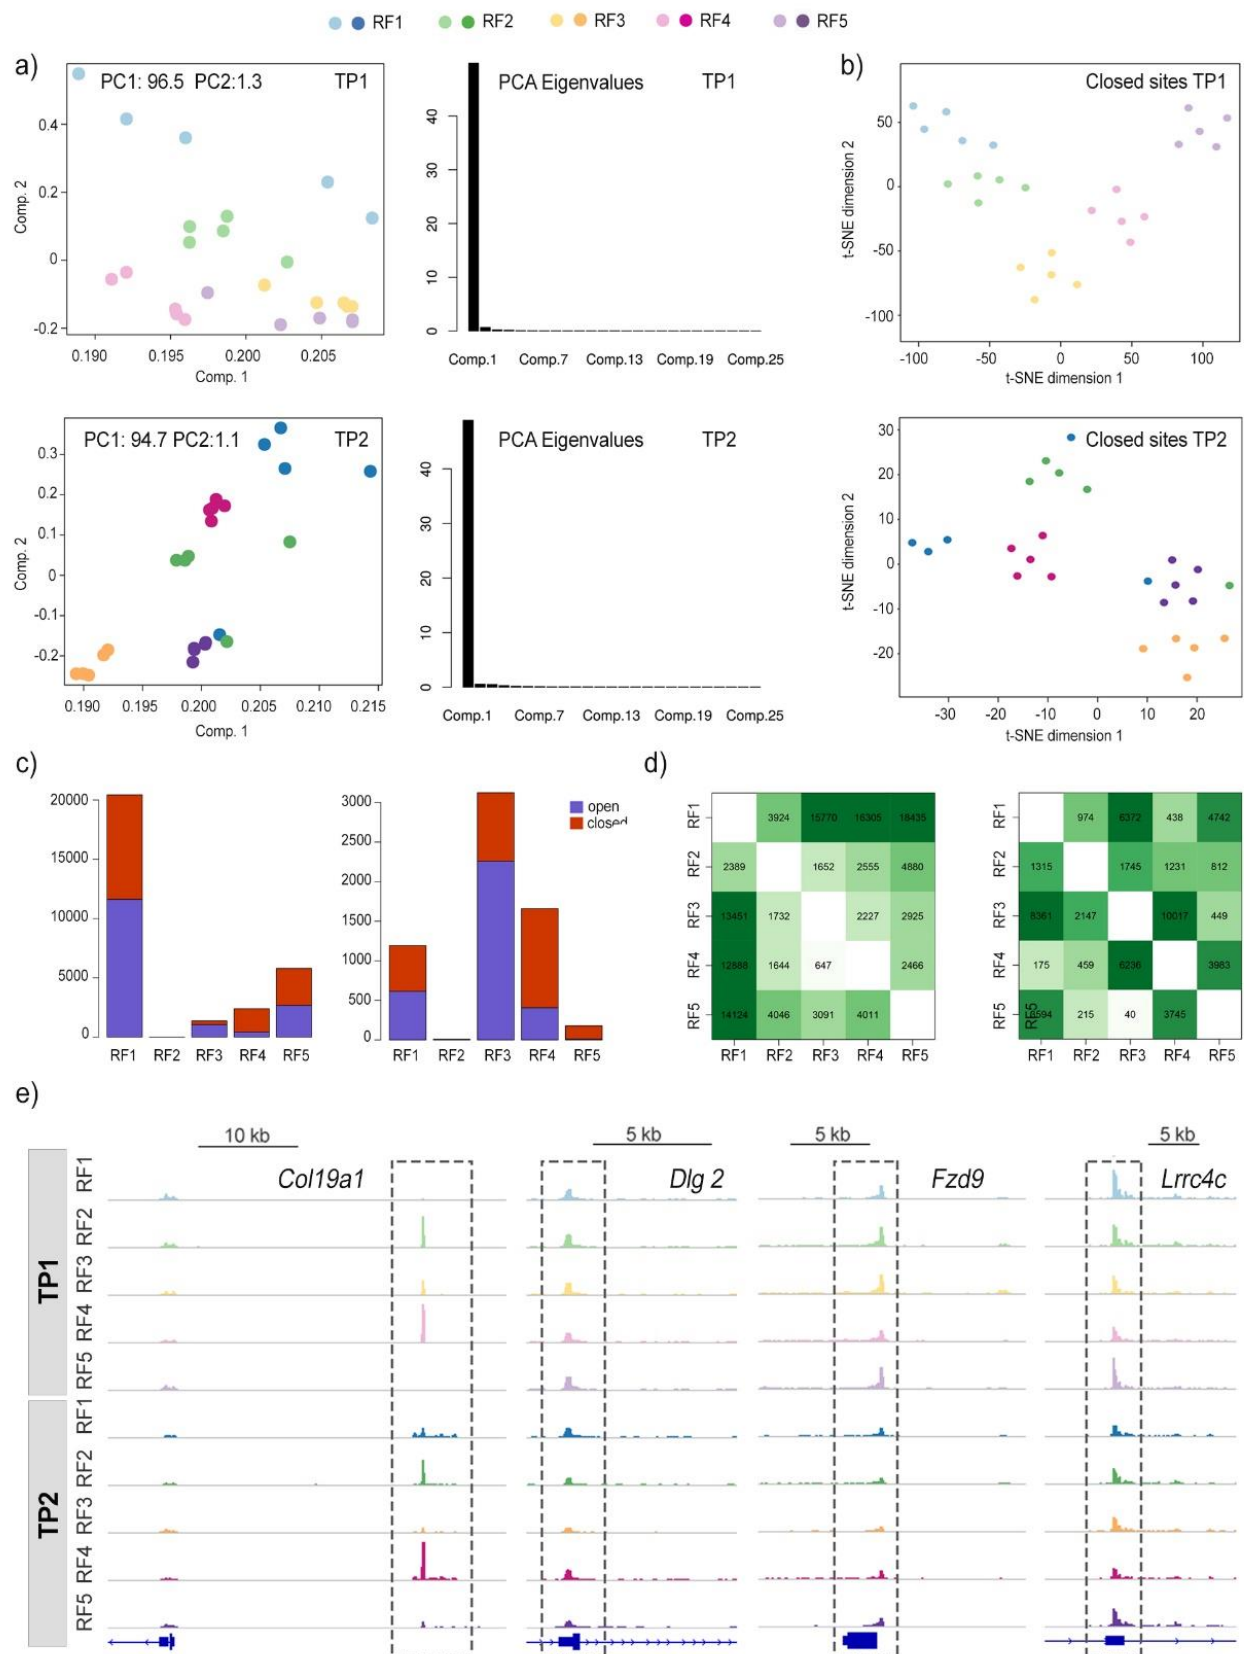

**S5 Figure: Neuronal chromatin accessibility differs in males from different rearing facilities. a)** Principal component analysis of the ATAC-seq data. **b)** Manhattan distances between samples for closed chromatin sites visualized by t-SNE. **c)** The number of significant differentially accessible peaks associated to each of rearing environments in a given timepoint (one-to-many comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5). **d)** The number of significant differentially accessible peaks between groups in a given timepoint (one-to-one comparison; adjusted for multiple testing FDR < 0.01 and abs(logFC) > 0.5). **e)** Chromatin accessibility profiles of the *Col19a1*, *Dlg 2*, *Fzd9* and *Lrrc4c*. Shown are genomic coordinates of differential ATAC-seq peaks. The raw data underlying this figure are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository <https://github.com/MWSchmid/Jaric-et-al.-2022>.

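Against the mean of the other 4 RFs, RF1 had 21611 DARs at TP1, RF5 7622, RF4 3573, RF3 2881 and RF2 346 (edgeR quasi-likelihood test, FDR below 0.01 and an absolute log2 fold change of at least 0.5). At TP2, RF3 had 5166, RF1 3411, RF4 2684, RF5 1308 and RF2 249. These numbers at TP2 depended on the libraries used: RF1 had 421 without replicate 1 and 11761 without replicate 5, more than RF3 with 7787, and with libraries within the sampling noise summed and no replicate block RF5 had 1 and RF2 0. With the mean of each 1 Mb region taken out, the order changed at both TPs. RF5 then had 4990 and RF1 3889 at TP1, and at TP2 RF1 had 1130, RF5 477 and RF3 387. The share of peaks that were higher depended on the scaling. In RF1 at TP1, 12997 peaks were higher and 8614 lower, and with library size as the only scaling 9626 and 12598. In RF4 at TP1, 864 were higher and 2709 lower, and with library size alone 3447 and 994, where the median of all peaks moved from +0.01 to +0.12 on the log2 scale. In RF3 at TP2, 3883 were higher and 1283 lower, with library size alone 6977 and 436, and with the loess offset 2310 and 1570. RF4 and RF5 at TP2 had more peaks lower than higher under all 3 scalings, with 782 and 1902 in RF4 and 314 and 994 in RF5.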

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S6 Fig — Each pup from a litter is sexed, weighed, and placed in a separate cage/container. After all animals from the litter are checked, it resulted in X number of separate cages/containers with males and Y number of separate cages/containers with females. If the number of males/females in a litter is 1, the animal is not weaned (female in Litter 1); if the number of males/females is 2 or 3, they are all weaned into same sex groups and taken to the housing room (Litter 2 and males in Litter 3); and if the number of males/females is >3, the 3 animals to be housed together are chosen using a random number generator (males in Litter 1 and females in Litter 3). Unweaned pups (female in Litter 1), extra pups, and dams were killed after the pups have been weaned.

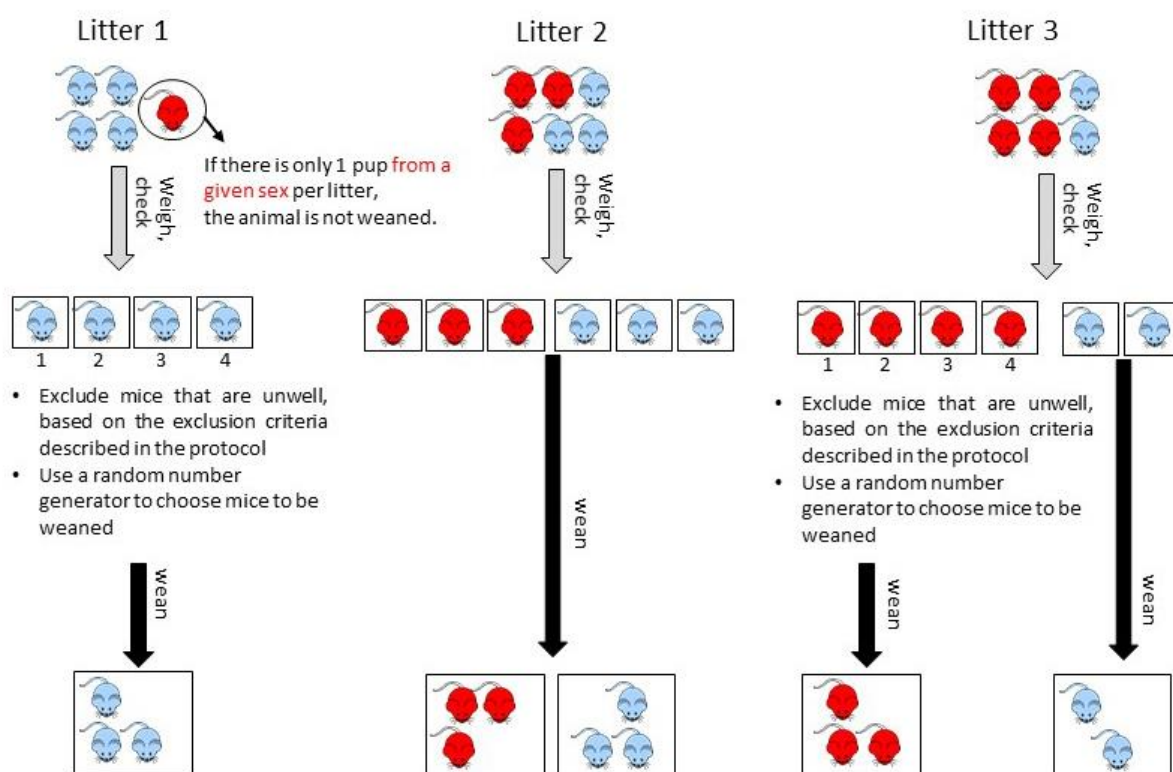

#### The weaning criteria to form groups of same-sex littermates:

1. **All litters with 3 or more males are used to wean 3 male littermates.**
2. **All litters with 3 or more females are used to wean 3 female littermates.**
3. **Additionally, any litters with 2 males or 2 females should also be weaned into same sex groups.**

**S6 Figure: Weaning strategy.** The each pup from a litter is sexed, weighed and placed in a separate cage/container. After all animals from the litter are checked, it resulted in X number of separate cages/containers with males and Y number of separate cages/containers with females. If the number of males/females in a litter is 1, the animal is not weaned (female in Litter 1); If the number of males/females is 2 or 3, they are all weaned into same sex groups and taken to the housing room (Litter 2 and males in Litter 3); If the number of males/females is > 3, the three animals to be housed together are chosen using a random number generator (males in Litter 1 and females in Litter 3); Unweaned pups (female in Litter 1), extra pups and dams were euthanized after the pups have been weaned.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S7 Fig — (a) Histogram of individual library sizes. (b) Example rarefaction plots of 8 randomly selected samples. The red line indicates rarefaction depth. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087877. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.

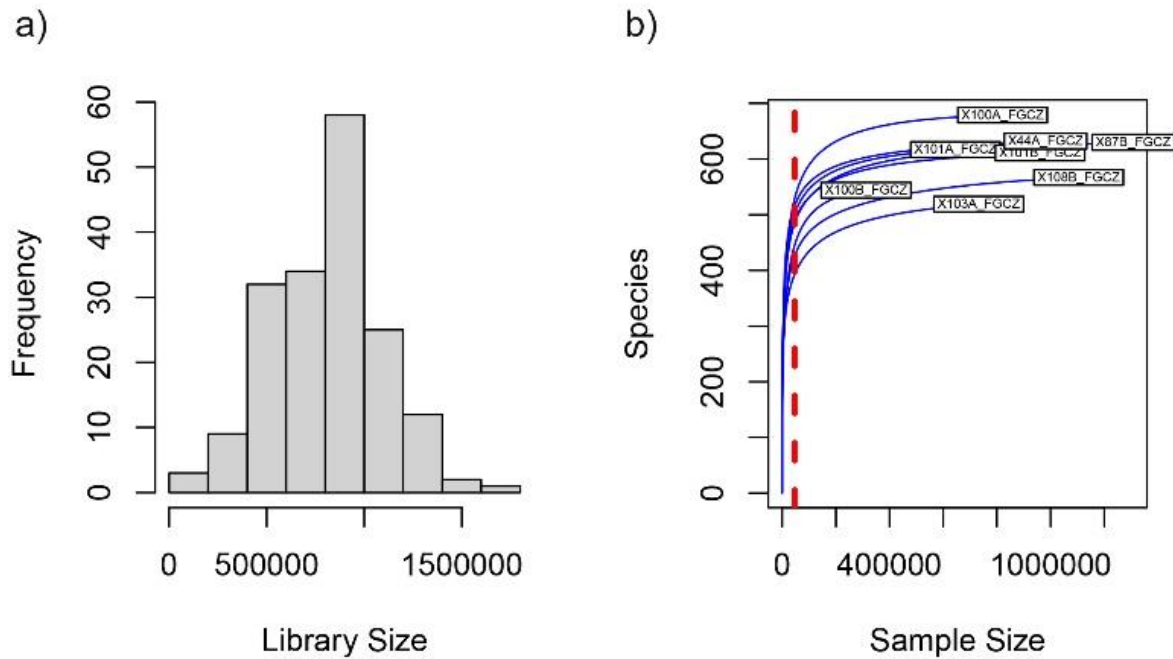

**S7 Figure: Random down-sampling of 16S sequencing reads. a)** Histogram of individual library sizes. **b)** Example rarefaction plots of 8 randomly selected samples. The red line indicates rarefaction depth. The raw data underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087877>. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S8 Fig — (a) Mean values for α-diversity metrics for MA mice and BT mice. Top left: Chao1 richness; bottom left: observed species richness; top right: Pielou evenness, bottom right: Shannon diversity index. (b) Results of Wilcoxon signed-rank test for each α-diversity metric between MA and BT mice. (c) Ordination plot visualizing PCoA based on Bray–Curtis dissimilarity between samples from MA and BT mice collected at TP2. (d) Result of PERMANOVA partitioning variation in microbiome composition between mice used for MA and BT. The raw data underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087931. The 16S rRNA gene sequencing data are available from the ENA under accession number PRJEB49361. ENA, European Nucleotide Archive; PCoA, principal coordinate analysis; PERMANOVA, permutational analysis of variance.

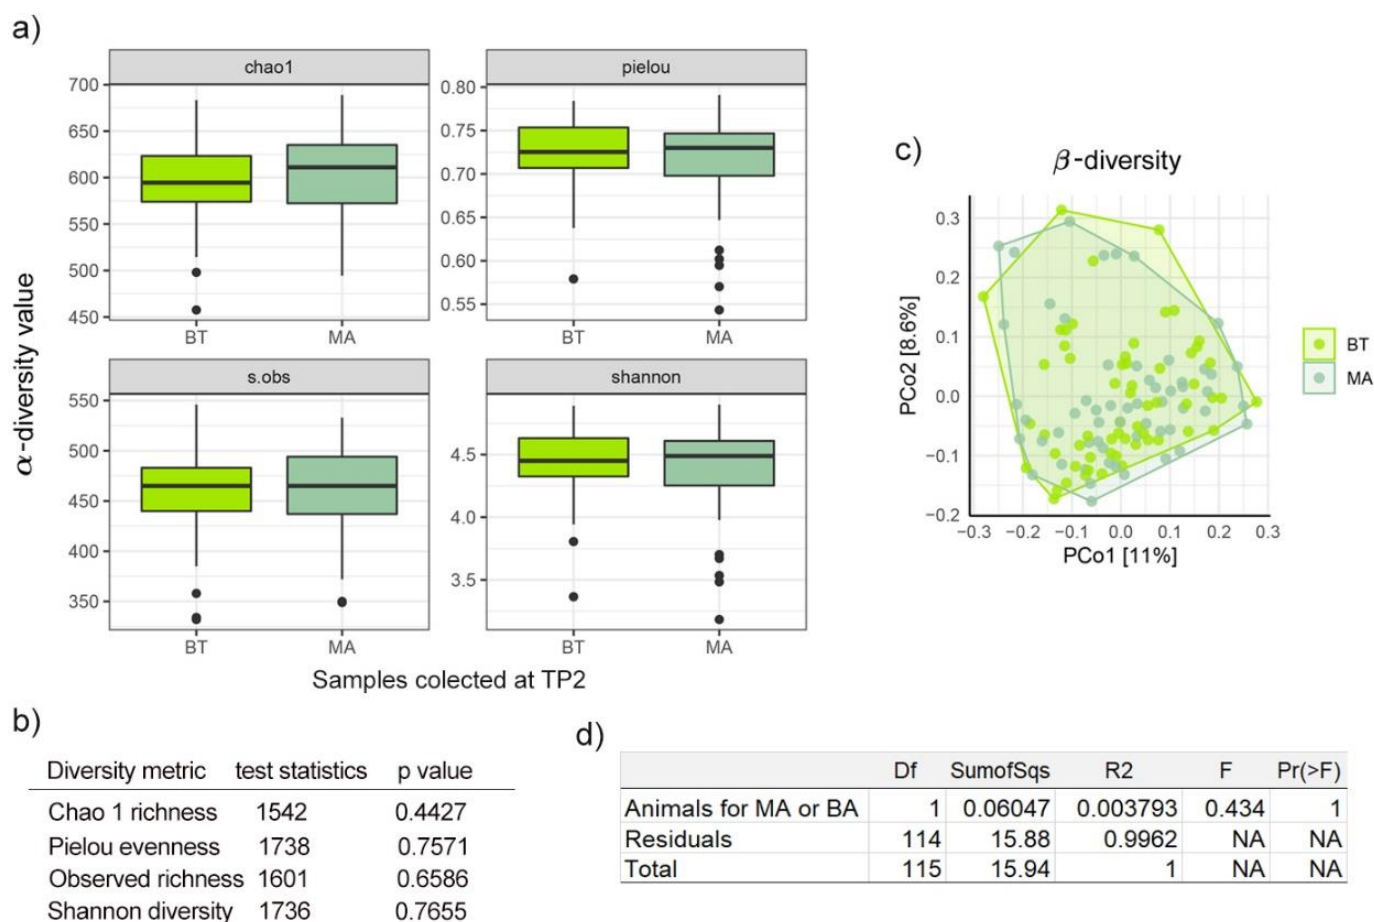

**S8 Figure: Evaluation of differences in microbiome between samples from behaviorally tested-BT mice and mice used for chromatin profiling-MA mice. a)** Mean values for  $\alpha$ -diversity metrics for MA-mice and BT-mice. Top left-Chao1 richness, bottom left-Observed species richness, top right-Pielou evenness, bottom right-Shannon diversity index. **b)** Results of Wilcoxon signed-rank test for each  $\alpha$ -diversity metric between MA and BT mice. **c)** Ordination plot visualizing Principal Coordinate analysis based on Bray-Curtis dissimilarity between samples from MA and BT-mice collected at TP2. **d)** Result of PERMANOVA partitioning variation in microbiome composition between mice used for MA and BT. The raw data underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087931>. The 16S rRNA gene sequencing data are available from the European Nucleotide Archive (ENA) under accession number PRJEB49361.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S9 Fig — Power curve for a one-way ANOVA with α = 0.05, k = 5 rearing facilities and n = 6 to 30 subjects, assuming an average means difference between 2 randomly chosen labs of 10% (blue), 20% (orange), or 30% (green). Power estimates are based on 10,000 repeated samples. To generate differences between labs we sampled distribution means from a normal distribution with the reported mean (10,000 square units) and standard deviation of 890, 1,780, and 2,260 square units, which resulted in samples, where the difference in the effect size between 2 randomly chosen labs was on average 10%, 20%, or 30%. The numerical data and code underlying this figure are available in the Figshare repository https://doi.org/10.6084/m9.figshare.21087931.

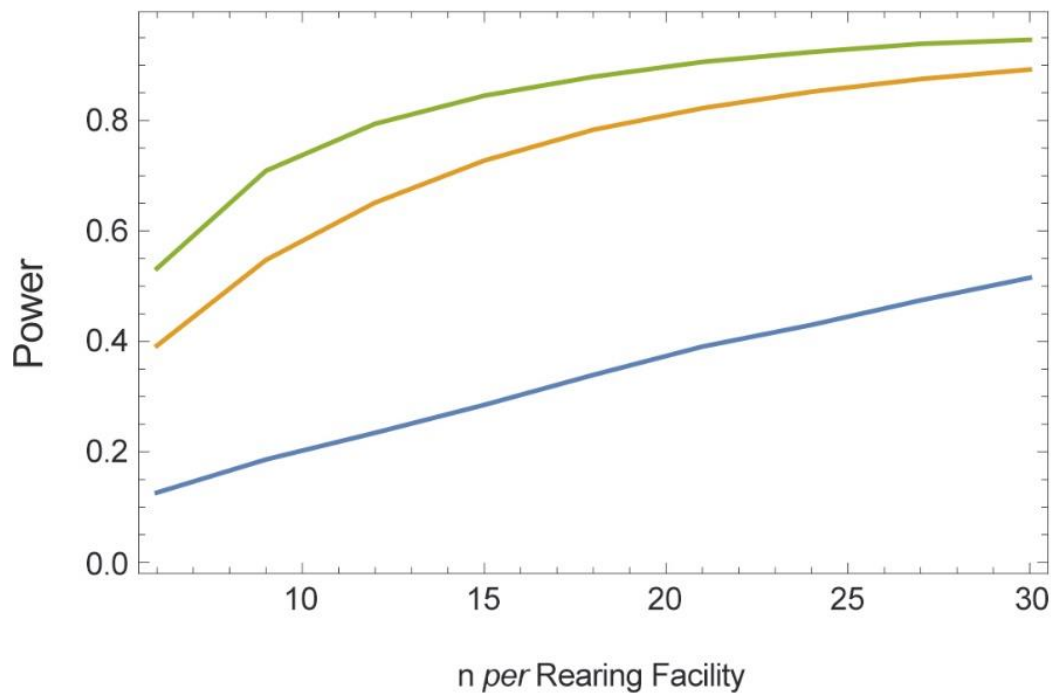

**S9 Figure: Power analysis:** Power curve for a one-way ANOVA with  $\alpha=0.05$ ,  $k=5$  rearing facilities and  $n=6$  to 30 subjects, assuming an average means difference between two randomly chosen labs of 10% (blue), 20% (orange) or 30% (green). Power estimates are based on 10,000 repeated samples. To generate differences between labs we sampled distribution means from a normal distribution with the reported mean (10,000 square units) and standard deviation of 890, 1780, and 2260 square units, which resulted in samples, where the difference in the effect size between two randomly chosen labs was on average 10, 20, or 30 percent. The numerical data and code underlying this figure are available in the Figshare repository <https://doi.org/10.6084/m9.figshare.21087931>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S10 Fig — The data points of the body weights were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Fig 2 Data (Fig 2A MALES; Fig 2A FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.

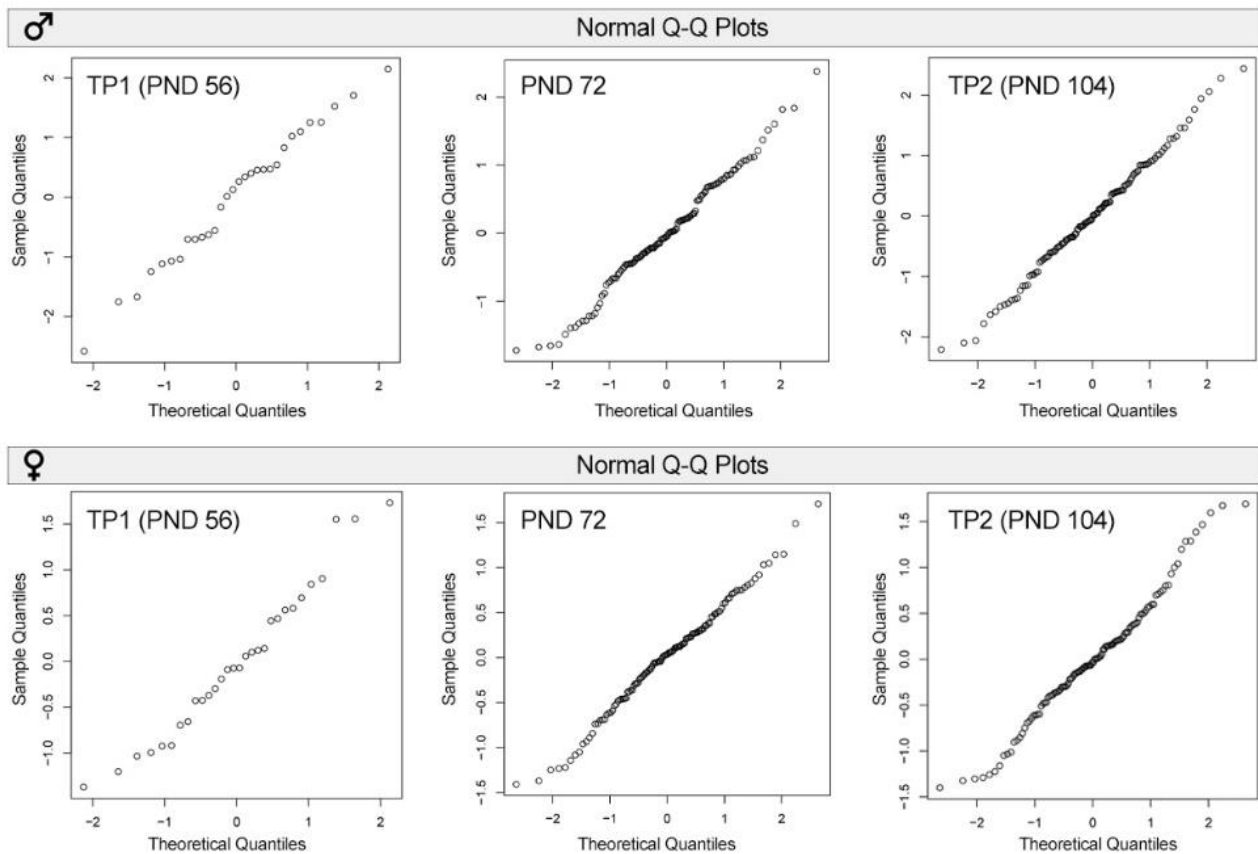

**S10 Figure: Q-Q (quantile-quantile) a probability plots for the body weight data points.** The data points of the body weights were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Figure 2 Data (Figure 2a MALES; Figure 2a FEMALES) in the Figshare repository <https://doi.org/10.6084/m9.figshare.21081949>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S11 Fig — The data points of the corticosterone response were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Fig 2 Data (Fig 2C MALES; Fig 2C FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.

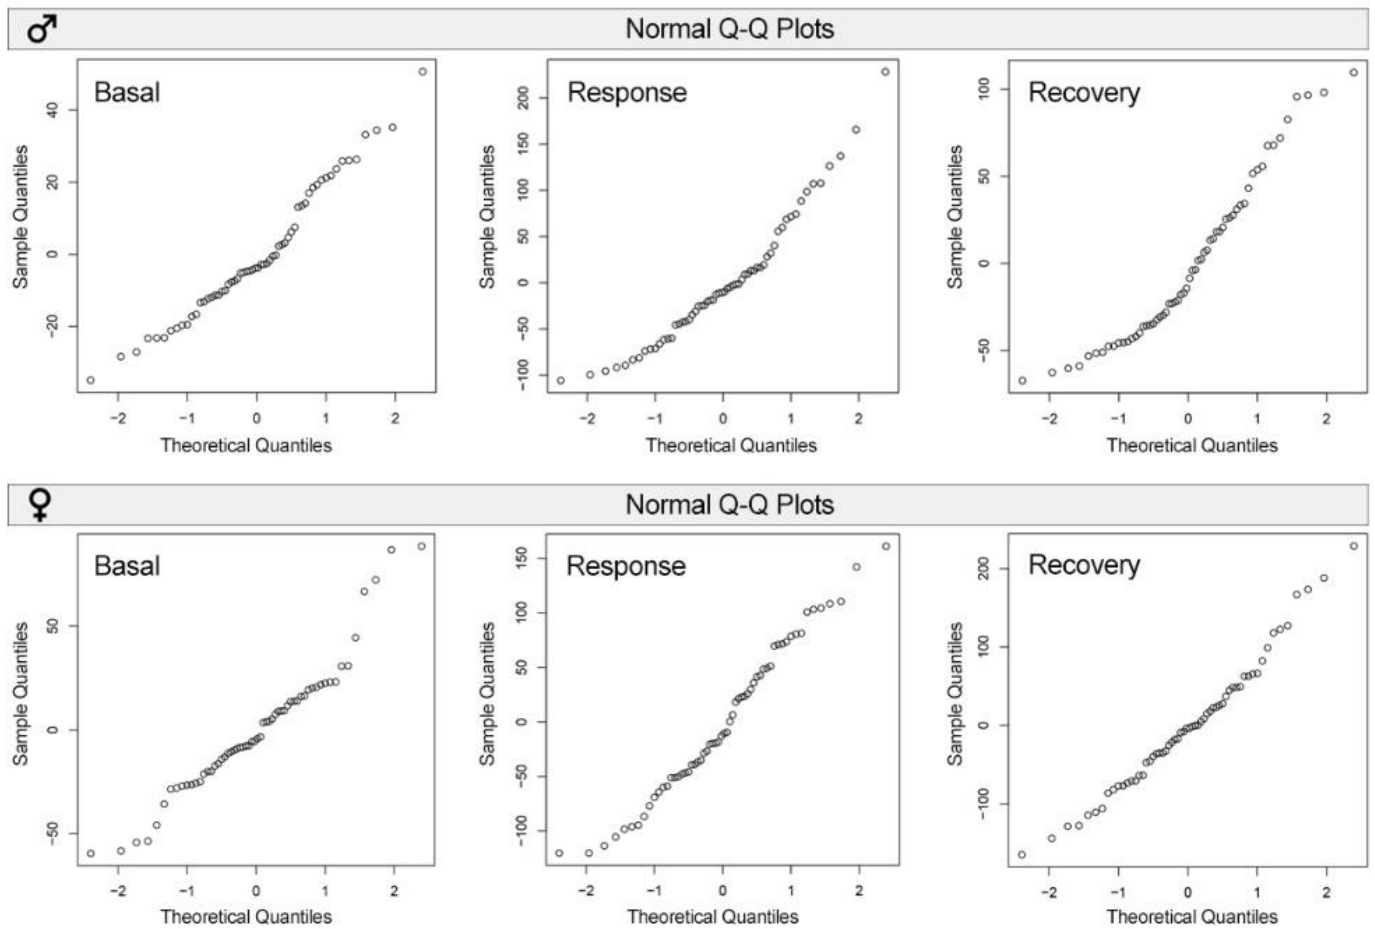

**S11 Figure: Q-Q (quantile-quantile) a probability plots for the corticosterone response data points in the stress reactivity tests.** The data points of the corticosterone response were normally distributed both in males (top panel) and females (bottom panel). The underlying numerical data are available in Figure 2 Data (Figure 2c MALES; Figure 2c FEMALES) in the Figshare repository <https://doi.org/10.6084/m9.figshare.21081949>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S12 Fig — The data points of the relative adrenal gland weights were normally distributed both in males (left plot) and females (right plot). The underlying numerical data are available in Fig 2 Data (Fig 2D MALES; Fig 2D FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.

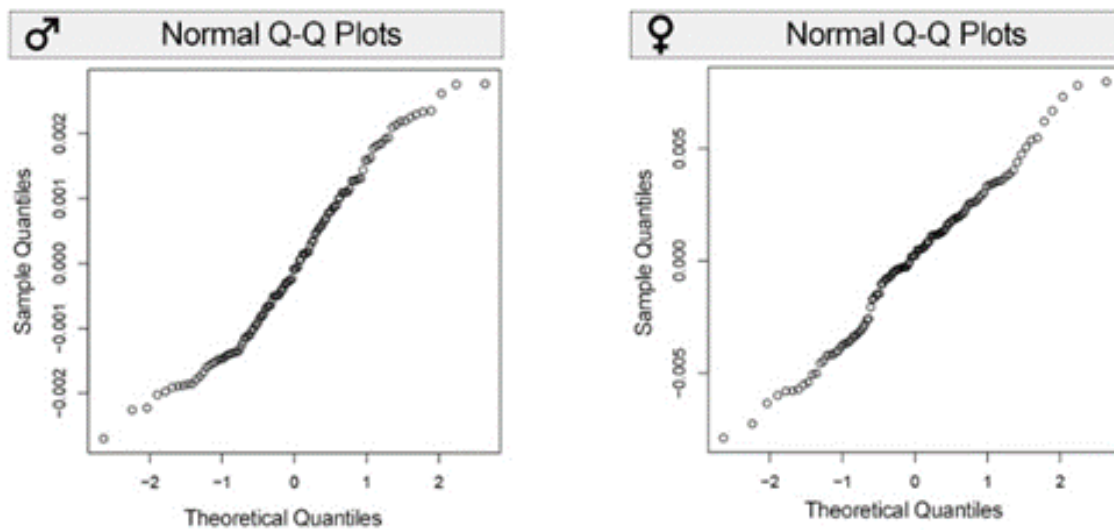

**S12 Figure: Q-Q (quantile-quantile) a probability plots for the relative adrenal gland weight at TP2.** The data points of the relative adrenal gland weights were normally distributed both in males (left plot) and females (right plot). The underlying numerical data are available in Figure 2 Data (Figure 2d MALES; Figure 2d FEMALES) in the Figshare repository <https://doi.org/10.6084/m9.figshare.21081949>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S13 Fig — Q–Q plots are presented before and after transformation of individual data points for both males (a) and (b) females. The underlying numerical data are available in Fig 2 Data (Fig 2B MALES; Fig 2B FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.

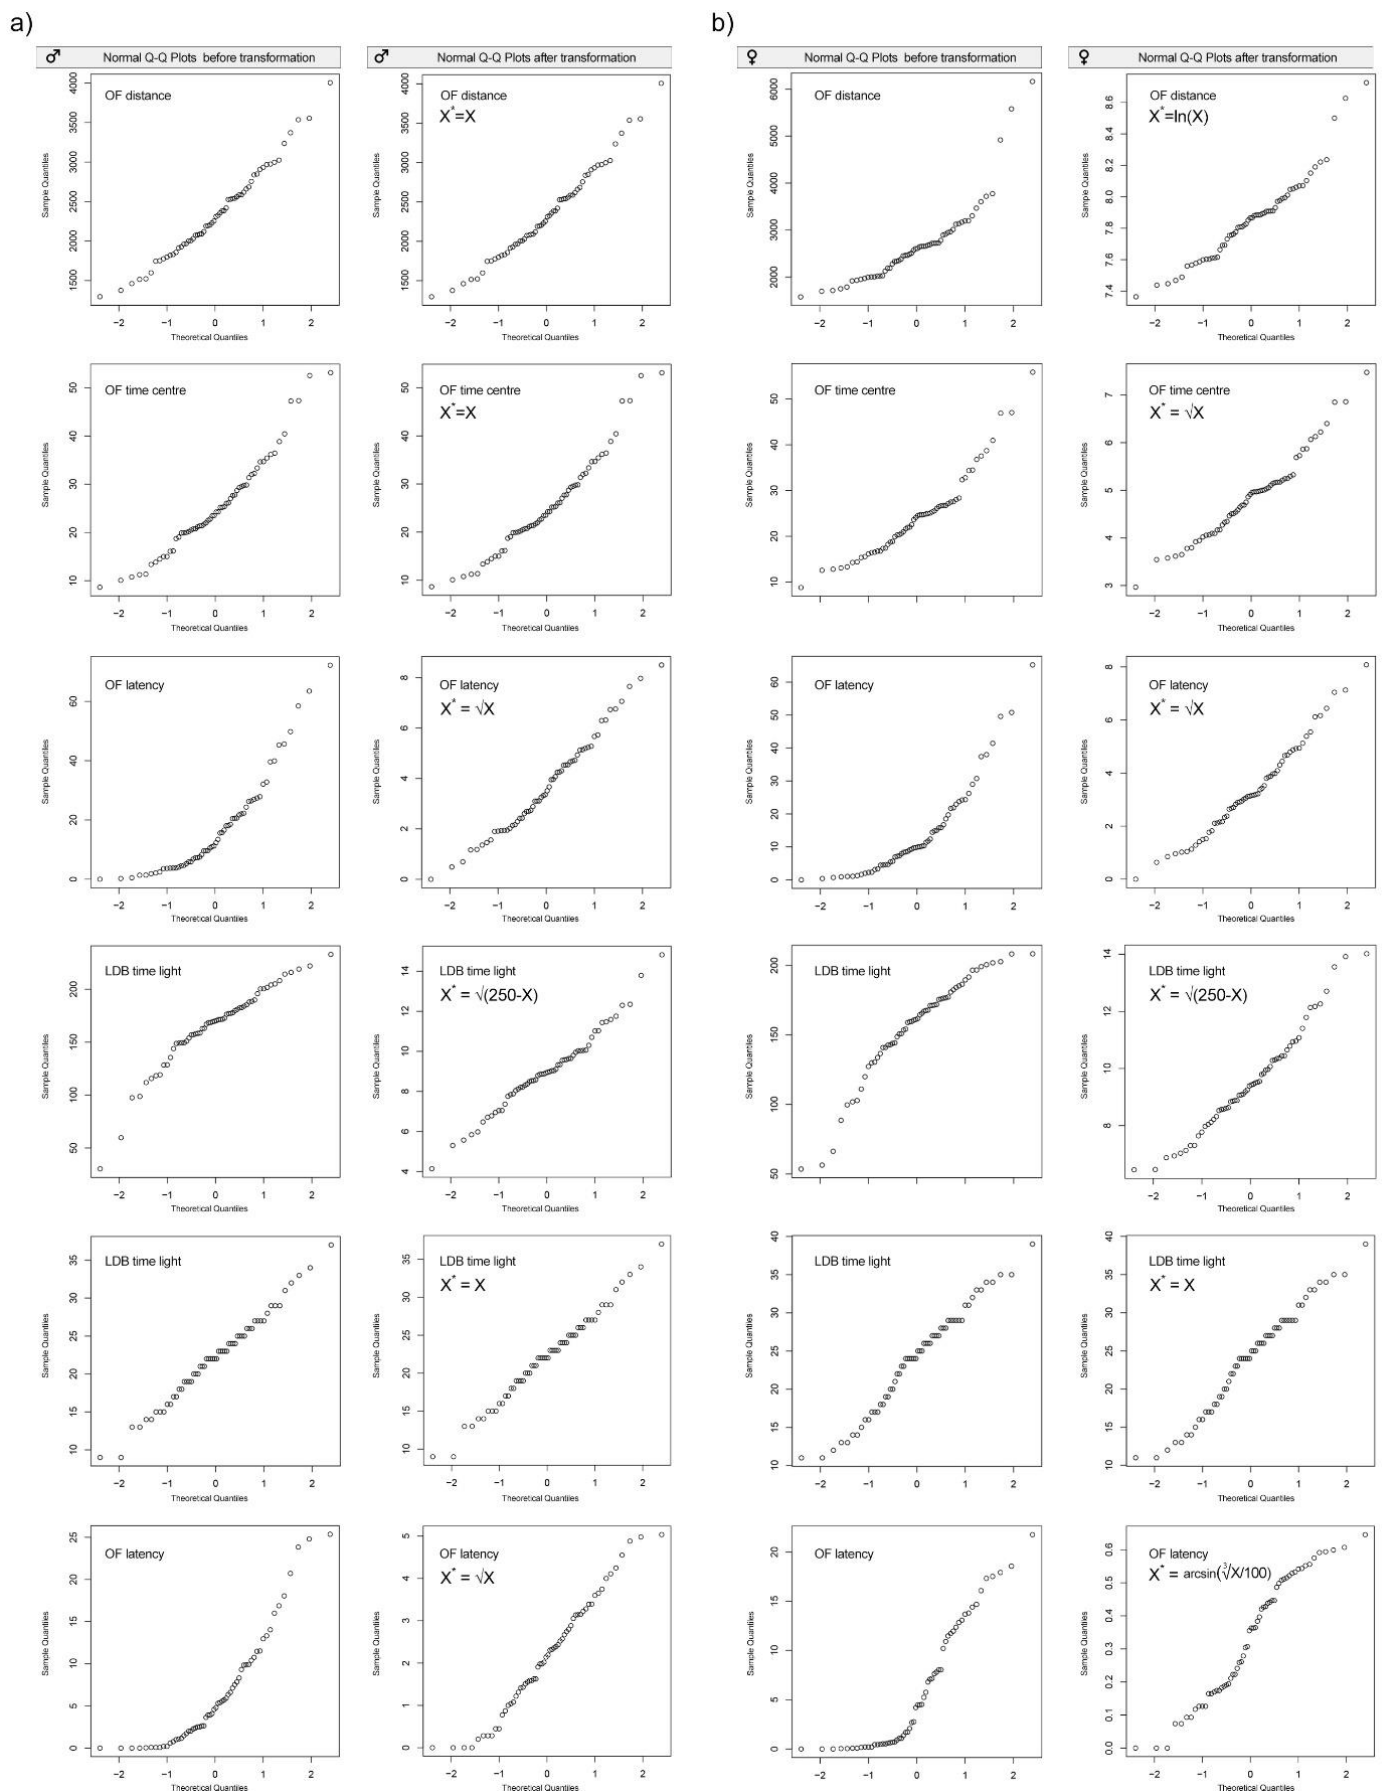

**S13 Figure: Q-Q (quantile-quantile) a probability plots for the behavioral data sets.** Q-Q plots are presented before and after transformation of individual data points for both males (a) and (b) females. The underlying numerical data are available in Figure 2 Data (Figure 2b MALES; Figure 2b FEMALES) in the Figshare repository <https://doi.org/10.6084/m9.figshare.21081949>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S14 Fig — Results of the test for multivariate outliers indicated the existence of 3 outliers in males (a) and 3 outliers in the female data (b). Outliers are shown in red. The underlying numerical data are available in Fig 2 Data (Fig 2B MALES; Fig 2B FEMALES) in the Figshare repository https://doi.org/10.6084/m9.figshare.21081949.

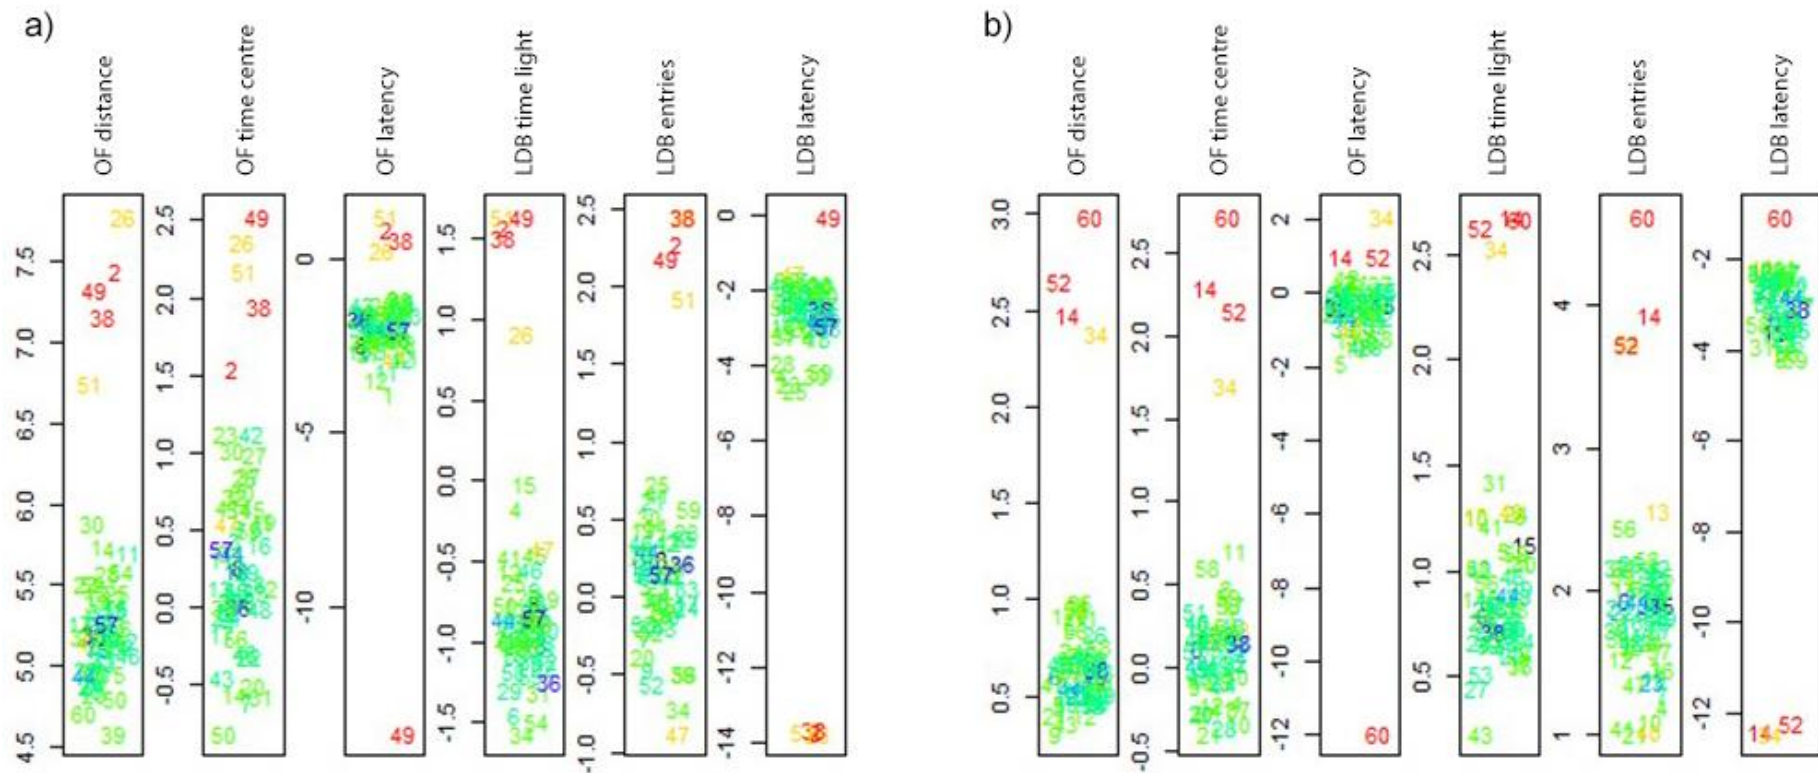

**S14 Figure: Multivariate outliers.** Results of the test for multivariate outliers indicated the existence of 3 outliers in males (**a**) and 3 outliers in the female data (**b**). Outliers are shown in red. The underlying numerical data are available in Figure 2 Data (Figure 2b MALES; Figure 2b FEMALES) in the Figshare repository <https://doi.org/10.6084/m9.figshare.21081949>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S15 Fig — Sorting plots from 3 negative controls (nuclei only, DAPI only, and Isotype control + DAPI) processed without primary antibody (neuron-specific marker NeuN), positive control containing NeuN antibody conjugated with Alexa 488 only (NeuN-Alexa 488 only control) and our sample processed with NeuN-Alexa 488 antibody and DAPI are shown. Representative FANS reports showing the gating strategy for the checking the size and granularity, removal of debris, and ensuring a successful separation of NeuN+ (neuronal) from nonneuronal single nuclei.

# Fluorescence-activated nuclei sorting (FANS) Gating Strategy

## Negative controls

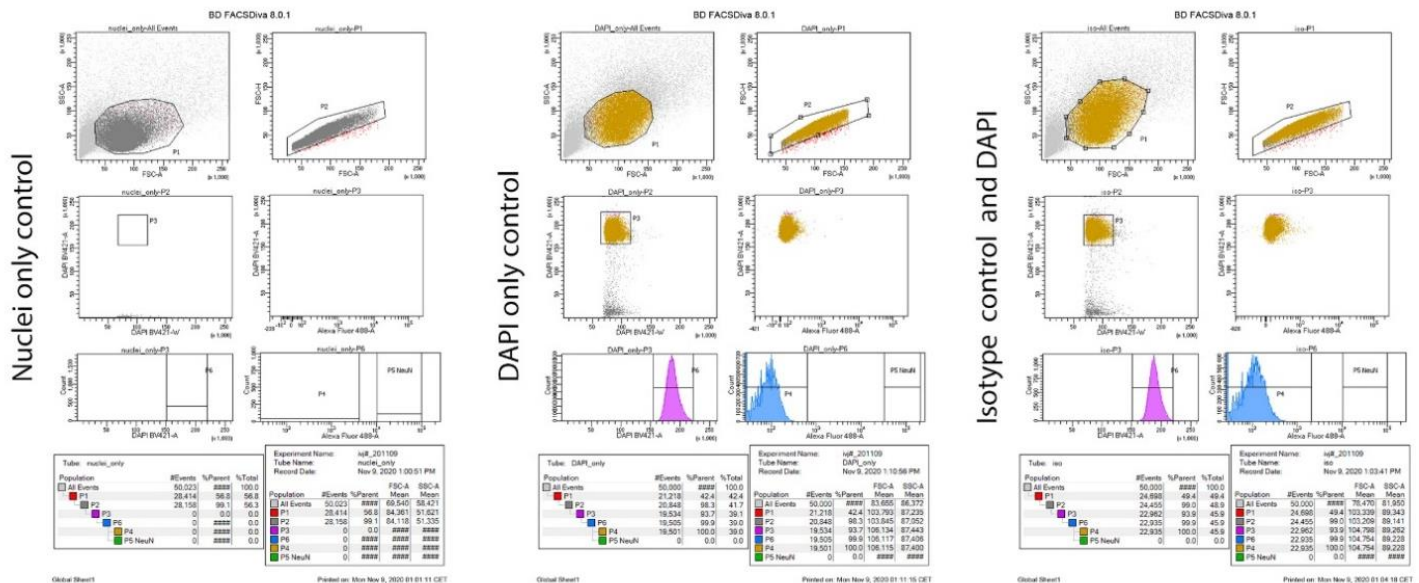

## Positive control

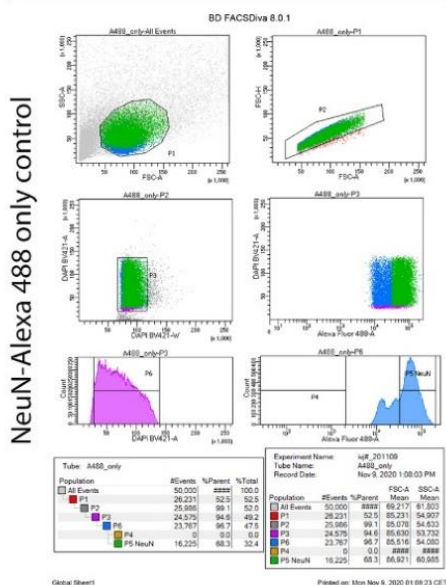

## Sample (neuronal nuclei sorting)

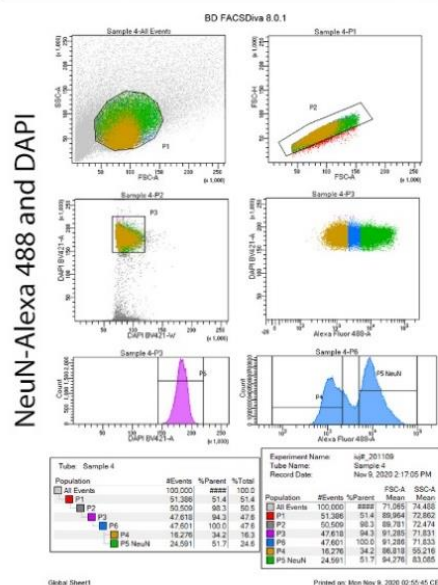

**S15 Figure: Gating strategy for separation of neuronal nuclei using fluorescence-activated nuclei sorting (FANS).** Sorting plots from **three negative controls** (Nuclei only, DAPI only and Isotype control + DAPI) processed without primary antibody (neuron-specific marker NeuN), **positive control** containing NeuN antibody conjugated with Alexa 488 only (NeuN-Alexa 488 only control) and our **sample** processed with NeuN-Alexa 488 antibody and DAPI are shown. Representative FANS reports showing the gating strategy for the checking the size and granularity, removal of debris and ensuring a successful separation of NeuN+ (neuronal) from non-neuronal single nuclei.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S16 Fig — The quality control of ATAC-seq libraries was performed by using Fragment Analyzer (FA). The representative FA trace with nucleosomal banding pattern is shown.

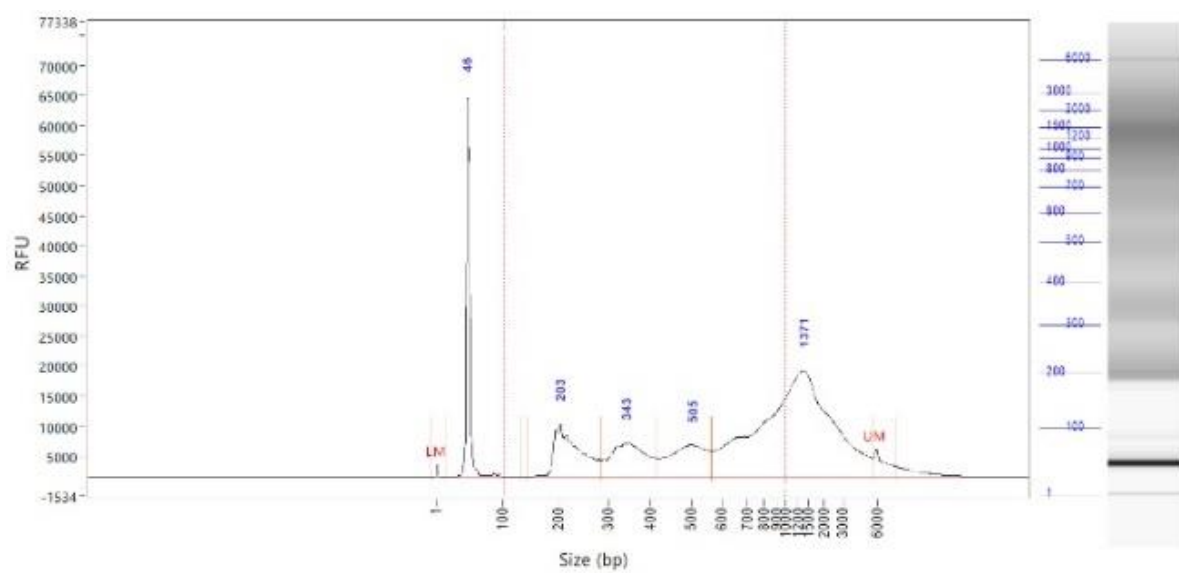

**S16 Figure: ATAC-seq library quality control.** The quality control of ATAC-seq libraries was performed by using Fragment Analyzer (FA). The representative FA trace with nucleosomal banding pattern is shown.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S17 Fig — The number of peaks drops quite strongly with the minimal number of samples required for merging peaks. (a) Representative scatter plots showing log2 (x + 1) transformed, normalised values averaged in RF1 and RF2 at TP1. (b) Only high-confidence broad peaks, shared across at least 3 biological replicates of 1 group are used for all downstream analyses. The raw data underlying this figure are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository https://github.com/MWSchmid/Jaric-et-al.-2022.

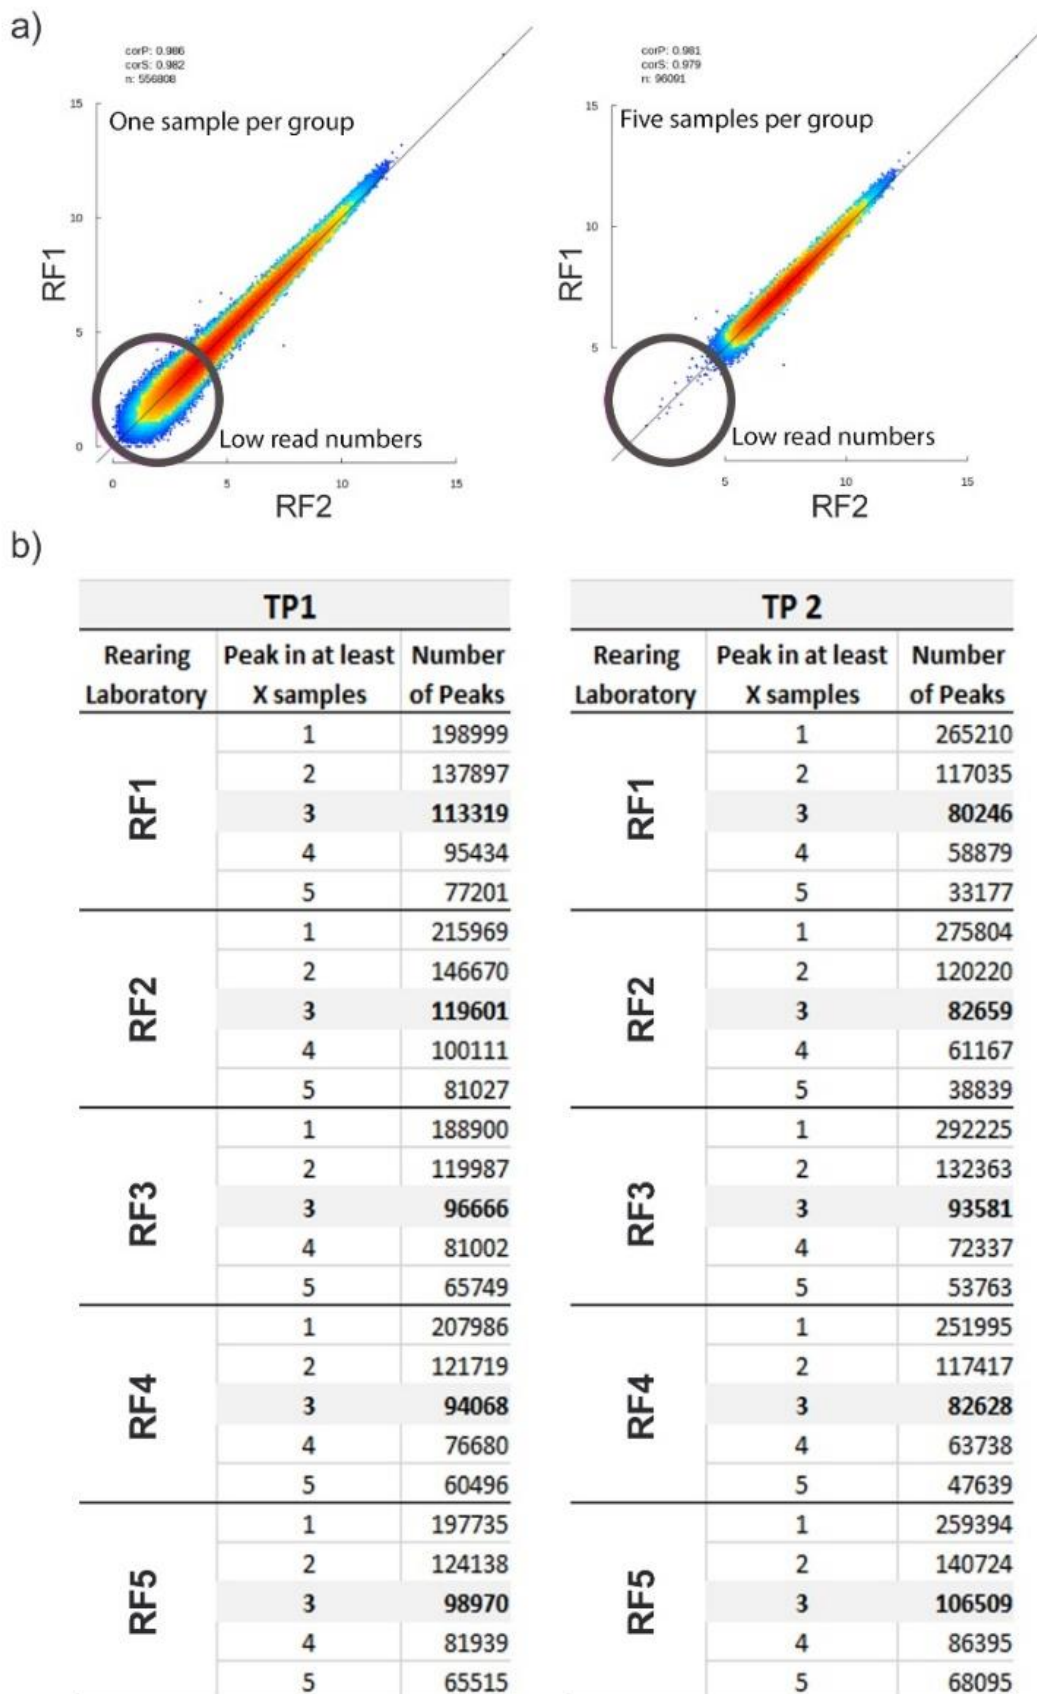

**S17 Figure: ATAC peak count statistics.** The number of peaks drops quite strongly with the minimal number of samples required for merging peaks. a) Representative scatter plots showing  $\log_2(x+1)$  transformed, normalized values averaged in RF1 and RF2 at TP1. b) Only high-confidence broad peaks, shared across at least **three biological replicates of one group** are used **for all** downstream analyses. The raw data underlying this figure are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository <https://github.com/MWSchmid/Jaric-et-al.-2022>.

# Supplementary material for: The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level
**Source:** PLoS Biol. 2022 Oct 21;20(10):e3001837. doi: 10.1371/journal.pbio.3001837
**Supplement:** S1 Text

## Supporting text

### The rearing environment persistently modulates mouse phenotypes from the molecular to the behavioural level

Ivana Jaric, Bernhard Voelkl, Melanie Clerc, Marc W. Schmid, Janja Novak, Marianna Rosso<sup>1</sup>, Reto Rufener, Vanessa Tabea von Kortzfleisch, S. Helene Richter, Manuela Buettner, André Bleich, Irmgard Amrein, David P. Wolfer, Chadi Touma, Shinichi Sunagawa, Hanno Würbel

**Sample size:** For the confirmatory part of the study (behavioural and physiological outcomes) appropriate sample sizes were determined a priori in a power analysis using simulated sampling for a two-way ANOVA design. The power analysis was done for the main outcome variable, plasma corticosterone levels in the SRT. Based on historical data (1,2), we expected to observe an effect of medium size (i.e. means estimates for two randomly chosen rearing facilities are expected to be in the range of 20%, equivalent to a ratio of between-facility: within-facility variation of 1:2). This resulted in a required minimal sample size of 12 mice per rearing facility and sex (n=120).

For the exploratory part of the study (gut microbiota and ATAC seq analyses) no statistical methods were used to predetermine sample size. For gut microbiota analysis, samples were taken at both time points (TPs), at each rearing facility (RF) and at the end of the experiment at the testing laboratory. Six cages per sex and rearing facility were randomly selected from all cages contained 3 littermates after weaning (n=180). One mouse from each selected cage was sacrificed in the rearing facility at 8 weeks of age (PND 56; TP1; n=60), while the other two cage mates (n=120; one underwent behavioral testing and one remained naïve) were sacrificed in the testing laboratory at TP2 (14.5 weeks of age; PND 102).

The ATAC-seq analysis was performed at both time points. For this, test-naïve male mice were used to avoid effects of testing on the chromatin profile. Five cages per rearing facility were selected randomly from all cages containing 3 male littermates after weaning. One mouse from the selected cages was sacrificed in the rearing facility at TP1 (total n=25, i.e. 5 biological replicates per rearing laboratory), while its test-naïve littermate was sacrificed in the testing laboratory at the end of the experiment (TP2; total n=25, i.e. 5 biological replicates per rearing facility).

**Data exclusion:** No data were excluded. The squared Mahalanobis distance analysis suggested the existence of 6 outliers in the male cohort and 6 in the female cohort; S9 Figure), which were not removed for the further analysis. The outliers had no impact on the results which was confirmed by re-analysis with the outliers removed.

**Replication:** We used biological replicates in all experiments.

**Randomization:** The order of the cages during animal habituation and testing of all mice was randomized using the random number generator of the software Mathematica (version 11). Each of the 3 experimenters got randomly assigned 20 male and 20 female mice which they handled during the behavioural testing. Always two experimenters were testing animals in parallel (at the same time, but in separate apparatuses) by two experimenters, with 3 different combinations of 2 experimenters each day. Testing was carried out in batches during four consecutive days. The randomization and allocation procedures were restricted so that in each block for each experimenter there is exactly one from each rearing facility in random order, with the addition that in no case animals tested at the same time are from the same rearing facility. The allocation and randomization script are available as Supporting file "R-markdown and Mathematica code".

**Blinding:** All experimenters performing the stress reactivity tests, behavioural tests, and post-mortem analyses were blind to the "treatment", i.e. the rearing facility the animals were transferred from. Blinding was done by two colleagues otherwise not involved in the execution

of the experiments. Cages were assigned new identification numbers and positions of cages within and between the cage racks were randomly re-shuffled so that the experimenters cannot deduce the origin of the cages (i.e. rearing facility) from the ID number or the position of the cage. For assignment of ID numbers and cage positions a script was written in the software Mathematica (version 11), using the inbuilt random number generator.

**ATAC Seq Data deposition:** The raw data underlying this figure are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE191125. The analysis script is available at the GitHub repository <https://github.com/MWSchmid/Jaric-et-al.-2022>

**Files in database submission:** Unprocessed read files in FASTQ format (forward and reverse, one pair per sample), called peaks in BED format (one per sample), merged peaks in BED format, counts per peak and sample in CSV format and normalized counts per peak and sample in CSV format.

**Sequencing depth:** Paired-end reads (2\*100 bp), 3.28 billion read pairs in total, 65.7 million pairs per sample on average, unique alignment rate on average 80 %.

**Peak calling parameters:** Sequencing reads were trimmed, and quality checked with fastp (version 0.20.1) with CTGTCTCTTATACACATCT as adapter sequence and a minimal read length of 30 bp. Reads were aligned to the mouse reference genome (ensembl build 102) with Bowtie2 in paired end mode (version 2.3.5.1) keeping only concordant and unique alignments. Duplicate read pairs were marked using the MarkDuplicates command from the Picard software suite (version 1.140). Peaks were then called in each sample separately with MACS2 (version 2.1.4, with the parameters -f BAMPE -g mm --nomodel -q 0.05 --broad --broad-cutoff 0.1 --keep-dup all) as previously reported (github.com/macs3-project/MACS/issues/145). For each time point and rearing facility, peaks were intersected with multovl (version 1.3; and only peaks found in at least three samples per group (i.e. rearing laboratory) were kept. Finally, peaks from all groups were merged with multovl (union of all peaks within groups). The number of reads within peak intervals was obtained with featureCounts (version 2.0.1) with the parameters --primary --ignoreDup --minOverlap 30.

**Data quality:** All individual peaks had FDR < 0.05. Only peaks found in at least three out of five replicates were used for downstream analysis. Variation in read counts was analyzed with a general linear model in R (version 3.6.1) with the package DESeq2 (version 1.24.0) according to a factorial design with the two explanatory factors "rearing facility (RF)" and "processing batch", within each timepoint. For the annotation of peaks, we used the ChIPseeker annotation for the plot with genomic features and the Homer annotation for TSS distance and candidate, protein coding, genes. Following specific conditions were compared with linear contrasts: i) one-to-one (oto) comparison of each pair of laboratories (RF1 vs RF2, RF1 vs RF3, etc) for each time point; ii) one-to-many (otm) comparison of one laboratory to all other laboratories for each time point (RF1 vs all other RFs, RF2 vs all other RFs, etc), and iii) a global test for the factor "rearing facility" (LRT\_RF), i.e. do different rearing laboratories differ in general. Within each comparison, p-values were adjusted for multiple testing (Benjamini-Hochberg), and regions with an adjusted p-value (false discovery rate, FDR) below 0.01 and a minimal log2 fold-change (i.e. the difference between the log2 transformed, normalized sequence counts) of 0.5 were considered to be differentially accessible.

1. Herman JP, Cullinan WE, Morano MI, Akil H, Watson SJ. Contribution of the ventral subiculum to inhibitory regulation of the hypothalamo-pituitary-adrenocortical axis. *J Neuroendocrinol.* 1995 Jun;7(6):475–82.
2. Fediuc S, Campbell JE, Riddell MC. Effect of voluntary wheel running on circadian corticosterone release and on HPA axis responsiveness to restraint stress in Sprague-Dawley rats. *J Appl Physiol* (1985). 2006 Jun;100(6):1867–75.

How the deposited data were processed for this re-analysis (not part of the article)

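ATAC-seq was performed by the authors on NeuN-positive nuclei sorted from the ventral hippocampus of male C57BL/6JRj mice, with 80000 nuclei per library. There were 50 libraries, 5 for each of 5 RFs at each of 2 TPs (8 weeks of age at TP1 and 14.5 weeks, from the paper's day count, at TP2), and each library comes from 1 mouse. All 50 columns of the count table were assigned to an RF, a TP and a replicate number from the sample labels.

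The authors trimmed the reads with fastp 0.20.1, aligned them with Bowtie2 2.3.5.1 to the mouse genome of Ensembl build 102 (GRCm38), kept concordant unique alignments and marked duplicates with Picard 1.140. They called peaks in each library separately with MACS2 2.1.4 (q of 0.05, broad peaks with a cut-off of 0.1), kept peaks found in at least 3 of the 5 libraries of a group and merged them over the 10 groups with multovl 1.3, and counted reads per merged peak with featureCounts 2.0.1. The deposited raw counts per merged peak are not normalized and were used for all tests. The deposited peak lists hold for each peak the MACS2 score, the fold enrichment over the local background (a ratio), the -log10 p-value and the -log10 q-value that the authors' peak caller gave. Only the positions and the -log10 q-value were used, and no peak score was compared between libraries. The deposited table of normalized counts holds the same whole numbers as the raw counts and was left out. The deposited list of merged peaks gives a number from 1 to 10 per peak, which was not used in a test. The authors tested the counts with DESeq2 1.24.0 and distances with vegan 2.5-7.

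Counts per peak were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr by group and robust quasi-likelihood F-tests), in 1 model per TP with RF and replicate number. A peak depended on RF at a Benjamini-Hochberg FDR below 0.01, and a DAR between RFs also needed an absolute log2 fold change of at least 0.5. The interaction of RF and TP was tested over both TPs together. Adjusted p-values of single peaks come from edgeR. PERMANOVA used vegan 2.7.1 with Manhattan distances of log2 counts with a pseudocount of 1 and 9999 permutations, and nearest libraries were found by Pearson's correlation with 100000 permutations. Open and closed sites were the top and bottom 2.5% of sites by counts in each library, merged over libraries. Peak lists were compared with bedtools 2.31.1, and the remaining steps used DESeq2 1.42.0, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

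The paper's methods place 1 sample of each RF in each sorting batch. The replicate number is the only label that divides the libraries this way, so it stood for the batch. Deviations from the group means correlated between libraries of the same number at 0.0518 on average at TP1 (12 of 50 pairs over 0.1) and at 0.00231 at TP2 (1 of 50 pairs), and the shares of variation by batch match S10 Table. Libraries were treated as 1 sample for means and SDs, and summed in 1 alternative, where the difference of every pair among them over peaks with 500 to 5000 counts on average lay within 1.02 times the variance of sampling. That variance was set at 2 times the binomial variance, on the assumption that each read pair gave 2 counts. Of the 18 pairs within it, 5 stayed separate samples because another library of the group did not lie within it of both. By the labels each library is a separate mouse, so the n given with means is a choice that sets libraries against sampling noise alone, and the true n can be higher or lower. Single tests used all 5 libraries per group, so their errors are too small where 2 libraries hold the same material.

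Genes come from a RefSeq annotation of GRCm38.p6 without strand or exons. The strand was taken from the paper's S2 Data where that lists the gene and otherwise set by the end of the gene with more counts, which was right for 837 of the 928 genes that could be checked (90.2%). Promoter peaks of a gene are those within 2 kb of its TSS, and some genes have more than 1. A promoter DAR at any of them counted for the gene. The value of a named gene is from 1 of them, which need not be the nearest. The test on 20000 simulated peaks, with 100 peaks changed per fold, found 97 at a log2 fold change of 0.7 and 100 at 1 at TP1, with 2 of 19800 unchanged peaks called. At TP2 it found 82 and 97, with 0 called, and for the interaction 66 and 91, with 1 called. These numbers for each TP are of the test over all RFs. The test of pairs, behind the DARs, called 2 unchanged peaks at TP1 and 8 at TP2. In the data, peaks of a region shared changes and the spread between libraries differed between groups. How far the simulated numbers carry over to such data was not tested.

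Before the data were examined, 34 gene lists were fixed: 19 pathway lists named after the groups the paper discusses, with a few related ones, and lists of genes of the circadian clock, immediate early genes, glucocorticoid targets, neurogenesis and marker genes of cell types. Shares of genes with a promoter DAR were compared with all other genes that have a tested promoter peak by Fisher's exact test, adjusted over the lists. The genes named in the text follow a rule fixed at the same time. It takes the genes the paper names, whose values in S2 Data had been seen, the 10 genes with the largest range between RF means at each TP, up to 2 genes per list and TP with the lowest adjusted p, the 5 genes with the lowest adjusted p of the interaction, and the 2 genes with the largest rise and the 2 with the largest fall per RF and TP. Parts of the rule that do not start from a list or the paper take genes with at least 20 counts on average.

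The alternatives were DESeq2, DESeq2 size factors, library size, a loess offset, no filter, at least 50 counts on average, no replicate block, stricter thresholds, other distances and site definitions, a distance of 1 kb, and leaving out replicate numbers or single libraries. Distances to the TSS carry a sign, negative upstream, so the setting of 1 kb may keep promoter peaks that lie further upstream. Alternatives chosen after the data were seen sum libraries within the sampling noise (with no replicate block), leave out doubtful or shallow libraries at TP2, take out the mean of the other peaks in each 1 Mb region, or count each promoter peak once in the list tests. An offset for GC content was not run, since no genome sequence was at hand.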

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

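The tests of the loess offset, gene density, repeated sequencing, similar animals, label numbers and the peak upstream of Col19a1 were chosen after the results were seen.

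Of the markers: dentate granule cells, 16 of 18 genes had a promoter DAR at TP1 (odds ratio 9.97, Fisher's exact test, adjusted p = 0.00253), a cell group the paper does not discuss. The list did not pass without replicate 1 (14 of 18, adjusted p = 0.12), with peaks that depended on RF in place of DARs (17 of 18, adjusted p = 0.973, where 13521 of 15248 genes leave little room for an excess), or with the 1 Mb region mean taken out (10 of 18, adjusted p = 0.28). The facility differences were not the same at TP1 and TP2 at 78606 peaks. In 100 splits of the libraries, the real grouping gave 1088 of 2000 drawn peaks for this interaction and the highest other split 5. For RF-dependent peaks, the real grouping gave 2403 of 4000 drawn peaks at TP1 (highest other 64) and 1240 at TP2 (highest other 16), and for DARs 1533 (53) and 850 (157), with only 1 of 100 splits, the real one, reaching each of these 5 numbers, so chance can be excluded for them.

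Single libraries lay far from the others of their group by Dixon's test. The total counts of RF2 replicate 3 at TP2 were 7287029 against 20685933 in the nearest library. RF1 replicate 3 at TP2 had 82988 called peaks against 116789, and RF4 replicate 3 at TP1 had 143643 against 110635. At the peak upstream of Col19a1, RF1 replicate 2 had 0.314 CPM at TP1 against 0.632, and RF1 replicate 3 had 8.96 at TP2 against 3.40. Of 26 groups tested, 5 passed, where chance gives about 1 in 20.

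Pairs of libraries of 1 group that differed by no more than the sampling noise numbered 18. Depth is not the reason for the libraries near another RF at TP2, since 0 of 22 other libraries thinned to 5106676 counts had their nearest library in another RF. Whether low depth put pairs within the noise was not tested by this thinning. The same nuclei or library sequenced more than once would give such pairs, and these files cannot settle whether that happened. Animals of 1 facility that hardly differ cannot be told apart from this either: 1 group, RF2 at TP2, held both pairs within the noise and pairs above 3 times its limit (highest 4.16), and without RF1 replicates 3 and 5 and RF2 replicate 5 there were 0. A wrong RF label goes with 2 of these libraries, RF1 replicate 5 and RF2 replicate 5. Of the TP2 libraries, they alone carry label numbers of another RF in the order of TP1, that of RF5. Both correlated best with the mean of RF5 (r = +0.401 and +0.367) rather than of their own RF (-0.352 and -0.217). RF1 replicate 3 has no such number. Its r was highest with RF2 (-0.0323) and lowest with RF5 (-0.232), and its nearest library was RF2 replicate 2. A mixture with material of another RF stays open for all of these libraries. A best match to another RF also occurred without such a number. RF1 replicate 2 at TP2 matched RF4 best (+0.384, own RF +0.362). RF2 replicate 5 at TP1 matched RF1 best (+0.352, own RF +0.309).

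Facility differences were shared along 1 Mb regions, which held 33.0% of the variance of fold changes at TP1 and 36.0% at TP2, against 1.76% for shuffled regions. With the region mean taken out, 65862 peaks depended on RF at TP1, which argues against regions as the whole cause there, and 13340 at TP2, below 0.5 times the number with it. With the loess offset, 82155 peaks depended on RF at TP1. This argues against signal over background that differs with peak height as the whole cause of RF dependence there. The sharing along regions was not measured with this offset, so for that pattern this cause stays open. The gene density of the region, which goes with GC content, may contribute: r with the mean log2 fold change of RF1 over RF3 was -0.547 at TP1 and +0.608 at TP2 over 2066 regions. Rearing facility and the move stay open, as untested.

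The peak upstream of Col19a1 did not go with its gene between RF4 and RF5: 0 of 17 peaks inside Col19a1 differed between them at TP1 as it did, which argues against a change along the locus for this pair, while 7 of the 17 were DARs between other RFs at TP1 and 1 was a DAR between RF4 and RF5 at TP2. Mitochondrial reads aligned to a nuclear copy cannot be told apart from other causes: the mitochondrial peaks left out 1 stretch of 4455 to 4561 bp in 50 of 50 libraries, in RF4 as in RF5, and the table of counts holds no mitochondrial peak. A variant carried by some dams is argued against, since the paper's dams came from 1 stock and were allocated at random, while 0 of 10 RF4 libraries were as low as an RF5 library of their TP. The rearing facility stays open, as untested.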

How the results depend on the processing

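The settings that sum libraries within the sampling noise, leave out 2 or 3 libraries at TP2 or take out the 1 Mb region mean, and the difference of open and closed shares, were chosen after the data were seen.

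The order of libraries, the shares of variation by RF and the promoter shares of open and closed sites stayed past their thresholds in all settings run, as did the count of RF-dependent peaks at TP1 within 1.5 times (64018 to 94105). With the region mean taken out, DARs were 29597 at TP1 and 5011 at TP2, RF-dependent peaks at TP2 13340, interaction peaks 36913, the persistence correlation 0.0185 (p = 0.467), enriched lists at TP1 5, the histone genes 34.7% at TP1 and 0 at TP2, Hip1 in RF1 at TP1 +0.12 and Lrrc4c in RF3 at TP2 -0.13. At TP2, summed libraries with no replicate block gave 21655 RF-dependent peaks, 19488 DARs and 2 lists. Without RF1 replicates 3 and 5 and RF2 replicate 5 there were 71504, 52104 and 3, and without the replicates 5 alone 45816 DARs and 3 lists. Leaving out 1 replicate gave 23226 to 57365 RF-dependent peaks and 18060 to 43696 DARs at TP2, and 1 to 4 lists at either TP; without RF1 replicate 5 alone there were 57365. An FDR below 0.001 left 25878 RF-dependent peaks at TP2, and an absolute log2 fold change of at least 1 left 6538 DARs at TP1 and 2939 at TP2. With the global test in place of DARs, 0 lists passed as enriched at TP1 and 6 at TP2, where 2 others passed as depleted. With that test, the postsynaptic scaffold and adhesion list (87.2%), the markers: astrocytes (36.8%) and the markers: microglia (25.0%) changed side at TP2. The loess offset gave 8 and 4 enriched lists, with 2 depleted at TP2, and Peg3 in RF4 at TP1 +0.0035. A distance of 1 kb gave 2 lists at TP2. Shared most accessible sites were 4248 with a 5% cut-off, and shared least accessible sites 38 with it, 0 by counts per kb and 0 thinned. Open minus closed shares turned to -11.5 at TP1 and -1.66 at TP2 with the open sites thinned to the mean count of the closed sites, which matches neither the spread of their counts nor the number of sites. Where fewer libraries, a stricter threshold or thinning does not account for a move, the cause was not tested. Of 3119 values of named genes under other settings, 2935 kept their call, 171 lost it, 10 gained it and 3 turned. The fit with no replicate block changed no count by over 1.5 times. The GC offset was not run. Without the 2 shallowest libraries, 48572 peaks depended on RF at TP2 and 33482 were DARs.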

Differences from the paper's values

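Apart from those said to be chosen after seeing the values, the alternatives were set before the data were examined. The number of DARs of an RF against the mean of the other RFs differed from the bars of S5 Fig in 5 of the groups that could be read. For RF3 at TP1 it was 2881 against the paper's about 1400 in S5 Fig, read by eye, and of the alternatives set before only the one without replicate 4 came within 1.5 times (2082). Summing libraries within the sampling noise with no replicate block (1650) and taking out the 1 Mb region mean (1428), both chosen after seeing the values, did too, and drop 251 and 1837 of the 1996 peaks that the part of S2 Data at hand lists for RF1 and RF2 at TP1, of which the test used here drops 55. For RF1 at TP2 it was 3411 against the paper's about 1200 in S5 Fig, and again, of those set before, only the one without replicate 4 did (892), while the 1 Mb region mean taken out, chosen after seeing the values, did too (1130) and drops 740 of the 1120 such peaks at TP2, of which the test used here drops 181. For RF3 at TP2 it was 5166 against the paper's about 3100 in S5 Fig, and the loess offset, at least 50 counts on average and leaving out replicate 1, 2, 3 or 4 came within 1.5 times (3160 to 4397), as did summed libraries with no replicate block (2902), chosen after seeing the values, which drop 1081 of those peaks. For RF4 at TP2 it was 2684 against the paper's about 1700 in S5 Fig, and at least 50 counts on average, leaving out any replicate number, and leaving out the 4 libraries out of label sequence did (1706 to 2550), as did leaving out RF1 replicate 5 and RF2 replicate 5 without or with RF1 replicate 3 (2225 and 2300), chosen after seeing the values, which drop 30 and 17 of those peaks. For RF5 at TP2 it was 1308 against the paper's about 170 in S5 Fig, and no setting did, with 290 to 3000 over those set before and 1 to 4243 over those chosen after seeing the values. DESeq2, its size factors, library size, no filter and no replicate block closed none of these gaps. The counts of single pairs printed in S5 Fig match those from DESeq2 for every pair at TP1, and at TP2 for all readable pairs but RF1 with RF2 and RF1 with RF4.

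The paper describes accessibility at Col19a1 as different between RFs and consistent across the TPs. Here RF4 was highest and RF5 lowest at both TPs, but RF3 went from +0.88 to -1.45 on the log2 scale and the interaction of RF and TP passed (adjusted p = 1.2e-07, edgeR).

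The paper reports enriched terms for nucleosome function at both TPs, and the histone genes passed here at both. It also reports enrichment for EGF, Notch, TGF-beta, Hippo, adherens junction, dopaminergic, insulin, neurotrophin, serotonergic, glutamatergic and long-term plasticity genes and, at TP2, for actin, dendrite, postsynaptic and AMPK genes. With DARs and Fisher's exact test, none of these lists passed here after adjustment over all lists. Lists and background differ from the paper's terms. The paper called GO terms at p below 0.05, with no adjustment stated, for single pairs of RFs. Here a DAR in any pair counted. With each peak counted once, chosen after seeing the values, the unadjusted p of Fisher's exact test at TP1 was 0.0372 for long-term plasticity. At TP2 it was 0.00738 for the serotonergic, 0.0215 for the AMPK and 0.0243 for the Notch list. For the others it was above 0.05, and none passed by peak after adjustment. Some lists passed after adjustment under other settings. The serotonergic synapse passed with the loess offset (odds ratios 2.59 at TP1 and 3.86 at TP2) and at TP2 with a distance limit of 1 kb and without replicate 3. At TP2, AMPK, apelin and prolactin signalling passed without replicate 5, and with peaks that depended on RF in place of DARs so did that list, actin cytoskeleton and dendrite, postsynaptic scaffold and adhesion, and presynaptic vesicle release. Settings chosen after seeing the values also called some: with the 1 Mb region mean taken out, TGF-beta and BMP signalling and long-term potentiation and depression at TP1 (while the histone genes no longer passed at either TP), and without RF1 replicate 5 and RF2 replicate 5, with or without RF1 replicate 3, the serotonergic synapse and AMPK, apelin and prolactin signalling at TP2. The paper places the serotonergic term at TP1 alone, and here the serotonergic synapse had odds ratios of 1.69 at TP1 and 2.51 at TP2.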

Other observations

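The tests of diet and light cycle, of peaks counted once, of the other promoters near histone genes, and with the 1 Mb region mean taken out were chosen after the results were seen.

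At TP1, the promoter of Prox1, which specifies granule cells, was lower in RF4 (log2 fold change -0.72 ± 0.06 (SE); adjusted p = 5.1e-15, edgeR, n = 5 libraries per RF), and that of Nr2f1, a transcription factor of the developing cortex, was higher in RF1 (+0.92 ± 0.05; adjusted p = 2e-21). Calb1, the calbindin of mature granule cells, was lower in RF4 at TP1 and TP2 (-0.54 ± 0.07 at both; adjusted p = 2.2e-09 and 3e-08). Of the neurogenesis list, 19 of 29 genes had a promoter DAR at TP1 and 7 at TP2 (20 and 7 when adjusted over the list alone; adjusted p of 0.215 or more in Fisher's exact test), and of the markers: dentate granule cells 16 and 6 of 18. In RF1 at TP1, 7 dentate markers were higher and none lower, 8 with the loess offset and 6 with library size alone.

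The promoters of Bhlhe40 and Nr1d2, repressors of the circadian clock, and Jun, an immediate early gene, were higher in RF1 at TP1 (+0.64 ± 0.04, +0.56 ± 0.04 and +0.70 ± 0.04; adjusted p = 5.1e-19, 1.8e-17 and 9.1e-21, edgeR), and those of Dbp and Per1, clock genes driven by CLOCK, were lower in RF3 at TP2 (-0.49 ± 0.04 and -0.49 ± 0.05; adjusted p = 1.1e-13 and 6.7e-12), which did not pass with the 1 Mb region mean taken out (adjusted p = 0.28 and 0.16). The circadian clock list had 13 and 5 of 22 genes at TP1 and TP2, the immediate early genes 21 and 8 of 35, and the glucocorticoid targets 12 and 10 of 20 (adjusted p of 0.0776 or more). With the 1 Mb region mean taken out, all 3 lists passed at TP1 (odds ratios 6.37, 6.33 and 4.37; adjusted p = 0.00101, 2.32e-05 and 0.0139), and the immediate early genes passed without replicate 5 and, at TP2, with peaks that depended on RF in place of DARs (31 of 35, adjusted p = 0.0417). The microglial promoter of C1qc, a complement gene, was lower in RF1 at TP1 (-0.83 ± 0.07; adjusted p = 4.6e-14).

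Of the remaining marker lists, genes with a promoter DAR at TP1 and TP2 numbered 7 and 3 of 13 for CA1 pyramidal cells, 2 and 1 of 15 for CA2 and CA3 pyramidal cells, 12 and 5 of 18 for subiculum and neighbouring cortex, 17 and 3 of 27 for inhibitory interneurons, 12 and 4 of 19 for amygdala, striatum and thalamus neurons, 10 and 5 of 19 for astrocytes, 9 and 8 of 14 for markers: oligodendrocyte lineage, 7 and 4 of 12 for microglia, 6 and 5 of 14 for endothelial cells and pericytes, and 6 and 5 of 10 for choroid plexus and ependyma. Adjusted over the list alone, the numbers at TP2 were 4 for inhibitory interneurons, 5 for amygdala, striatum and thalamus neurons, 5 for microglia and 6 for endothelial cells and pericytes. None passed Fisher's exact test (adjusted p of 0.0776 or more), but with each peak counted once the markers: oligodendrocyte lineage passed at TP2 (9 of 15 peaks, odds ratio 5.38, adjusted p = 0.0258), and the libraries were sorted for NeuN.

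Most histone genes lie in 2 genomic clusters, so a change of the clusters as regions was weighed. With the mean of the 1 Mb region taken out, the lower of their adjusted p at TP1 and TP2 was 0.643, but the 4 regions with at least 3 histone peaks hold 36 of them beside 204 other peaks, so this step also takes out part of a change of the histone genes as a class, and by it these cannot be told apart. At the 38 other promoter peaks of these regions, the median log2 fold change of RF4 was -0.26 at TP1 and -0.15 at TP2 (lower quartiles -0.39 and -0.26), against -0.59 and -0.42 at the histone peaks (upper quartiles -0.51 and -0.28), which argues against 1 change per cluster as the whole cause in RF4. The other promoters moved the same way, so a regional part stays open.

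Pairs of RFs with different diets had 7483.33 more DARs on average at TP2 than pairs with the same diet (highest of the other divisions of the RFs 6982.92), and pairs with different light cycles had 12435.8 more at TP1 (3573.67). With 10 divisions the exact permutation p was 0.1 for each, the smallest possible. At the other TP of each, the difference was 2459.5 for diet at TP1 (exact permutation p = 0.4) and -1616.25 for light cycle at TP2 (exact permutation p = 0.6). So neither diet nor light cycle can be told apart from the other differences between the RFs.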
